# A family of *C*. *elegans* VASA homologs control Argonaute pathway specificity and promote transgenerational silencing

**DOI:** 10.1016/j.celrep.2022.111265

**Published:** 2022-09-06

**Authors:** Siyuan Dai, Xiaoyin Tang, Lili Li, Takao Ishidate, Ahmet R. Ozturk, Hao Chen, Altair L. Dude, Yong-Hong Yan, Meng-Qiu Dong, En-Zhi Shen, Craig C. Mello

## Abstract

Germline Argonautes direct transcriptome surveillance within perinuclear membraneless organelles called nuage. In *C*. *elegans*, a family of Vasa-related Germ Line Helicase (GLH) proteins localize in and promote the formation of nuage. Previous studies have implicated GLH proteins in inherited silencing, but direct roles in small-RNA production, Argonaute binding, or mRNA targeting have not been identified. Here we show that GLH proteins compete with each other to control Argonaute pathway specificity, bind directly to Argonaute target mRNAs, and promote the amplification of small RNAs required for transgenerational inheritance. We show that the ATPase cycle of GLH-1 regulates direct binding to the Argonaute WAGO-1, which engages amplified small RNAs. Our findings support a dynamic and direct role for GLH proteins in inherited silencing beyond their role as structural components of nuage.

## In brief

Dai et al. show that worm VASA homologs, GLH proteins, long known as factors that promote perinuclear nuage formation in germ cells, are in fact direct participants in Argonaute surveillance. GLH proteins directly bind mRNAs targeted by Argonautes and utilize their ATPase domains to regulate both mRNA and Argonaute binding.

## INTRODUCTION

In diverse animals, germline Argonautes direct the transgenerational silencing of transposons and many developmentally important genes (Aravin et al., 2007; Klattenhoff and Theurkauf, 2008; Ozata et al., 2019). In *C*. *elegans* anti-sense small RNAs (22G-RNAs) produced by cellular RNA-dependent RNA polymerases (RdRPs) engage WAGO and CSR-1 Argonautes to target nearly all germline-expressed mRNAs. Both RdRP templating and Argonaute surveillance are thought to occur within perinuclear liquid-like condensates called nuage or P granules (Brangwynne et al., 2009; Pitt et al., 2000; Strome and Wood, 1982, 1983; Wolf et al., 1983). Whereas WAGOs mediate silencing, CSR-1 both modulates gene expression (Gerson-Gurwitz et al., 2016) and protects from silencing (Avgousti et al., 2012; Claycomb et al., 2009; de Albuquerque et al., 2015; Gu et al., 2009; Seth et al., 2013; Tu et al., 2015). The piRNA/PRG-1 pathway engages all transcripts, providing a scanning function that relies on microRNA-like base pairing (Shen et al., 2018). PRG-1 recruits RdRP to produce WAGO-associated 22G-RNAs adjacent to PRG-1/Piwi-interacting RNA (piRNA) binding sites on many germline mRNAs, and also promotes small-RNA amplification upon encountering foreign RNA sequences (not targeted by CSR-1) (Ashe et al., 2012; Lee et al., 2012; Shirayama et al., 2012).

Amplification of WAGO 22G-RNAs and transgenerational silencing can be stimulated by double-stranded RNA (dsRNA) through the canonical RNAi pathway, which employs a distinct upstream Argonaute, RDE-1 (Gu et al., 2009; Pak and Fire, 2007). WAGO 22G-RNAs, in turn, direct transgenerational gene silencing (Ashe et al., 2012; Buckley et al., 2012; Lee et al., 2012; Shirayama et al., 2012). The canonical RNAi pathway and the PRG-1/piRNA pathway compete with each other for the WAGO amplification and inheritance machinery (Luteijn et al., 2012; Shukla et al., 2021). Although PRG-1/piRNA complexes engage CSR-1 targets, these interactions—though energetically favorable—fail to stimulate WAGO 22G-RNA accumulation in most cases (Shen et al., 2018).

DEAD-box proteins have been studied extensively and are known to regulate RNA-RNA and RNA-protein interactions (Linder and Fuller-Pace, 2015). Dead-box proteins are also known to function in a number of Argonaute small-RNA pathways (Pek and Kai, 2011; Wenda et al., 2017; Xiol et al., 2014; Zhang et al., 2012). In insects, for example, VASA functions within nuage to promote the amplification of piRNAs required to suppress transposons (Xiol et al., 2014). In *C*. *elegans*, the DEAD-box protein RDE-12 functions with the Argonautes RDE-1 and WAGO-1 to promote 22G-RNA production during RNAi (Shirayama et al., 2014; Yang et al., 2014).

Several studies have uncovered roles for a family of Germ Line DEAD-box Helicase (GLH) family proteins in the regulation of germline RNAs (Beshore et al., 2011; Dallaire et al., 2018; Gruidl et al., 1996). GLH-1 has also been implicated in transgenerational inheritance of RNAi (Spracklin et al., 2017). Worms with loss-of-function mutations in *glh-1* are viable at 20°C but become sterile after multiple generations at 25°C, known as a mortal germline phenotype (Kuznicki et al., 2000; Spike et al., 2008a; Spracklin et al., 2017). *glh-4*-null mutant worms exhibit modest fertility defects, but *glh-4 glh-1* double mutants are sterile at all temperatures (Kuznicki et al., 2000; Spike et al., 2008a). Mutations in *glh-1* perturb the localization of other P-granule components, including PGL-1 (Chen et al., 2020; Kuznicki et al., 2000; Marnik et al., 2019; Spike et al., 2008a). Several P-granule components become completely dispersed in *glh-4 glh-1* double mutants (Chen et al., 2020; Spike et al., 2008a). GLH proteins have intrinsically disordered regions (IDRs), which contain phenylalanine-glycine (FG) repeats that promote P-granule association with nuclear pores (Updike et al., 2011; Marnik et al., 2019). In addition to IDR and helicase domains, GLH proteins contain several copies of a retroviral-type (CCHC) zinc-finger domain that is also found in the RNA-binding protein LIN-28 (Moss et al., 1997; Wilbert et al., 2012).

Here, we show that GLH-1 and GLH-4 interact with the Argonautes PRG-1 and WAGO-1, as previously reported (Chen et al., 2020; Marnik et al., 2019). We show that GLH-1 and GLH-4 preferentially bind WAGO target mRNAs as measured by crosslinking and immunoprecipitation (CLIP), and that binding is diminished in mutants that compromise PRG-1-dependent silencing. We show that GLH-1(K391A), a lesion predicted to disrupt ATP binding by the helicase domain, prevents RNA-duplex unwinding *in vitro* but does not prevent GLH-1 RNA binding as measured by both *in vivo* CLIP and *in vitro* gel-shift assays. Rather, GLH-1(K391A) binding is enhanced on WAGO target RNAs *in vivo*. A GLH-1 DQAD lesion, predicted to prevent ATP hydrolysis, causes GLH-1 to bind RNA more strongly *in vitro*. However, interestingly, GLH-1(DQAD) loses its preference for WAGO target binding *in vivo* and instead binds many abundant mRNAs including CSR-1 targets.

Our findings suggest that, along with its paralogs, GLH-1 promotes and regulates Argonaute-mediated mRNA surveillance in at least three ways. First, special alleles and double mutants that disrupt P granules also disrupt small-RNA levels in the three major nuage-associated Argonaute pathways—i.e., WAGO, CSR-1, and PRG-1—suggesting that GLH proteins help establish a scaffold for Argonaute-mediated surveillance. Second, null alleles of *glh-1* cause a loss of 22G-RNAs on WAGO targets and ectopic 22G-RNAs on many other target mRNAs. The ectopic 22G-RNAs depend on GLH paralogs and PRG-1 activity, suggesting that GLH-1 prevents other GLH paralogs from inducing piRNA-initiated overproduction of 22G-RNA on many targets. Third, we show that GLH-1(K391A) strongly impairs transgenerational silencing and WAGO small-RNA production without disrupting P granules or other Argonaute small-RNA levels. GLH-1(K391A) exhibits a marked increase in its association with the WAGO-1 protein both *in vitro* and *in vivo*, suggesting that when unable to bind ATP, GLH-1 prevents WAGO-1 or co-factors from engaging GLH paralogs, but does so without disrupting GLH protein scaffolding functions required for other Argonaute pathways in nuage. Taken together, our work supports a model in which GLH proteins are recruited by Argonautes to bind and retain target mRNAs within nuage-promoting pathway-specific transgenerational inheritance of small-RNA signals.

## RESULTS

### GLH-1 and GLH-4 promote piRNA-induced silencing

To identify factors that promote the recruitment of the WAGO silencing machinery by the piRNA pathway, we purified proteins that associate with both the Piwi Argonaute PRG-1 and with the prominent P-granule-localized Argonaute WAGO-1. We used CRISPR to engineer worms expressing FLAG-tagged PRG-1 or WAGO-1 from the endogenous *prg-1* and *wago-1* genes. We then used FLAG-specific antibodies to recover co-precipitated factors followed either by liquid chromatography-tandem mass spectrometry (LC-MS/MS), or by denaturing or native polyacrylamide gel electrophoresis (PAGE) to separate bands containing prominent co-factors for immunoprecipitation mass spectrometry (IP-MS) (Figure S1A). Using these approaches, we identified 32 proteins enriched by FLAG:PRG-1 IP (Figure 1A and Table S1A). A similar analysis of the FLAG:WAGO-1 IP identified 126 proteins, including 16 proteins also enriched in the PRG-1 IP (Figure 1A and Table S1B).

Because we wished to find factors that bridge initial targeting by PRG-1 to inheritance maintained by WAGO Argonautes, we asked if candidates pulled down by both WAGO-1 and PRG-1 are required for silencing of two different piRNA pathway reporters: a *cdk-1*::*gfp* reporter, whose silencing depends on an artificial anti-*gfp* piRNA (Shen et al., 2018) (Figure 1B); and a *gfp*::*cdk-1* reporter, whose silencing is initiated by PRG-1, but maintained by the WAGO pathway independently of PRG-1 activity (Shirayama et al., 2012). RNAi-mediated knockdown of *glh-1* desilenced both reporters, suggesting that GLH-1 bridges initial targeting by PRG-1 and maintenance of silencing by WAGOs.

Previous studies found that GLH-1 and GLH-4 function together (Kuznicki et al., 2000; Spike et al., 2008a). To investigate whether and how GLH-1 and GLH-4 promote piRNA silencing, we generated a series of *glh* mutant alleles that result in complete removal of *glh-1* or *glh-4* coding regions (null), in-frame deletion of the zinc-finger domains from GLH-1 (∆ZF), or specific amino acid substitutions in conserved residues of GLH-1 predicted to prevent ATP binding (K391A) or ATP hydrolysis (E550Q; DEAD to DQAD) (Figure 1C). Mutations that disrupt ATP binding prevent or reduce RNA binding by DEAD-box proteins (Cheng et al., 2005; Sengoku et al., 2006; Xiol et al., 2014), whereas mutations that disrupt ATP hydrolysis block the release of bound RNA (Hondele et al., 2019; Pause and Sonenberg, 1992; Xiol et al., 2014).

Complete deletion of *glh-1* did not initially desilence the piRNA sensor or the WAGO-pathway reporter, but both reporters were expressed in a fraction of *glh-1-*null worms by the fourth homozygous generation, and the percentage of expressing animals increased in subsequent generations (Figures 1D and 1E). Interestingly, the K391A and DQAD lesions caused stronger desilencing phenotypes than did the *glh-1*-null alleles (Figure 1E). For example, the WAGO-dependent but PRG-1-independent *gfp*::*cdk-1* reporter was desilenced in 31% of the K391A mutant worms in the second homozygous generation and in 93% of DQAD homozygotes in the first generation. By contrast, in-frame deletion of the CCHC zinc-finger domains in *glh-1*(*∆ZF*) worms had no effect on silencing (Figure 1E). The onset and extent of silencing defects in these *glh-1* mutants was mirrored by deficits in fertility and embryonic viability (Figures S1B and S1C).

The fact that GLH-1 K391A and DQAD point mutants show more severe phenotypes than null mutants suggests that the mutant K391A and DQAD proteins might interfere with the function of paralogs—e.g., GLH-4—which could otherwise partially compensate for the loss of GLH-1 (Spike et al., 2008a). Indeed, although both reporters remained silent in *glh-4-*null worms through nine generations, they were desilenced in *glh-4-*null *glh-1-*null double-mutant worms in the first generation (Figure 1E), a desilencing phenotype similar to that observed for *glh-1*(*DQAD*) mutants. These results show that GLH-1 and GLH-4 function redundantly in small-RNA silencing.

### GLH proteins function in inherited RNAi and prevent cold-sensitive defects in RNAi initiation

Previous studies have shown that *glh-1-*null mutants have an intact RNAi response in animals exposed to dsRNA, but exhibit reduced transmission of silencing to unexposed progeny, an RNAi inheritance defect (Spracklin et al., 2017). Similarly, we found that *glh-1-*null mutants exhibited complete silencing of a *cdk-1*::*gfp* reporter when *gfp* dsRNA was present, but failed to maintain silencing in inheriting generations after removal from dsRNA. For example, whereas wild-type animals transmitted silencing to all progeny in each of the first five generations after dsRNA removal (0% recovery), *glh-1-*null animals gradually recovered (Figures 1F and 1G). GLH-1(K391A) animals were also fully sensitive to dsRNA silencing in exposed animals but were more defective than the null in RNAi inheritance, reaching nearly 100% desilencing by the second generation (Figure 1G).

We were surprised to find that presumptive null (deletion or degron) alleles of *glh-1* and *glh-4*—though robustly sensitive to RNAi at room temperature—were partially resistant to RNAi at lower temperatures, a cold-sensitive RNAi (csRNAi) defect (Figures S1D–S1F). Notably, despite its usually stronger phenotypes, *glh-1*(*K391A*) worms did not show a csRNAi defect, but instead remained 100% sensitive to RNAi at all temperatures (Figure S1D). Since *glh*-null alleles caused ectopic PRG-1-dependent 22G-RNAs (see below), but *glh-1*(*K391A*) did not, we wondered whether misdirection of the PRG-1 pathway might cause the csRNAi defects. Consistent with this idea, a *prg-1* loss-of-function mutation completely suppressed the csRNAi defects of *glh-1* and *glh-4*-null mutants (Figures S1E and S1F). Taken together, these findings suggest that the GLH proteins promote inheritance of both dsRNA- and piRNA-induced silencing and also function to prevent a misdirection of the piRNA pathway that causes a cold-sensitive deficit in the dsRNA response (see discussion).

### GLH-1 lesions affect the localization of P-granule components

To correlate the silencing phenotypes of *glh* mutations with their effects on GLH protein localization and P-granule integrity, we inserted GFP coding sequences into the endogenous *glh-1* and *glh-4* alleles and analyzed their expression. As expected, both GFP:GLH-1 and GFP:GLH-4 localized to perinuclear P granules (Figure 2A). However, whereas GFP:GLH-1 protein was abundantly expressed throughout the germline, including within the mitotic and meiotic zones, GFP:GLH-4 was expressed primarily within the meiotic region of the germline. (Figure S2A).

To examine the consequences of individual *glh-1* or *glh-4* mutations on GLH protein localization and on other P-granule constituents, we used CRISPR to systematically mutate *glh-1* or *glh-4* in six strains, each expressing a fluorescently tagged P-granule component: GFP:GLH-1, GFP:GLH-4, mCherry: PGL-1, GFP:PRG-1, mCherry:CSR-1, or GFP:WAGO-1 (Figure 2). Each CRISPR allele was confirmed by Sanger sequencing, and for each lesion we analyzed the phenotypes of multiple alleles. We found that precise deletion of *glh-1* only mildly affected localization of other P-granule components (Figure 2B): PRG-1 and PGL-1 localized in perinuclear foci (nuage) that resembled wild-type P granules but appeared to be slightly reduced in their levels within nuage and exhibited increased localization in the cytoplasm. The levels of localization of GLH-4, CSR-1, and WAGO-1 within perinuclear nuage remained similar to wild type. Interestingly, GFP:GLH-1(K391A) was localized at apparently wild-type levels within nuage and did not appear to disrupt the perinuclear localization of other P-granule components (Figure 2C). As previously reported (Chen et al., 2020; Marnik et al., 2019), the GLH-1 ATP-hydrolysis mutant, DQAD, dramatically disrupted the localization of P-granule components, causing them to disperse in the cytoplasm and to form aggregates in the gonadal rachis (Figure 2D). Although also prominently localized in aggregates, CSR-1 was the only Argonaute to form obvious perinuclear foci in the DQAD mutant. In the double mutant *glh-4-*null *glh-1-*null, P-granule components formed fewer or, in the case of CSR-1, less pronounced perinuclear foci and were mainly diffuse throughout the cytoplasm but did not form aggregates (Figure 2E).

To understand how GLH-1(DQAD) forms aggregates, we controlled the expression of GFP:GLH-1(DQAD) by introducing an in-frame, auxin-inducible degron (Zhang et al., 2015). We maintained the worms on auxin so that P granules formed properly, then removed worms from auxin and followed the expression of GFP:GLH-1(DQAD) over time. Initially, the mutant protein localized to perinuclear foci, but within 4 h of auxin removal, the number of perinuclear GFP:GLH-1(DQAD) foci declined while cytoplasmic aggregates accumulated (Figure 2F). Thus, although GLH-1(DQAD) initially localizes in perinuclear granules that appear wild-type, continued expression of GLH-1(DQAD) causes the gradual cytoplasmic aggregation of several P-granule components over time.

### *Glh-1* mutants alter secondary small-RNA levels on mRNA targets

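Small RNAs were sequenced from wild-type worms and from worms with 3 *glh-1* alleles, with 2 biological replicates per strain. The paper describes the *glh-1*-null allele as lacking the coding region, although its libraries still held *glh-1* reads. K391A is predicted to prevent ATP binding, and DQAD is predicted to prevent ATP hydrolysis. The DQAD protein was expressed from a degron allele, whose product is degraded while the worms are on auxin and accumulates once they are taken off it. The worms were young adults, and the wild-type, *glh-1*-null and K391A worms were not treated with auxin. 22G-RNAs are antisense small RNAs that RNA-dependent RNA polymerases copy from mRNAs, and they start with a 5′ triphosphate, usually on a G. The RNA was treated with PIR-1, an enzyme that trims this triphosphate to a monophosphate so that the RNA can be ligated to an adaptor. The authors trimmed the adaptor, aligned the reads to the worm genome with Bowtie2, kept the 22-nt reads antisense to genes, and deposited each distinct read with its count, without normalization.

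The files held reads of 22 nt and no other length, and each sequence was listed at 1 place. Wild type had 6052558 and 5297120 reads in replicates 1 and 2, *glh-1*-null had 4272229 and 2632443, K391A had 2187212 and 1755061, and DQAD had 3658738 and 2898826. Between 80.4% and 86.1% of the reads in a library started with G. The paper normalizes each gene's reads to the total reads of the sample, a total that its text does not give. RPM here is therefore reads per 1000000 of the 22-nt antisense reads in a file, and a change that affected the whole class of reads equally would not appear in it. The smallest abundance counted as detected, 3 reads, corresponded to between 0.496 RPM in wild type replicate 1 and 1.71 RPM in K391A replicate 2. These limits cover counting error only, since PCR copies of a read are not separate molecules.

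A gene was counted as changed when its mean RPM over the 2 replicates differed at least 2-fold from wild type and was above 5 RPM in the higher of the 2 groups. Genes were also tested with edgeR's quasi-likelihood test, with all 8 libraries in 1 model and Benjamini-Hochberg adjustment over 10060 genes, and are referred to as called where the adjusted p was under 0.05. With 2 libraries against 2, the smallest p that an exact two-sided permutation test allows is 0.333, so no single gene can be judged by permutation. Replicates of every strain differed by more than sampling noise, with a chi-square per gene between 3.95 in *glh-1*-null and 41.8 in wild type.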

To understand how the GLH proteins regulate small-RNA pathways, we used high-throughput sequencing to analyze small-RNA populations in *glh* mutant worms. Although GLH-1 has been reported to interact with DCR-1 (Beshore et al., 2011), which is required for microRNA biogenesis (Grishok et al., 2001; Hutvagner et al., 2001; Ketting et al., 2001), we did not observe defects in microRNA levels (Figure S3A). 

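Among the 3 *glh-1* alleles, DQAD changed the 22G-RNAs of the most genes. At least 2-fold lower levels were found on 2012 genes in *glh-1*-null, 2226 genes in K391A and 3591 genes in DQAD, and at least 2-fold higher levels on 1062, 1220 and 1497 genes. Each library compared by itself with the wild-type mean gave similar numbers. The genes with lower levels numbered 2029 and 2066 in the 2 *glh-1*-null libraries, 2270 and 2290 in the K391A libraries, and 4056 and 3312 in the DQAD libraries. Those with higher levels numbered 1067 and 1091, 1271 and 1310, and 1557 and 1492. Between the 2 wild-type libraries, 621 genes were at least 2-fold lower in replicate 1 and 399 in replicate 2. Whether K391A and *glh-1*-null differ in the number of changed genes was not tested. With TMM factors the genes with lower levels numbered 1787 in *glh-1*-null, 2133 in K391A and 2096 in DQAD, and with DESeq2's size factors 1674, 2019 and 1956, so with either scaling the count for DQAD was not above that for K391A. Those with higher levels numbered 1141, 1147 and 2270 with TMM factors and 1198, 1269 and 2358 with DESeq2's size factors, so DQAD had the most genes with lower or higher levels taken together with both. Of the alternative settings, leaving out the minimum of 5 RPM moved these counts most, to 5458 genes lower in *glh-1*-null, 5869 in K391A and 7101 in DQAD.

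**Figure D1:**
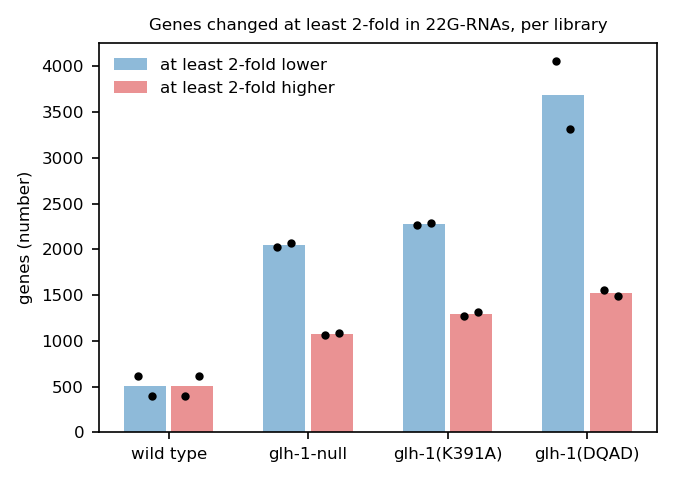
Number of genes with 22G-RNA levels at least 2-fold lower (blue) or higher (red) than the wild-type mean, for wild type, *glh-1*-null, K391A and DQAD. Bars are the mean of the 2 libraries and dots are the single libraries, and the 2 wild-type libraries were compared with each other. Every mutant library has more lower genes than were counted between the wild-type libraries, 621 and 399.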

Consistent with their stronger defects in silencing, fertility, and embryo viability, GLH-1(K391A) and GLH-1(DQAD) mutants showed the strongest effects on small-RNA levels. 

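In K391A, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2167 genes with lower and 1297 genes with higher 22G-RNA levels than wild type. The median log2 fold change over all genes tested was −0.08. Genome positions are those of the WBcel235 assembly, and the genes named are protein coding. The gene with the largest increase was F33E11.3 (chromosome V, 300021 to 304713), whose 22G-RNAs rose from 92.5 ± 12.6 RPM (SD, n = 2) in wild type to 16660 ± 759 RPM (SD, n = 2). Its log2 fold change was 7.49 (standard error 0.23, adjusted p = 7.17e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next was *fog-3* (C03C11.2, chromosome I, 10016765 to 10018121), with 42.9 ± 3.06 RPM (SD, n = 2) against 0 and 3 reads in wild type, at least 80.7-fold higher. C35E7.10 (chromosome I, 10810648 to 10812923) was at least 20.7-fold higher, and 100% of its reads were shared. Shared reads are those whose sequence lies at more than 1 place, measured in separate wild-type libraries, from worms on auxin, that list every place.

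The largest decreases were on genes with 0 reads in both K391A libraries. Of these, *snt-3* (Y75B7AL.3, chromosome V, 1358178 to 1371014) was at least 25.5-fold lower than the 39.3 ± 19.8 RPM (SD, n = 2) of wild type. The next were *col-139* (F41F3.4, chromosome V, 4652863 to 4653971), at least 15.1-fold lower with 100% shared reads, and F58D12.1 (chromosome V, 14049574 to 14054663), at least 11.6-fold lower with 78.0% shared reads. The 22G-RNAs of some genes of the pathway itself were higher in K391A. *glh-4* (T12F5.3, chromosome I, 3727027 to 3731179; 22.0% shared reads) rose from 842 ± 177 to 3470.4 ± 26.8 RPM (SD, n = 2 each), with a log2 fold change of 2.04 (standard error 0.19, adjusted p = 5.79e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *hrde-1*, which encodes WAGO-9 (C16C10.3, chromosome III, 4172337 to 4176159), rose from 904 ± 166 to 2036 ± 96.9 RPM (SD, n = 2 each), with a log2 fold change of 1.17. *glh-2* (C55B7.1; 76.8% shared reads) and *wago-1* (R06C7.1; 9.66% shared reads) were also called higher, with log2 fold changes of 0.82 and 0.80. The changes of *prg-1* (0.31), *glh-3* (0.37) and *csr-1* (−0.15) did not pass the adjusted threshold. Lists of WAGO and CSR-1 targets were not used here, so these counts cover all genes.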

Many WAGO 22G-RNAs were strongly depleted in the GLH-1(K391A) mutant, whereas piRNAs and CSR-1 22G-RNAs appeared unaffected (Figures 3A and S3C). Expression of GLH-1(DQAD) protein beginning from the L1 stage (i.e., using the degron allele) caused the most severe small-RNA defects: piRNAs as well as WAGO and CSR-1 22G-RNAs were all strongly depleted (Figures 3B and S3C). 

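In DQAD, 4290 genes were called lower and 1630 genes higher than wild type, so 72.5% of the called genes were lower. This split depended on the scaling of the libraries. With edgeR's TMM factors, 2557 genes were called lower and 2274 higher (52.9% lower), and with DESeq2, 2125 lower and 2212 higher (49.0% lower). The median log2 fold change over all genes was −0.74 with the file totals, −0.17 with TMM factors and −0.10 with DESeq2. Each of these scalings sets the libraries to a common total or a common middle, so none measures how much 22G-RNA the DQAD worms had overall.

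Relative to the median gene, *hrde-1* had a log2 fold change of −0.88 in DQAD, *prg-1* (D2030.6, chromosome I, 7585329 to 7588367) of −0.52, *glh-3* (B0414.6, chromosome I, 5792321 to 5795114) of −0.32 and *csr-1* (F20D12.1, chromosome IV, 7957267 to 7962157) of 0.07. The others lay above the median gene, *glh-2* at 1.18, *glh-1* at 0.46, *wago-1* at 0.36 and *glh-4* at 0.28. Before this subtraction, 5 of these genes had been called lower, among them *prg-1* with a log2 fold change of −1.26, *glh-3* of −1.06 and *csr-1* of −0.67 (adjusted p = 1.49e-04, 0.00516 and 0.0289 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Also called lower was *glh-4*, with a log2 fold change of −0.46 (standard error 0.19, adjusted p = 0.0495 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was 0.11 with TMM factors and 0.18 with DESeq2. The 22G-RNAs of *hrde-1* stood at 294 ± 40.5 RPM (SD, n = 2), a log2 fold change of −1.62 from wild type (standard error 0.19, adjusted p = 1.87e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest increase was on *mrps-28* (Y43F8C.8, chromosome V, 19644239 to 19645676; 31.9% shared reads), with 26.6 ± 1.13 RPM in wild type and 2063.5 ± 179.9 RPM in DQAD (SD, n = 2 each). It was followed by *ced-13* (R09F10.9, chromosome X, 8299119 to 8299654), at least 25.1-fold higher, and T24D5.2 (chromosome X, 12583782 to 12586452), which rose from 2.29 to 146 ± 51.5 RPM (SD, n = 2). The largest decreases were again on genes with 0 reads in both mutant libraries. They were *col-97* (ZK1010.7, chromosome III, 12992405 to 12993707; 55% shared reads), at least 38.0-fold lower, T07F8.1 (chromosome II, 7148399 to 7151875), at least 30.9-fold lower, and *cut-1* (C47G2.1, chromosome II, 11269122 to 11271660), at least 25.4-fold lower.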

Expressing GLH-1(DQAD) in young adults caused a mild defect during the first several hours after auxin removal, but by 12 h, piRNA levels were reduced by 70%, WAGO 22G-RNAs by 30%, and CSR-1 22G-RNAs by 10% (Figure S3E). Taken together, these results suggest that GLH-1(K391A) disrupts silencing on WAGO targets, whereas the GLH-1(DQAD) mutant disrupts all the Argonaute small-RNA pathways that localize to P granules, perhaps by causing P-granule aggregation (see discussion).

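The genes with at least 2-fold lower 22G-RNAs in the 2 mutants overlapped in part. Of the K391A genes, 1486 (66.8%) were also lower in DQAD, compared with 35.7% of the other genes above 5 RPM in wild type. Of the K391A genes with higher levels, 257 (21.1%) were also higher in DQAD. No share among the other genes is given for higher levels, so the overlaps of lower and higher genes are not ranked. These overlaps are across genes, which are not independent replicates. Both mutants were compared with the same 2 wild-type libraries, so noise in those libraries by itself adds to the overlap. How much it adds was not tested. From the different classes of small RNA lost in the 2 mutants, the paper proposes that K391A disrupts silencing on WAGO targets, whereas DQAD disrupts each of the Argonaute pathways located in P granules. It offers the aggregation of P granules in DQAD as an explanation for the broader effect.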

*glh-1-*null mutants did not alter piRNA levels (Figure S3C) but caused complex changes in small-RNA levels for germline genes, including WAGO and CSR-1 targets (Figures 3C and S3D). 

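The files of the *glh-1*-null strain still held antisense reads of *glh-1* itself (T21G5.3, chromosome I, 6854478 to 6857536; 22.8% shared reads). *glh-1* had 378 and 359 RPM in the 2 *glh-1*-null libraries and 456 and 457 RPM in wild type. In *glh-1*-null, 13 of 1614 reads in replicate 1 and 7 of 946 reads in replicate 2 started at or after position 1700 of the spliced mRNA, or 0.805% and 0.740% of them. In wild type, these shares were 25.2% and 19.8%, and in K391A they were 32.5% and 33.3%. In DQAD, 3 of 1640 and 4 of 888 reads lay there. Position 1700 was chosen after the profiles along the gene had been seen.

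Across all genes, 2031 genes were called lower and 1085 higher in *glh-1*-null than in wild type. The median log2 fold change over all genes was −0.21 with the file totals and −0.06 with DESeq2's size factors. Among the genes with at least 2-fold lower 22G-RNAs, 1334 (66.3%) were also lower in K391A and 1651 (82.1%) in DQAD. Among those with higher levels, 695 (65.4%) were shared with DQAD and 246 (23.2%) with K391A. All these lists were set against the same wild-type libraries, whose noise by itself adds to the overlaps.

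**Figure D2:**
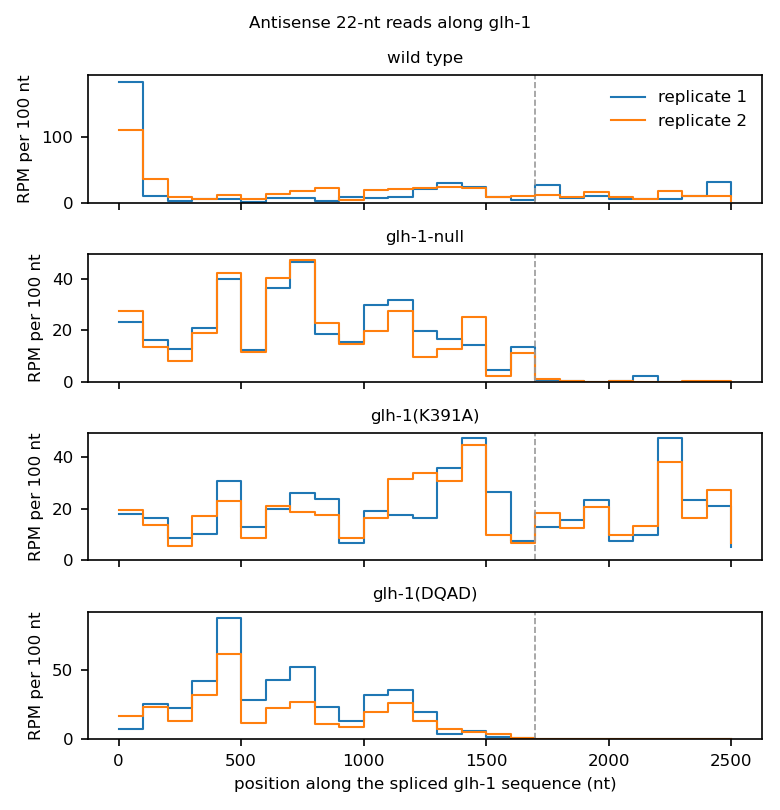
Antisense 22-nt reads along the spliced *glh-1* mRNA, in RPM per 100 nt, for both replicates of wild type, *glh-1*-null, K391A and DQAD. The dashed line marks position 1700, after which 0.805% and 0.740% of the *glh-1*-null reads start.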

The levels of 22G-RNAs targeting previously annotated CSR-1 targets were increased relative to wild type in many cases, while 22G-RNA levels were increased on some previously annotated WAGO targets and decreased on others (Figure 3C); these changes were reproducible in the biological replicates (Figures 3C and S3B, and see below). 

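Of the genes above 5 RPM on average, 97.1% in *glh-1*-null, 89.4% in wild type, 93.6% in K391A and 89.5% in DQAD had levels within 2-fold of each other in the 2 replicates. The largest increase in *glh-1*-null was on R10F2.6 (chromosome III, 2937040 to 2944095), from 9.23 ± 1.37 to 608 ± 33.8 RPM (SD, n = 2 each). Its log2 fold change was 6.04 (standard error 0.30, adjusted p = 1.04e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). F40D4.17 (chromosome V, 17154574 to 17155434; 38.2% shared reads) and C16C4.18 (chromosome II, 1860646 to 1861335; 11.3% shared reads) followed, with log2 fold changes of 5.79 and 5.62. The largest decreases were on genes without a read in either *glh-1*-null library. Y53H1B.2 (chromosome I, 11292662 to 11294164) was at least 31.0-fold lower, *nhr-244* (ZK1025.6, chromosome I, 11454780 to 11455539; 100% shared reads) at least 26.8-fold lower, and T10B5.4 (chromosome V, 1870420 to 1871807) at least 16.4-fold lower. *glh-4* was called higher, with a log2 fold change of 0.75, or 0.96 relative to the median gene (standard error 0.19, adjusted p = 0.00850 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The changes of *glh-2*, *glh-3*, *prg-1*, *csr-1*, *wago-1* and *hrde-1* lay between −0.23 and 0.31 and did not pass the threshold.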

Although *glh-1 prg-1* double nulls are sterile, we were able to conditionally remove PRG-1 from *glh-1-*null animals using an auxin-inducible *degron*::*prg-1* allele constructed at the endogenous *prg-1* locus. Exposing these animals to auxin for 24 h from the L4 stage greatly reduced the number of genes with increased 22G-RNA levels for both the WAGO and CSR-1 targets (Figure 3D).

To determine which Argonautes associate with the ectopic 22G-RNAs produced *in glh-1-*null animals, we sequenced small RNAs that co-immunoprecipitated with WAGO-1, WAGO-9, or CSR-1 (Figure 4A). These IP studies confirmed that some WAGO targets made higher levels of WAGO-1- and WAGO-9-bound 22G-RNAs and others made fewer. Strikingly, however, these data revealed that many CSR-1 targets exhibit markedly increased levels of 22G-RNAs that are bound to WAGO Argonautes (Figure 4A). For example, wild-type and *glh-1-*null worms produce the same level of CSR-1-bound *mog-4* 22G-RNAs, but *glh-1-*null worms exhibited a dramatic increase in *mog-4* 22G-RNAs bound to WAGO-1 and WAGO-9 (Figure 4B).

To gain a more comprehensive picture of how *glh-1-*null animals affect Argonaute targeting, we defined sets of genes enriched for binding to the CSR-1 and WAGO-1 Argonautes in our wild-type and mutant IP datasets. We calculated the number of reads per million (RPM) mapping to each gene in the input and IP datasets. A gene was scored as enriched if the RPM level in the IP increased by 2-fold over the level in the corresponding input dataset. In wild-type animals, approximately equal numbers of germline genes were enriched in the WAGO-1 and CSR-1 IPs (5,516 and 5,625, respectively, Figure 4C). Approximately 1,000 genes were enriched in both IPs from wild-type worms. Strikingly, in *glh-1-*null animals the number of WAGO-1-enriched genes increased by 35% to 7,454, while the number of CSR-1-enriched genes declined slightly. The percentage of genes enriched in both CSR-1 and WAGO-1 IPs increased from 17% in wild type to 56% in the *glh-1* mutant (Figure 4C). A similar change in targeting was observed for WAGO-9/HRDE-1-associated 22G-RNAs. Thus, in *glh-1*-null animals WAGO targeting increases on thousands of germline mRNAs.

### GLH paralogs promote ectopic WAGO 22G-RNA biogenesis

In the absence of GLH-1, other GLH paralogs might promote the production of aberrant 22G-RNAs on target mRNAs. To test this idea, we identified 171 CSR-1 targets showing increased 22G-RNA levels (Table S2). 

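The 171 genes, which are the paper's own selection for increased 22G-RNAs, were all present in the files. In the untreated *glh-1*-null worms, 90 of them were at least 2-fold above wild type, and 89 and 84 were in replicates 1 and 2 alone. None of the 171 genes was at least 2-fold lower. Of the list, 109 genes were called higher by edgeR's quasi-likelihood test, and 124 when the adjustment was made over the list alone. The median log2 ratio over the list was 1.06. The list took 2.05% and 2.02% of all reads in wild type and 5.57% and 5.46% in *glh-1*-null. *mog-4* (C04H5.6, chromosome II, 14552504 to 14561599), one of the listed genes, had 147 ± 30.2 RPM in wild type and 744 ± 35.6 RPM in *glh-1*-null (SD, n = 2 each). Its log2 fold change was 2.34 (standard error 0.25, adjusted p = 1.58e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A fold threshold of 1.5 moved the count of listed genes most, to 127.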

We then confirmed that the ectopic small RNAs produced on these genes were enriched in WAGO-1 IP or WAGO-9 IP but not in CSR-1 IP (Figure S4A). To ask whether the ectopic small RNAs depend on GLH-2, GLH-3, or GLH-4, we inserted degron tags into each of these genes in a *glh-1*-null mutant strain and then monitored small-RNA levels by sequencing after several hours of auxin exposure. 

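In this experiment, all worms were exposed to auxin, and 8 strains were sequenced with 2 replicates each. The strains were taken as wild type, *glh-1*-null, the single degron strains of *glh-2*, *glh-3* and *glh-4*, and the same degrons in *glh-1*-null (the doubles). The paper calls the doubles *glh-1*-null, but Table S3 gives them a *glh-1* allele whose lesion it does not name. The titles of the samples taken as *glh-1*-null name a *glh-1* degron, but every title of this experiment, wild type included, has the word degron. The degron tag leads to the degradation of the tagged protein on auxin. The labels of the deposited samples give 500 mM of the auxin indole-3-acetic acid. As before, the authors deposited counts of 22-nt antisense reads without normalization, but these files were shallower and listed some sequences at more than 1 place.

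The files summed to between 311595 reads in *glh-1*-null replicate 2 and 1164376 reads in wild type replicate 1. The other wild-type library had 1000116 reads and the other *glh-1*-null library 1054744. The libraries of the single degron strains had between 422529 and 740640 reads and those of the doubles between 455629 and 830762. Sequences listed at several places made up between 8.22% and 11.7% of a library's reads when each sequence was counted once. All listed places were counted, each with the full count, so these sequences weigh more in the totals used for RPM. In wild type replicate 1, 632559 of the 1164376 reads lay in sequences listed at 1 place. In *degron*::*glh-3 glh-1*-null replicate 2 these were 316674 of 455629, so the weight also differed between strains. The paper's methods keep uniquely mapped reads. A floor of 3 reads corresponded to between 2.58 and 9.63 RPM. edgeR's quasi-likelihood test used all 16 libraries in 1 model and covered 7487 genes, with a dispersion of 0.122 against 0.0593 in the experiment on *glh-1* alleles. This dispersion is pooled over all strains, among them those of *glh-2*, whose replicates differed most.

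The replicates of most strains were close. Between 77.8% and 91.9% of genes above 5 RPM were within 2-fold in replicates of wild type, *glh-1*-null, and the single and double strains of *glh-3* and *glh-4*. In the libraries labelled *degron*::*glh-2* and *degron*::*glh-2 glh-1*-null, only 52.5% and 53.5% of genes were. Values for these strains are means of libraries that differed, and the counts of genes past 2-fold are given for each library as well. Reads of *glh-1* were present in *glh-1*-null on auxin, at 191 and 209 RPM against 246 and 266 RPM in wild type. Of them, 13.9% and 15.4% started at or after position 1700, against 0.805% and 0.740% in untreated *glh-1*-null. In the doubles this share lay between 20.7% and 41.0%. The loss of reads seen in the untreated allele was therefore absent, and *glh-1*-null on auxin is used here as a name that the reads do not bear out.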

In two biological replicates for each strain, we found that auxin-mediated depletion of GLH paralogs suppressed ectopic 22G-RNAs from more than half of the mistargeted genes (106 out of 171; Figures 4D and S4C). 

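On auxin, all 171 genes were at least 2-fold above wild type in both *glh-1*-null libraries, with a median log2 ratio of 1.71. By the edgeR test, 76 of them were called higher, and 155 with the adjustment over the list alone. In untreated *glh-1*-null, 90 of the 171 genes passed 2-fold, so the list was likely selected on the auxin libraries. If so, these values were fixed by the selection and are no separate evidence of an increase. A gene was counted as suppressed in a double when its mean level was under 2-fold above wild type. This held for 52 genes in *degron*::*glh-2 glh-1*-null, 18 genes in *degron*::*glh-3 glh-1*-null and 70 genes in *degron*::*glh-4 glh-1*-null, and for 94 genes in at least 1 of them. The other 77 genes were suppressed in none. The count for *degron*::*glh-2 glh-1*-null combines libraries that differed, since 13 of the 171 genes were at least 2-fold above wild type in replicate 1 and 137 in replicate 2. In the doubles of *glh-3*, 154 and 148 genes were above this line, and in those of *glh-4*, 102 and 100.

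The median log2 ratio of the list to *glh-1*-null was −0.58, −0.13 and −0.47 in the doubles of *glh-2*, *glh-3* and *glh-4*. The genes were selected for high levels in *glh-1*-null, and no allowance was made for this selection in the ratios or in the tests against *glh-1*-null. For single genes, edgeR's quasi-likelihood test called 4, 3 and 19 of the 171 genes lower than in *glh-1*-null, and 5, 0 and 22 with the adjustment over the list alone. At an unadjusted p under 0.05 these numbers were 37, 10 and 47. A model of only the 2 groups compared called 0 (10 unadjusted), 46 and 85 genes, and DESeq2's test called 23, 13 and 29. The model of all 16 libraries pools each gene's spread over the strains, among them those of *glh-2*, whose replicates differed most. Its lower counts for the *glh-3* and *glh-4* doubles are therefore not read as weak suppression. The list is the paper's own selection for increased 22G-RNAs, and its text does not say on which libraries it was made. The count over the list alone therefore shows no stability. The numbers of suppressed genes in the doubles of *glh-2*, *glh-3* and *glh-4* depended on the scaling. They were 79, 75 and 76 with DESeq2's size factors (124 in at least 1 double) and 75, 50 and 81 with TMM factors. On sequences listed at 1 place only, an alternative chosen after seeing the data, they were 74, 50 and 80, but only 147 of the 171 genes were then at least 2-fold above wild type in *glh-1*-null, and a gene was counted whether or not it was raised there. With a threshold of 1.5-fold, 58 genes were suppressed in at least 1 double.

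**Figure D3:**
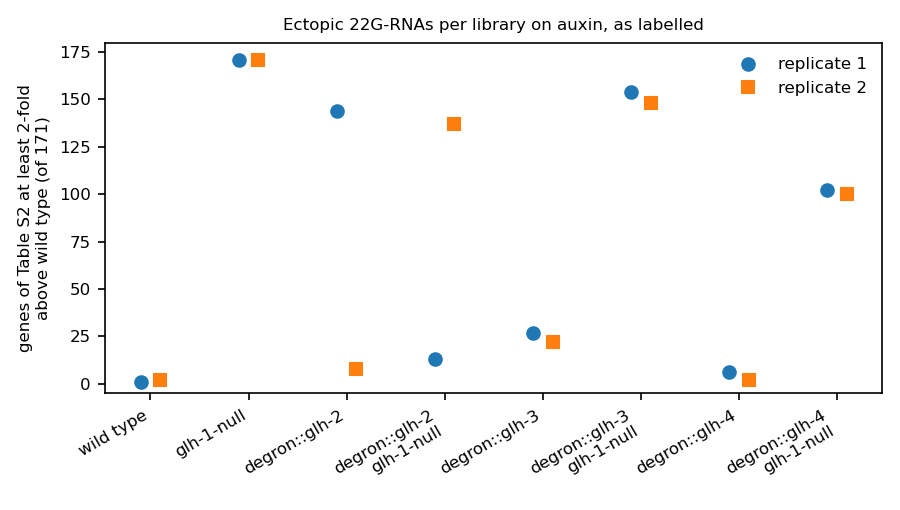
Number of the 171 listed genes at least 2-fold above the wild-type mean in each library of the auxin experiment, with replicate 1 as circles and replicate 2 as squares. The 2 libraries labelled *degron*::*glh-2* lie at 144 and 8 genes and the 2 labelled *degron*::*glh-2 glh-1*-null at 13 and 137, while the replicates of the *glh-4* double lie at 102 and 100.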

For example, exposing *degron*::*glh-4 glh-1-*null double mutants to auxin dramatically reduced ectopic 22G-RNAs at 76 of the 171 mistargeted genes (Figure 4D). 

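In *degron*::*glh-4 glh-1*-null, 58 of the 171 genes were at least 2-fold lower than in *glh-1*-null on auxin, and 12 were at least 2-fold higher. The edgeR test called 1 of the 171 genes higher. *mog-4* is an example, with 102 ± 6.42 RPM in wild type, 590 ± 54.2 RPM in *glh-1*-null and 91.8 ± 18.3 RPM in the *glh-4* double (SD, n = 2 each). The log2 fold change from *glh-1*-null to the double was −2.68 (standard error 0.65, adjusted p = 0.0305 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the *glh-3* double, *mog-4* stayed at 613 ± 6.87 RPM (SD, n = 2), a log2 fold change of 0.05 from *glh-1*-null where the median over all genes was 0.49 (adjusted p = 0.969 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 libraries labelled as the *glh-2* double had 97.9 and 440 RPM of *mog-4*. *hrde-1* also fell in the *glh-4* double, by a log2 fold change of −2.50 from *glh-1*-null (standard error 0.34, adjusted p = 0.00147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads of the list made up 4.63% and 4.55% of all reads in *glh-1*-null, 3.27% and 3.27% in the *glh-4* double, and 1.15% in each wild-type library.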

Unlike *glh-1-*null mutants, *glh-1*(*K391A*) did not exhibit ectopic 22G-RNAs on CSR-1 targets (Figure S4B). 

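In K391A, 11 of the 171 genes were at least 2-fold above wild type (10 and 13 in the single libraries), and 160 were not. 1 of them was at least 2-fold lower. The edgeR test called 30 of the genes higher and 1 lower in K391A, and 24 higher with the adjustment over the list alone. The median log2 ratio of the list was 0.26 in K391A, above all 10000 random lists of genes matched on their mean level in the 2 groups, 95% of whose medians lay between −0.14 and 0.12. *mog-4* stood at 201 ± 7.93 RPM (SD, n = 2), a log2 fold change of 0.45 from wild type (standard error 0.24, adjusted p = 0.175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the fold threshold lowered to 1.5, 44 of the 171 genes were higher in K391A.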

Taken together, these findings suggest that, in the absence of GLH-1 protein, its paralogs promote the mistargeting or overamplification of WAGO 22G-RNAs. 

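Reads of the 171 genes made up 2.82% and 2.77% of all reads in the K391A libraries. The paper sets the loss of ectopic 22G-RNAs after depletion of a paralog in *glh-1*-null beside their absence in K391A. From these comparisons, it proposes that the paralogs promote the mistargeting or overamplification of WAGO 22G-RNAs once GLH-1 is absent. Whether the effects of the 3 doubles on the list differ from each other was not tested.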

GLH-1(K391A) prevents WAGO 22G-RNA induction on piRNA-dependent WAGO targets but also prevents mistargeting, perhaps by competing with the GLH paralogs for downstream WAGO 22G-RNA amplification and silencing machinery (see below).

Deleting two or more *glh* paralogs causes sterility, but we were able to use small-RNA sequencing data from the pairwise degron doubles, described above, to create a composite list of genes with GLH-paralog-dependent 22G-RNAs. 

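Relative to wild type on auxin, at least 2-fold lower 22G-RNA levels were found on 669 genes in *degron*::*glh-2 glh-1*-null, 1351 genes in *degron*::*glh-3 glh-1*-null and 1510 genes in *degron*::*glh-4 glh-1*-null. Together these were 2210 genes, of which 350 were lower in all 3 doubles. In the single libraries labelled as the *glh-2* double, 538 and 1879 genes were lower. In the *glh-3* double the numbers were 1428 and 1458, and in the *glh-4* double 1569 and 1703. *glh-1*-null on auxin had 1799 genes with lower levels, and 1287 of the 2210 genes (58.2%) were among them. The remaining 923 genes were not at least 2-fold lower in *glh-1*-null alone. Between the 2 wild-type libraries on auxin, 461 genes were at least 2-fold lower in replicate 1 and 524 in replicate 2.

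By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes were called lower in the *glh-2* double (180 at an unadjusted p under 0.05), 523 in the *glh-3* double and 711 in the *glh-4* double. Called higher were 3, 1580 and 1136 genes. A model of only the 2 groups compared called 0 lower and 0 higher in the *glh-2* double (59 lower at an unadjusted p under 0.05). It called 1222 lower and 2951 higher in the *glh-3* double, and 1695 and 2053 in the *glh-4* double. The spread in the model of all 16 libraries includes that between the *glh-2* replicates, which differed most. For the *glh-4* double, TMM factors gave 917 lower and 989 higher, and DESeq2 867 and 1028. The split in the *glh-3* double, 24.9% lower, moved to 55.7% lower with TMM factors (691 lower, 549 higher) and to 65.4% lower with DESeq2 (996 lower, 526 higher). The median log2 fold change over all genes in this double was 0.55 with the file totals, 0.15 with TMM factors and −0.03 with DESeq2. Leaving out the minimum of 5 RPM moved the count over the 3 doubles most, to 6069 genes.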

Collectively, summing the genes depleted at least 2-fold in 22G-RNAs in each double mutant versus wild type identified 2,000 genes. The majority of these genes (70%) were among the 1,825 genes depleted 2-fold or more of WAGO 22G-RNAs in *glh-1*(*K391A*), further supporting the idea that GLH-1(K391A) blocks the ability of GLH paralogs to promote WAGO 22G-RNA biogenesis (Figure S4F).

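Of the 2210 genes lower in at least 1 double, 1077 were also lower in K391A, a share of 48.7% (95% Wilson confidence interval 46.7% to 50.8%, across genes). The doubles of *glh-2*, *glh-3* and *glh-4* shared 392, 820 and 735 genes with K391A, or 58.6%, 60.7% and 48.7% of their own. Another 1149 genes were lower in K391A and in none of the doubles. Among the 7377 genes above 5 RPM in both wild types, 53.7% of the genes lower in a double and 16.1% of the others were lower in K391A. The odds ratio was 6.05 (Fisher's exact test across genes, two-sided, p = 3.90e-218; genes are not independent replicates). In the same comparison, 53.8% of the genes lower in *glh-1*-null on auxin were lower in K391A, with an odds ratio of 5.12. The choice of scaling moved the share to 40.9% with DESeq2's size factors.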

### GLH-1(K391A) exhibits enhanced binding to WAGO-1

IP-western blot assays confirmed that GLH-1 and GLH-4 co-precipitate with PRG-1 and WAGO-1 (Figures 5A and 5B). Pretreating the lysate with ribonuclease I (RNase I) reduced but did not eliminate the recovery of GLH proteins in the PRG-1 IP (Figures 5A and S5B), suggesting that interactions with PRG-1 are only partially bridged by RNA. By contrast, RNase pretreatment greatly reduced the interactions between the GLH proteins and WAGO-1 (Figures 5B and S5C), suggesting that these interactions depend more strongly on RNA bridging.

To ask whether the stronger-than-null phenotypes of GLH-1(K391A) reflect changes in its protein interactions, we used mass spectrometry to identify proteins that co-precipitate with wild-type GLH-1 or with GLH-1(K391A). This analysis revealed that the K391A lesion does not significantly perturb GLH-1 interactions with other GLH proteins. We were intrigued to note, however, that PRG-1 and WAGO-1 were enriched in GLH-1(K391A) immunoprecipitates (Figure S5A). We confirmed these results using co-IP studies (Figures 5C, 5D, S5D, and S5E). The amount of WAGO-1 associated with GLH-1 protein increased dramatically in K391A mutants when compared with wild type, and a portion of this interaction resisted RNase treatment (Figures 5D and S5E). Whereas in wild type both PRG-1 and WAGO-1 interacted more strongly with GLH-4 than with GLH-1, in K391A mutants they preferred GLH-1(K391A) over GLH-4 (Figures 5C and 5D). We also noted that in GLH-1(K391A) lysates, when compared with wild type, the interaction between WAGO-1 and GLH-4 appeared to become partially resistant to RNase treatment (Figures 5D and S5E).

The above findings suggest that ATP binding by GLH-1 regulates a direct (RNA-independent) interaction with WAGO-1. To explore this possibility, we tagged WAGO-1 with the maltose-binding protein (MBP) and performed *in vitro* binding assays between WAGO-1 and GLH-1 proteins. We used MBP:GFP as a negative control for specificity. Lysates containing MBP:WAGO-1 or MBP:GFP were mixed with lysates containing wild-type or mutant GLH-1 protein and incubated with or without ATP at 20°C for 20 min. In MBP pull-downs, MBP:WAGO-1 co-precipitated more GLH-1(K391A) than wild-type GLH-1 (Figure 5E), consistent with IPs from worm lysates. Adding magnesium and ATP prior to MBP pull-down slightly reduced WAGO-1 binding to wild-type GLH-1 but did not affect binding to GLH-1(K391A) or GLH-1(DQAD) (Figure 5E). The control MBP:GFP fusion protein did not bind to GLH-1 (Figure 5E). These data suggest that WAGO-1 preferentially interacts with GLH-1 when the helicase domain is in an ATP-unbound conformation.

### GLH-1 has RNA binding and unwinding activities *in vitro*

We next asked whether GLH-1 can bind RNA and unwind RNA duplexes *in vitro*. To check for RNA binding, we incubated wild-type or mutant GLH-1 proteins with fluorescently labeled 22-nt single-stranded RNA (ssRNA) oligo and visualized resulting protein/RNA complexes as gel shifts by native PAGE. We found that both GLH-1 wild type and K391A showed weak binding to the ssRNA oligo, whereas GLH-1(DQAD) showed strong ATP-dependent binding (Figure 5F).

To examine unwinding activity, we incubated recombinant GLH-1 proteins with Mg^2+^ and ATP and a short fluorescently labeled duplex RNA with an 11-nt 3′ single-strand extension. In the presence of excess single-stranded competitor lacking the 11-nt extension, unwound labeled molecules will anneal to the competitor to produce a labeled product that can be distinguished from the substrate by PAGE. Indeed, the shorter labeled product accumulated over time in the presence of wild-type GLH-1 protein (Figure 5G). As expected, unwinding required ATP and was reduced by the K391A and DQAD mutations (Figure 5G).

### GLH-1 and GLH-4 associate with overlapping sets of WAGO target mRNAs

To determine whether GLH proteins bind RNA *in vivo*, we used a modified CLIP assay (Chi et al., 2009; Nostrand et al., 2016) to analyze four proteins—GLH-1(wild-type [WT]), GLH-1(K391A), DEGRON:GLH-1(DQAD), and GLH-4(WT)—all expressed as FLAG epitope fusions from the endogenous *glh* loci. To measure background binding to the matrix, adult worms expressing FLAG-tagged GLH proteins were analyzed in parallel with control strains expressing the corresponding untagged GLH proteins. Populations of DEGRON:GLH-1(DQAD) worms were grown to adulthood in the presence of auxin to deplete the toxic protein, after which auxin was removed to allow GLH-1(DQAD) to accumulate in P granules for either 2 h or 4 h before crosslinking.

Using a 2-fold enrichment over background binding, CLIP-sequencing analyses identified 3,120 GLH-1(WT), 3,927 GLH-1(K391A), 4,439 GLH-1(DQAD), and 6,158 GLH-4 targets (Figure 6A). The majority of RNA fragments associated with these proteins derived from mRNAs (Figure S6A). piRNAs were also recovered at high levels, especially in GLH-4 IP complexes where they made up 25% of the reads; by comparison, piRNAs constituted 5%, 3%, and 1% of reads in GLH-1(WT), GLH-1(K391A), and GLH-1(DQAD) complexes (Figure S6A). Although we expected K391A to disrupt RNA binding, we were surprised to find that K391A CLIP enriched nearly 30% more mRNAs than wild type (Figures 6A and 6B). Moreover, GLH-1(K391A) enriched 89% of the targets enriched by GLH-1(WT) (Figure 6B).

To explore the relationship between GLH–mRNA binding and 22G-RNA levels, we analyzed the subset of mRNAs whose 22G-RNA levels decreased by at least 2-fold in GLH-1(K391A) mutants. We chose this group of targets because the K391A mutant strongly depletes a subset of PRG-1-induced WAGO 22G-RNAs that depend on GLH-1 and/or its paralogs (i.e., GLH-dependent targets) without eliminating scaffolding functions required for other P-granule-associated Argonaute pathways. We used the remainder of germline mRNAs as a control set. To reveal how CLIP binding distributes along the length of mRNAs, we performed a meta-analysis of GLH binding along GLH-dependent or control mRNAs (see STAR Methods). As expected, wild-type GLH-1 was enriched on GLH-dependent targets but not on the control set (Figure 6C, top panel). Moreover, enriched binding required PRG-1 and RDE-3 activities, consistent with the idea that direct binding of wild-type GLH-1 correlates with GLH-dependent 22G-RNA production on these targets. Compared with wild-type GLH-1, GLH-1(K391A) showed enhanced binding along these same targets (Figure 6C, top panel).

GLH-1(DQAD), in contrast, showed a strikingly different pattern of mRNA binding. At 2 h after auxin removal, when GLH-1(DQAD) was localized in perinuclear nuage (Figure 2F), DQAD primarily enriched mRNAs (79% of CLIP reads). Notably, however, the mRNAs enriched by DQAD were not restricted to GLH-dependent targets but also included many GLH-1-independent targets, including CSR-1 targets. Moreover, DQAD preferred to bind the 3′ regions of these mRNAs (Figure 6C, top panel).

Consistent with competition between GLH-1 and GLH-4 for WAGO 22G-RNA induction, GLH-4 binding to GLH-1-dependent target mRNAs was increased in a *glh-1-null* mutant (Figure 6C, bottom panel). In a separate meta-analysis, we found that sites of ectopic 22G-RNAs in *glh-1* mutants correlate with ectopic or increased GLH-4 binding (Figure S6B). Taken together, these findings suggest that RNA binding by GLH-1 and GLH-4 correlates with the production of PRG-1- and RDE-3-dependent WAGO-pathway small RNAs.

## DISCUSSION

### A link between the GLH-1 ATP cycle and Argonaute surveillance

A poorly understood aspect of transgenerational silencing is how targeting by a primary Argonaute (PRG-1 for piRNAs and RDE-1 for the dsRNA response) leads to the amplification of heritable secondary small RNAs. Here, we have shown that GLH proteins—members of an expanded family of DEAD-box proteins related to *Drosophila* VASA—physically interact with Argonaute proteins and with target RNA to promote transgenerational silencing. RNA binding by the helicase domain of DEAD-box proteins is gated by ATP binding, while release requires ATP hydrolysis (Yang and Jankowsky, 2005; Liu et al., 2008; Xiol et al., 2014). Surprisingly, a lesion expected to prevent ATP binding, GLH-1(K391A), failed to prevent *in vitro* RNA binding and instead caused enhanced association with Argonaute pathway target mRNAs *in vivo*. A glutamate to aspartic acid lesion in the DEAD-box (motif II), GLH-1(DQAD), exhibited enhanced RNA binding *in vitro* (as expected) and exhibited Argonaute-non-specific association with the 3′ ends of mRNAs *in vivo*.

Our findings are consistent with previous work implicating a role for GLH proteins in the transmission of silencing signals to offspring (Spracklin et al., 2017). GLH-1(K391A) was strongly defective in inheritance of silencing but fully sensitive to RNAi in exposed animals. Although *glh-1*-null mutants showed a csRNAi defect in the exposed generation, which correlated with overproduction of small RNAs on endogenous genes, this defect was suppressed by removing *prg-1* activity. Thus, our findings support a model in which GLH proteins are not general factors required for amplification of the silencing signal but rather function more directly to promote transgenerational silencing. Perhaps upstream Argonautes, including RDE-1, PRG-1, and transgenerationally inherited WAGOs, recruit GLH proteins to bind their mRNA targets within nuage to initiate transgenerational silencing. Initial binding of GLH proteins could serve to retain target mRNA in nuage or to promote its conversion to template RNA required for amplification of transgenerational signals that are transmitted along with nuage to offspring.

Like other DEAD-box proteins (Yang and Jankowsky, 2005), GLH-1 can bind and remodel short RNA duplexes upon ATP hydrolysis. Nevertheless, GLH-1 also binds RNA independently of ATP binding and presumably, therefore, independently of its helicase domain, which might allow GLH-1 complexes to remain bound through multiple cycles of target remodeling. Moreover, in its ATP-unbound form GLH-1 preferentially associates with WAGO-1, a downstream Argonaute that localizes in nuage. Thus, perhaps GLH binding retains the target RNA in nuage while positioning the helicase to promote the release of the upstream Argonaute (Figure 7, model A) or to mark the template RNA for multiple cycles of RdRP recruitment and downstream WAGO loading (Figure 7, model B).

Nuage is a complex and crowded molecular environment where numerous protein-protein and protein-RNA interactions occur within a number of nuage subdomains. Localization studies suggest that Argonautes (and hence the initial surveillance step) reside in the largest subdomain of nuage (the P-granule domain), while many components required for amplification of silencing signals reside in smaller subdomains known as Mutator foci (Philips et al., 2012; Zhang et al., 2011). Our findings suggest that GLH-1 couples RNA surveillance to small-RNA amplification required for transgenerational inheritance and would therefore predict that GLH-1 resides (at least transiently) in both the P-granule and Mutator foci. GLH-1 has long been known to localize in P granules (Roussell and Bennett 1993; Gruidl et al., 1996), but whether or not the protein also co-localizes in Mutator foci has not been addressed. It is intriguing that paralogs of a distinct family of DEAD-box proteins, including MUT-14 and SMUT-1, co-localize in Mutator foci and like their GLH homologs are known to exhibit dynamic and partially redundant functions required for small-RNA amplification (Philips et al., 2014). Whether or not GLH proteins remain engaged with target mRNA during amplification within Mutator foci, or perhaps hand the target off to other co-factors in Mutator foci, will require further localization and biochemical studies.

In insects and mammals, Piwi Argonautes amplify epigenetic signals on transposon RNAs via an amplification cycle in which the cut site of a loaded Argonaute creates the 5′ end of a guide RNA that is loaded onto a downstream Argonaute. This downstream Argonaute can then cleave a corresponding anti-sense transcript to regenerate the upstream guide, and so on. Interestingly, this ‘‘ping-pong’’ amplification cycle requires the DEAD-box protein VASA, and studies in insect cells have linked VASA ATP binding with formation of a Piwi complex, called the ‘‘amplifier complex’’ (Xiol et al., 2014). A VASA-K230 N mutation analogous to GLH-1(K391A) disrupts binding to the PIWI orthologs (Siwi and AGO-3) that mediate the ping-pong cycle. In contrast, the VASA(DQAD) mutant interacted with both Piwi Argonautes, albeit bridged by RNA. Interestingly, this VASA(DQAD) complex contained Siwi-associated piRNAs but not AGO3-associated piRNAs, suggesting that the mutant VASA(DQAD) protein traps an intermediary complex in the ping-pong cycle, prior to loading the downstream AGO3 Argonaute. Although the details differ, these findings and those from the present study hint at a conserved role for the ATPase activities of VASA and GLH-1 in the amplification of small-RNA silencing.

### Conclusion

Here we have shown that the VASA homologs, the GLH proteins, which are required for P-granule assembly and homeostasis (this study; Chen et al., 2020; Spike et al., 2008a), play complex and dynamic roles in Argonaute surveillance. Although the GLH paralogs have often been considered redundant factors, our studies reveal major differences in their mRNA, small-RNA, and protein interactions. For example, our analysis suggests that GLH-1 competes with or prevents recruitment of GLH paralogs on many target mRNAs. Thus, mutating one GLH factor causes mistargeting of the other. Mistargeting of GLH paralogs in turn requires PRG-1 and results in expression of ectopic WAGO pathway small RNAs on thousands of germline mRNAs, including many CSR-1 pathway targets. Mistargeting of the WAGO pathway to thousands of additional mRNAs likely explains the cold-sensitive defect of *glh-1*-null mutants, as ectopic piRNA-dependent WAGO silencing could reduce availability of WAGO machinery to function in canonical RNAi induced by exogenous dsRNA. Alternatively, piRNA-dependent mistargeting could silence one or more genes that encode protein effectors of WAGO silencing, as suggested in recent studies by Ouyang et al. (2019) and Dodson and Kennedy (2019). Our findings reveal GLH proteins as RNA-binding factors that impose delicate regulation on mRNA homeostasis and expression within nuage. Understanding the cascading effects of mutations that shift the balance of RNA binding and surveillance in nuage could shed light on related perturbations in RNA-binding factors that cause myriad human disorders.

### Limitations of the study

In this study we used a combination of genetics, microscopy, and biochemical methods to explore the functions of GLH family members. The GLH proteins are essential, and null alleles cause synthetic phenotypes with pleiotropic effects on multiple germline Argonaute pathways. Redundancy and synthetic sterility make it difficult to assign specific genetic functions to the GLH family members. The absence of phenotypes when the zinc-finger domain is deleted from GLH-1, for example, could be masked by redundant activities provided by the zinc-finger domains of GLH paralogs. On the other hand, strong phenotypes might result indirectly from misregulation of unknown factors. The special alleles of GLH-1 create proteins that could adopt novel properties or interfere with pathways that are unrelated to the normal wild-type activities of the protein. Our microscopy studies reveal patterns of localization that in some cases appear similar to, and in others are dramatically distinct from wild-type localizations. However, we cannot conclude that the observed phenotypic and molecular changes are caused by the altered localizations; for example, the absence of nuage or its aggregation might cause defects in small-RNA levels, or vice versa, or they could be merely correlated and not causal. Similarly, just because the localization of GLH-1(K391A) appears similar to its wild-type localization, we cannot rule out changes in other nuage factors that associate with it; for example, GLH-1(K391A) might reside in a functionally distinct domain of nuage that looks similar to wild-type P granules. Additionally, the biochemical studies reveal interactions that occur within a subset of GLH complexes that are soluble under the extraction conditions used to prepare lysate. Thus, the IP-MS studies and western blotting assays are likely to miss significant interactions that occur in complexes excluded from the analyses. Finally, assays on bacterially purified proteins will unavoidably lack endogenous co-factors or covalent modifications that regulate RNA binding and unwinding properties of the proteins analyzed.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and materials should be directed to and will be fulfilled by the lead contact, Craig Mello ().

#### Materials availability

All materials generated in this study are available from the lead contact without restrictions.

#### Data and code availability

- Original and processed small-RNA and CLIP deep sequencing datasets are publically available under the accession number GEO: GSE195536 and GSE198101.
- This study did not generate any new code, but the scripts used in the study are available from the lead contact upon request.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

*C*. *elegans* strains were grown on NGM agar plates seeded with *E*. *coli* OP50, essentially as describe (Brenner, 1974) for regular use, or with *E*. *coli* HT115 for RNAi assays (Kamath and Ahringer, 2003). Strains used in this study were generated either by cross or via CRISPR-cas9 method. The information of worm strains are listed in Table S3.

### METHOD DETAILS

#### Immunoprecipitation and mass spectrometry

100,000 synchronized *flag*::*tev*::*prg-1 and flag*::*tev*::*wago-1* worms were homogenized by FastPrep-24 (MP Biomedicals) in lysis buffer (20 mM HEPES PH = 7.0, 250 mM Sodium Citrate, 0.5% Triton X-100, 0.1% Tween 20, 1 mM DTT). The same experimental procedures were also performed for N2 worms as negative controls. Protein extracts were incubated with 3ul anti-FLAG antibody (Clone M2, Sigma-Aldrich) and 50ul Protein-G magnetic beads (Thermo Scientific) at 4°C for 2 h. Prior to elution, pull-downed components were pretreated with RNase for removing proteins bridged by RNAs. Immunoprecipitates were released from beads by TEV protease cleavage (Thermo Scientific). Finally, the purified protein complex were resolved by SDS-PAGE and visualized by Silver staining (Pierce). The elutes were precipitated by acetone and air dried. Protein samples were re-suspended and digested with Trypsin. LC-MS/MS were conducted at Mengqiu Dong’s lab in NIBS. MS data were processed as described previously (Feng et al., 2017). Proteins with at-least two fold enrichment of relative peptide levels from IP samples over background (IP from N2) were identified as co-factor of PRG-1 and WAGO-1. See Table S1 for lists of proteins identified in this assay and their descriptions.

#### RNAi Screen

RNAi assays were performed by growing worms on HT115 *E*. *coli* transformed with plasmids expressing either control dsRNA (L4440) or dsRNA targeting 16 tested genes for over 10 generations (Kamath and Ahringer, 2003). Synchronized worms were grown on IPTG-NGM plates at 20°C from L1 stages. More than 60 animals were scored for expression of piRNA sensor (*cdk-1*::*gfp IV*;*21ux anti-gfp X*) in each generation. RNAi that causes lethality was indicated in Figure 1 with asterisk.

#### Gene editing by CRISPR

*C*. *elegans* strains were produced using CRISPR-cas9 RNP methods previously described (Dokshin et al., 2018) by co-injection of Cas-9 RNPs, donors (oligos and melted PCR products) and rol-6 marker. At-least two independent alleles were generated for each strain. Sequences of guide RNAs and donors are listed in Table S4.

#### Desilencing of transgene reporters in *C*. *elegans*

Multiple mutations for *glh-1 and glh-4* genes were introduced to *piRNA sensor*, *cdk-1*::*gfp*;*21ux anti-gfp LGIV* and wago pathway sensor *gfp*::*cdk-1 LGIV* worms by crossing and by CRSIPR-cas9 method. All worms were grown at 20°C and at least 60 worms were scored by Zeiss M2 fluorescence microscopes for each generation. During passaging, over 5 healthy worms were randomly picked to new plates to ensure unbiased results.

#### Assays for assessment of RNAi inheritance and cold-sensitive RNAi

For inheritable RNAi assay, synchronous population of worms were exposed to *gfp* RNAi or L4440 RNAi for one generation, then the adults were bleached and their L1 progenies were plated on regular OP50 food. Fluorescent signals (GFP) in 100 worms were checked for each generation. For cold-sensitive RNAi assay, synchronized animals were fed with *pos-1* RNAi or L4440 RNAi and grown at 15°C, 20°C and 25°C respectively until they laid sufficient eggs for scoring.

#### Fertility of *C*. *elegans*

Synchronized populations were bleached and plated on NGM plates with OP50 at 20°C. Brood sizes and hatching rates were measured by counting eggs laid onto the plates and percent of viable embryos. Progenies of at least 15 animals were scored for each strain.

#### Microscopic imaging of P granule components

Images of GFP-tagged or mCherry-tagged P granule components were captured by an Axio Imager M2 microscope (Zeiss). Worms were constrained on RITE-ON glass slides (Beckton Dickinson) with 1 mM levamisole. Images were further processed and cropped by ImageJ programs. GFP:AID:GLH-1(DQAD) worms were kept on the plates with 500 mM indole-3-acetic acid (IAA, Afar aesar) for complete depletion of GLH-1 proteins until they grow to young adults. The animals were then transferred to regular plates and allow de novo expression of GLH-1(DQAD) over the time for imaging.

#### Preparation of small-RNA libraries and deep sequencing

Total RNAs were extracted from synchronous population of worms by Trizol (Sigma Alrich) and isopropanol precipitation. Small-RNAs were further purified by mir-Vana miRNA isolation kit (Thermo Scientific). Small-RNA cloning was carried out as previously described (Shen et al., 2018). In brief, homemade PIR-1 were used for trimming 5’ triphosphate of endogenous 22G-RNAs to monophosphate. The 3′ and 5′ adaptors were ligated using truncated ligase 2 (NEB) and ligase 1 (NEB) sequentially. cDNA were then produced by Superscript III reverse transcriptase (Thermo Scientific). cDNAs were amplified by Q5 polymerase (NEB) and barcodes sequences were added at this step. Amplified PCR products were subjected to native PAGE and size selection. High throughput sequencing was conducted using multiple Illumina platforms including High-Seq, Next-Seq and Nova-Seq. For sequencing of Argonaute-bound small-RNAs, Argonaute proteins/small-RNA complex were extracted from 50,000 synchronized worms and immunoprecipitated with anti-FLAG antibody (Sigma Aldrich) or GFP nanobody (Thermo Scientific). Small-RNAs were then extraced and purified with Trizol and ethanol precipitation. Small-RNA library preparation approach remains the same as described above.

#### Analysis of small-RNA sequencing

Overall sequencing data were analyzed using previously described pipeline (Gu et al., 2009; Shen et al., 2018). Raw sequencing data were demultiplexed and their 3′ adaptor trimmed and aligned to Wormbase WS262 and WS272 using Bowtie2 aligner. Unique mapped 22nt-long anti-sense reads were extracted for later analysis. 

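The deposited files give each 22-nt antisense read with its position, its gene and its count. In the files for the *glh-1* alleles, every sequence stood at a single place. In the files of the auxin experiment, wild type replicate 1 held 1164376 counts over all listed places but 708266 when each sequence was counted once, and 632559 in sequences listed at 1 place alone.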

Relative numbers of reads mapped to each gene were summed and normalized by total read counts of each sample (Reads per million, RPM). Genes enriched in IP WAGO-1 and CSR-1 were scored by limiting minimal 1 RPM and more than 2-fold enrichment over the levels of 22G-RNAs in the corresponding input data. Scatterplots were generated by python and matplotlib through comparing the normalized 22G-RNA read counts between two samples. Genes Genome browser view graphs were plotted as histograms (x axis, genomic coordinates; y axis, small-RNA density) by matplotlib. WAGO targets (1118 genes) and CSR-1 targets (4176 genes) were previously described (Claycomb et al., 2009; Gu et al., 2009). CSR-1 targets exhibiting ectopic 22G-RNAs were listed in Table S2.

#### Co-immunoprecipitation and western blotting

50,000 synchonized young adult worms were homogenized in lysis buffer (20 mM HEPES PH = 7.0, 250 mM Sodium Citrate, 0.5% Triton X-100, 0.1% Tween 20, 1 mM DTT, protease inhibitor) and the lysates were incubated with 2ul FLAG antibody (Clone M2, Sigma Aldrich) together with 30ul Protein G beads (Thermo Scientific) for FLAG-tagged WAGO-1 IP, or with GFP nanobody (Thermo Scientific) for GFP-tagged PRG-1 IP. Lysates were per-treated with RNase I (NEB) for 20 min at 20°C. After washing with lysis buffer, immunoprecipitates were eluted with 4X SDS sample buffer (BioRad) and were resolved by SDS-PAGE later transfer to PVDF membranes (BioRad). GLH-1 antibody (1:5000), GLH-4 antibody (1:2000), anti-FLAG HRP-conjugated antibody (Sigma, 1:5000) were used for probing the blots.

#### *In vitro* protein binding assay

MBP:WAGO-1, MBP:GFP, GLH-1(WT) and its variants were constructed onto pET-Duet1 vectors. FLAG-tagged GLH-1(WT), FLAG-tagged GLH-1 variants, MBP-tagged GFP and MBP-tagged WAGO-1 proteins were expressed in BL21 cells following 0.5 mM IPTG treatment for 18 h at 18 C. *E*. *coli* were collected and resuspend them in lysis buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 1 mM PMSF, 2 mM DTT). Bacterial homogenates were then sonicated and went through MBP-trap affinity column (GE health) by AKTA. With stringent washing with lysis buffer, protein complex were eluted with 10 mM Maltose (Sigma Aldrich). Resolve elutes by SDS-PAGE and transfer to PVDF membrane for western bloting. Anti-FLAG HRP antibody (Abcolonal, 1:5000) and anti-MBP antibody (MBL, 1:2500) were used for probing the blots.

#### Protein purification

Full-length FLAG-tagged GLH-1 was cloned into pET28a vector. The point mutations K391A and E500Q were introduced by site-directed mutagenesis (NEB). All constructs were expressed in ER2566 E.coli cells (WEIDI) at OD600 of 0.8 with 0.5 mM IPTG for 18 h at 18°C. Cells were resuspended in lysis buffer (50 mM Tris-HCl pH 8.0, 500 mM NaCl, 1 mM PMSF, 2 mM DTT) and was sonicated on the ice. Then the lysates were treated with 10 μL Ambion RNase Cocktail (Invitrogen) and 10 μL Micrococcal Nuclease (NEB) for removing bacterial RNAs that remain bound to the proteins. After high-speed centrifugation, the supernatant was loaded onto a column with 1 mL Anti-DYKDDDDK G1 Affinity Resin (GenScript) and the 1×FLAG-tagged proteins were affinity extracted. Then the resin was washed with 60 mL wash buffer (50 mM Tris-HCl pH8.0, 500 mM NaCl) and the proteins were eluted with 2 mL elution buffer (50 mM Tris-HCl pH8.0, 500 mM NaCl, 0.8 mg/mL FLAG peptide). After affinity purification, eluted samples were run on Superdex 200 (Sigma Aldrich) in gel filtration buffer (25 mM Tris-HCl pH8.0, 500 mM NaCl, 2 mM DTT) to separate aggregates with monomers according to their molecular weight difference (Figures S5F–S5H). All chromatography was conducted at 4°C. The abundance and purity of each collected fraction was validated by SDS-PAGE and Coomassie Blue staining. Finally, the collected monomers were combined and their concentration were measured by BCA Protein Assay Kit (Beyotime).

#### Electrophoretic mobility shift assay (EMSA)

RNA binding activities of purified GLH-1 WT, K391A and E500Q mutants were assessed by incubating 10 μM monomeric proteins and 2 μM 5′ end Cyanine-3 (Cy3) labeled RNAs (22 nt RNA 5′-Cy3-GUCAAAGAUAGCCUUGACCUUG-3′ for GLH-1 WT, mutants K391A and E500Q) in the presence and absence of 2 mM ATP for 30 min at RT in binding buffer (25 mM HEPES pH7.4, 150 mM NaCl, 2 mM MgCl2). The RNA-protein complexes were separated on native 8% polyacrylamide gel at 60 V in 13TBE buffer in cold room. Fluorescence signals were detected by BioRad imager.

#### *In vitro* helicase unwinding assays

Helicase unwinding assays were modified from previously described method (Huen et al., 2017). RNA duplex with 3’ extention were prepared by annealing 5′ Cyanine-3 labeled 11nt-long RNA oligo (5′-Cy3-AGCGCAGUACC-3′) with a 22nt-long RNA oligo (5′-GGUA-CUGCGCUUUUAUGACAUC-3′). 20 mM purified GLH-1 proteins (WT, K391A or DQAD) were incubated with 25 nM RNA duplex in helicase buffer (25 mM HEPES pH7.4, 150 mM NaCl, 2 mM MgCl_2_, 2 mM ATP) over the time. Unlabeled 11 nt RNA was added to a final concentration of 0.125 mM to prevent re-annealing of unwound products. The reactions were stopped by adding EDTA and the proteins were digested by adding Proteinase K (NEB) at 37°C for 20 min. RNA duplex and unwound products were subjected to native 15% polyacrylamide gel at 90 V in 1×TBE buffer at room termperture. Fluorensent Cy3 signals were detected by a BioRad imager.

#### CLIP sequencing to identify GLH-1 and GLH-4 binding RNAs

CLIP assays were modified from previously described CLIP methods (Chi et al., 2009; Nostrand et al., 2016). Two independent biological replicates were performed for each CLIP assay. Control libraries were also constructed from untagged strains expressing each *glh-1* allele and were used to account for unavoidable background RNA binding to the IP matrix. Independent synchronized populations of young adult animals were exposed to UV light and then subjected to extraction, partial RNase digestion (Thermo Scientific), and FLAG protein immunoprecipitation (Sigma Aldrich). Electrophoresis on a denaturing poly-acrylamide gel was then used to separate the proteins in the IP complex, followed by excision of a gel-slice corresponding in size to the GLH protein (and any associated cross-linked RNA fragments). RNA was then eluted from the gel slice and subjected to library construction and high-throughput sequencing.

#### Data analysis of CLIP

3′ adaptors were trimmed from raw data by Cutadapt and the remaining reads with at-least 15nt-long were kept for later analysis. Processed CLIP sequences were mapped to both genome and transcriptome of Wormbase WS262 using STAR genome aligner. Percentage of reads for each RNA class was calculated by dividing sum of mapped reads with total mapped read counts for the same sample. Relative aggregated CLIP reads mapped to each gene were calculated using HTseq and normalized by total read counts. GLH targets were scored by implementing filters for genes with at least two-fold enrichment of CLIP reads over untagged input data and minimal 5 RPM. To visualize CLIP binding over these target mRNA cateogires we generated a composite plot where CLIP reads from all genes in each group were plotted along a 5′ to 3′ metagene space, where each interval on the x axis represents 1% of the total mRNA length. Experimental and control target space were defined by mRNAs with over 2-fold reduction of 22G-RNAs in *glh-1*(*K391A*) worms and the transcripts with unaltered 22G-RNA levels. Distribution of CLIP-seq reads along the transcripts from 5′ to 3′ was plotted using deeptools.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Sample sizes of each assay were described in figure legends, results section and STAR method section. Quantification of relative RNA affinity in Figure 5F and percentage of unwound RNA duplex in Figure 5G were conducted using ImageJ gel analysis tool. T test were used in Figures S1E and S1F to determine if there is a significant difference.

## Supplementary Material

1

## Figures and Tables

**Figure 1.**
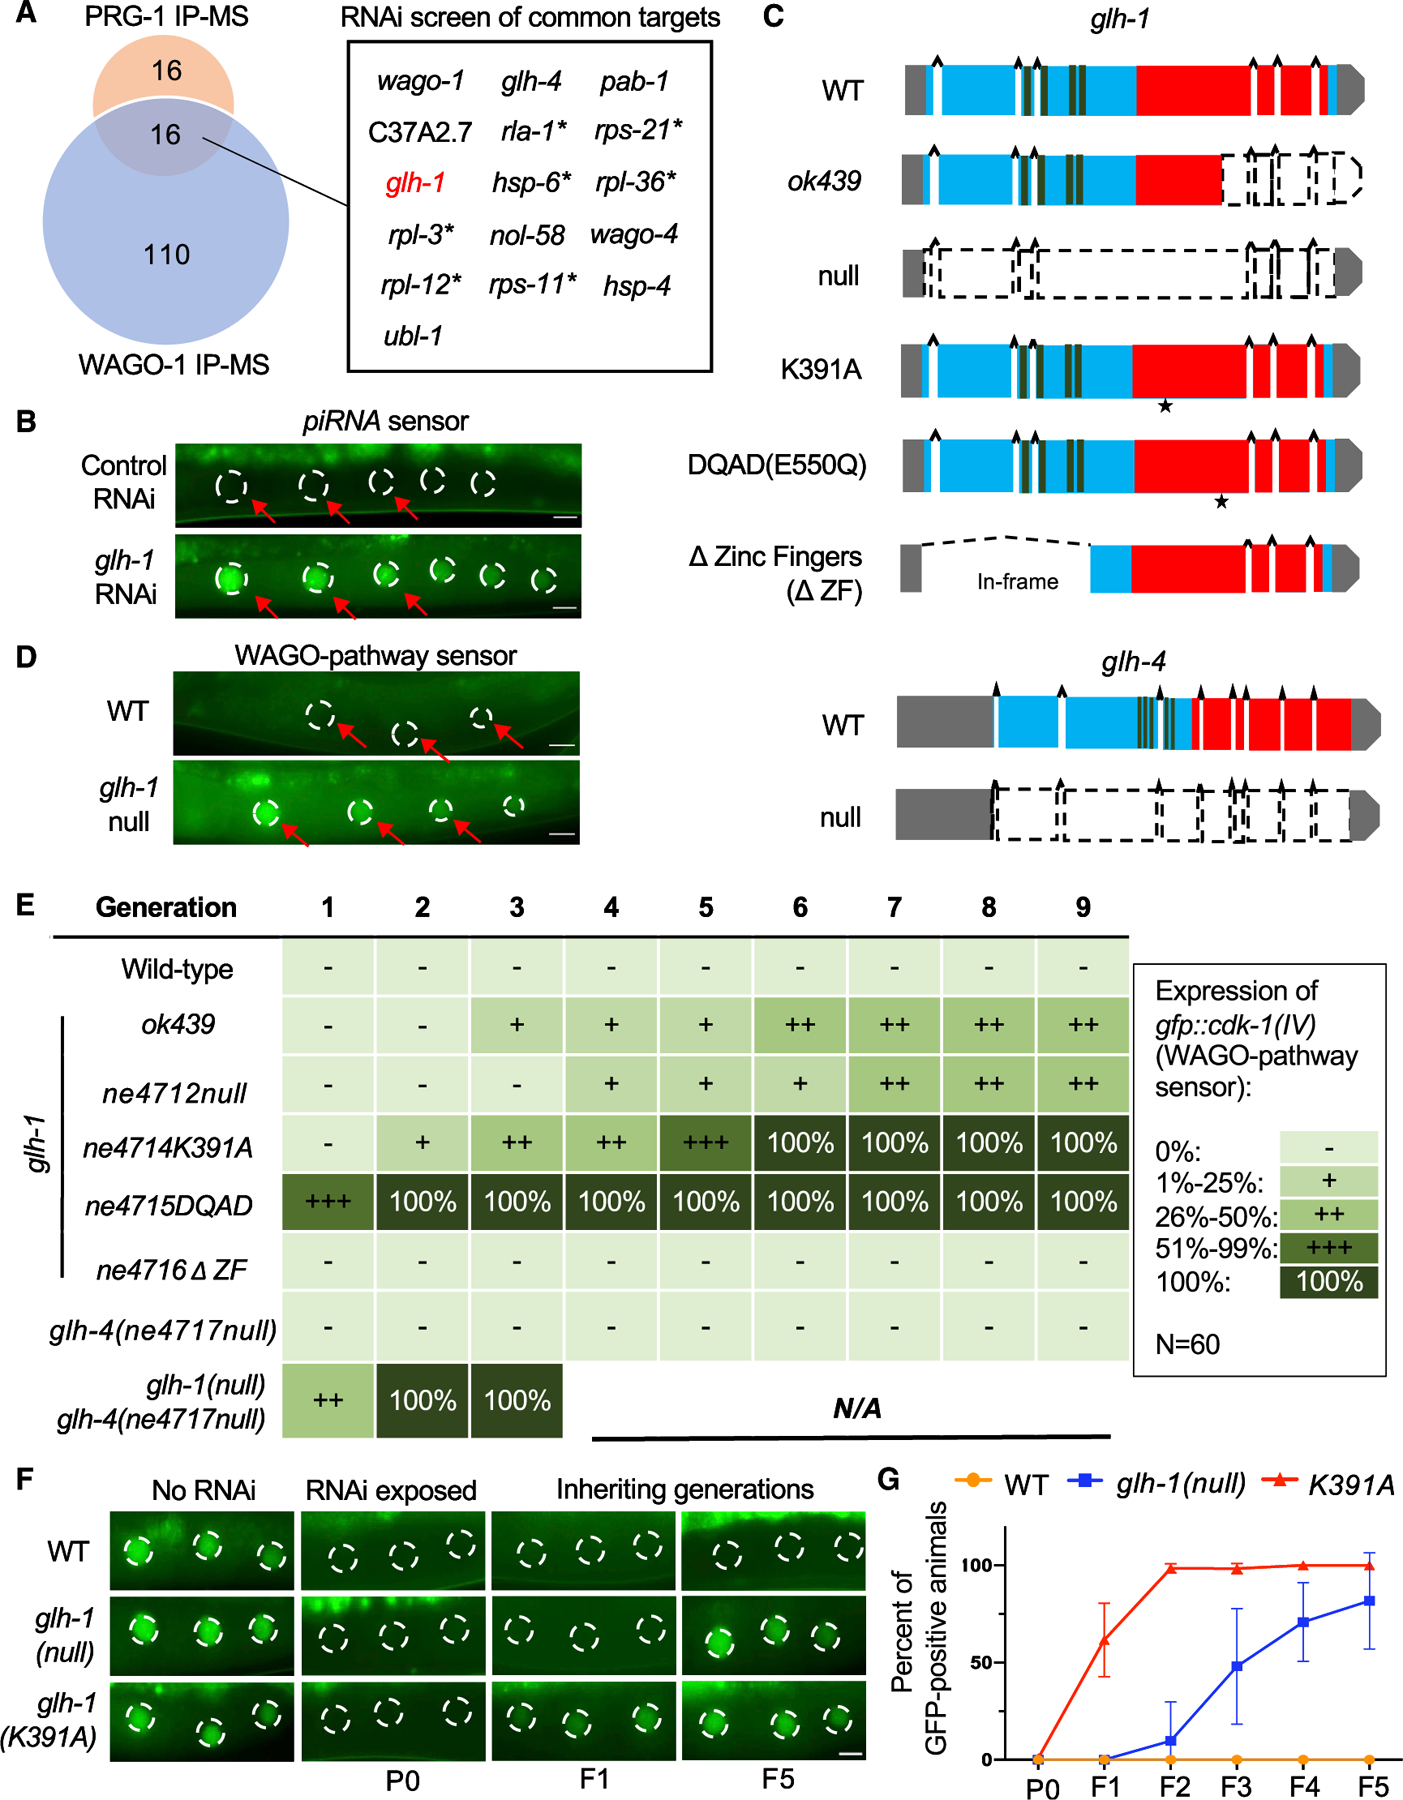
GLH-1 and GLH-4 promote piRNA-induced silencing and inherited RNAi (A) PRG-1 and WAGO-1 IP-MS identified an overlapping set of 16 high-confidence interactors. RNAi-mediated knockdown of these interactors in piRNA pathway sensors identified GLH-1 as required for both initiation and maintenance of piRNA-mediated silencing (see STAR Methods). Asterisks indicate that RNAi arrests larval development, preventing further analysis. The ribosomal proteins recovered in our IPs strongly overlap with those recovered by FLAG:GFP IP (Marnik et al., 2019), and therefore could be background. (B) Representative fluorescence images showing germline silencing or activation of a piRNA sensor *cdk-1*::*gfp*(IV); *21ux anti-gfp* piRNA(X) in oocyte nuclei of worms treated with control RNAi (L4440) or *glh-1* RNAi. Oocyte nuclei are outlined by dashed lines and indicated with red arrowheads. Scale bars, 10 μm. (C) Schematic diagram depicting *glh-1* and *glh-4* gene structures, locations of annotated domains, and mutations analyzed in the study. Asterisks indicate amino acid substitution sites. (D) Representative fluorescence images showing germline silencing or activation of a WAGO-pathway sensor *gfp*::*cdk-1*(IV) in wild-type (WT) or *glh-1-null* worms. Scale bars, 10 μm. (E) Penetrance of WAGO-pathway sensor expression in wild-type and glh mutant worms over nine generations. Five categories of penetrance were established depending on the percentage of animals expressing the sensor: –, 0%; +, 1%–25%; ++, 26%–50%; +++, 51%–99%; and 100%. At least 60 animals were scored at each generation. (F) Representative images from RNAi inheritance assays showing silencing or expression of a *cdk-1*::*gfp* reporter in wild-type (WT), *glh-1-*null, or *glh-1*(*K391A*) worms grown on control plates (no RNAi) or on *gfp* RNAi plates in the P0 generation, and then in the first and fifth generations after removal from *gfp* RNAi. Scale bar, 10 μm. (G) Graph of RNAi inheritance assays from (F) plotting the percentage of WT, *glh-1-*null, or *glh-1*(*K391A*) worms expressing *cdk-1*::*gfp* at each generation. Worms were exposed to *gfp* RNAi (P0) and removed from *gfp* RNAi for subsequent generations (F1 to F5). Error bars indicate standard deviation from the mean.

**Figure 2.**
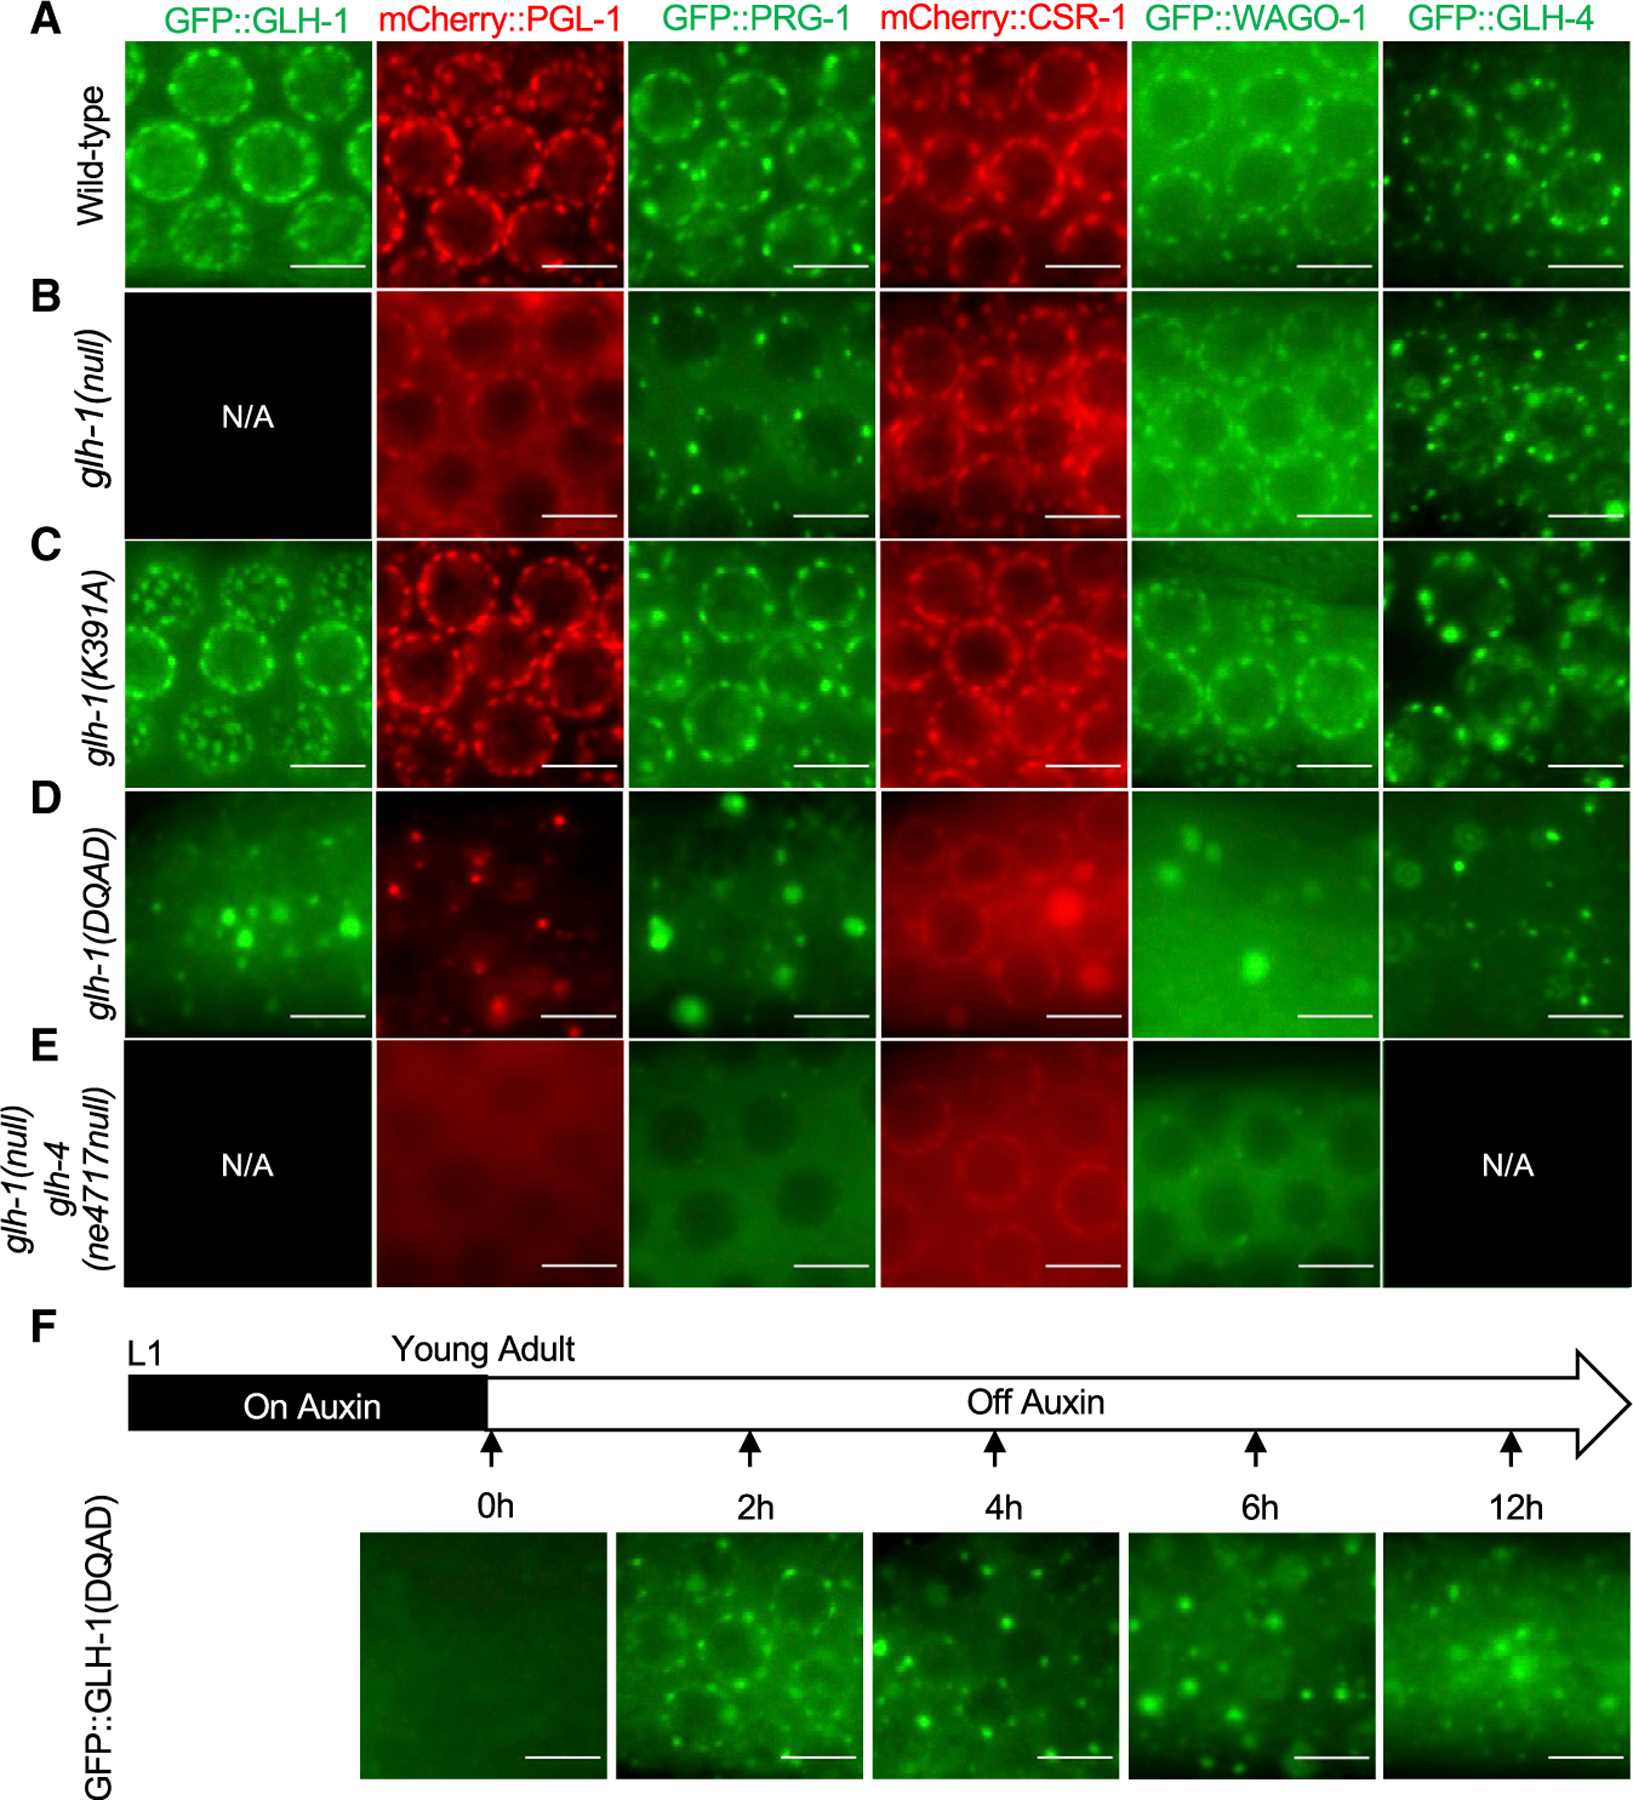
GLH-1 lesions affect the localization of P-granule components (A–E) Fluorescence microscopy showing the subcellular localization of the indicated P-granule proteins in wild-type or *glh* mutant worms. The coding sequences of fluorescence proteins (GFP or mCherry) were inserted in-frame into the endogenous loci using CRISPR-Cas9 gene editing. N/A, not available. Scale bars, 5 μm. (F) Temporal analysis of GFP:GLH-1(DQAD) localization using auxin-induced degron system. Degron:GFP:GLH-1(DQAD) worms were maintained on auxin until the young adult stage, then removed from auxin and imaged at the indicated time points. Scale bars, 5 μm.

**Figure 3.**
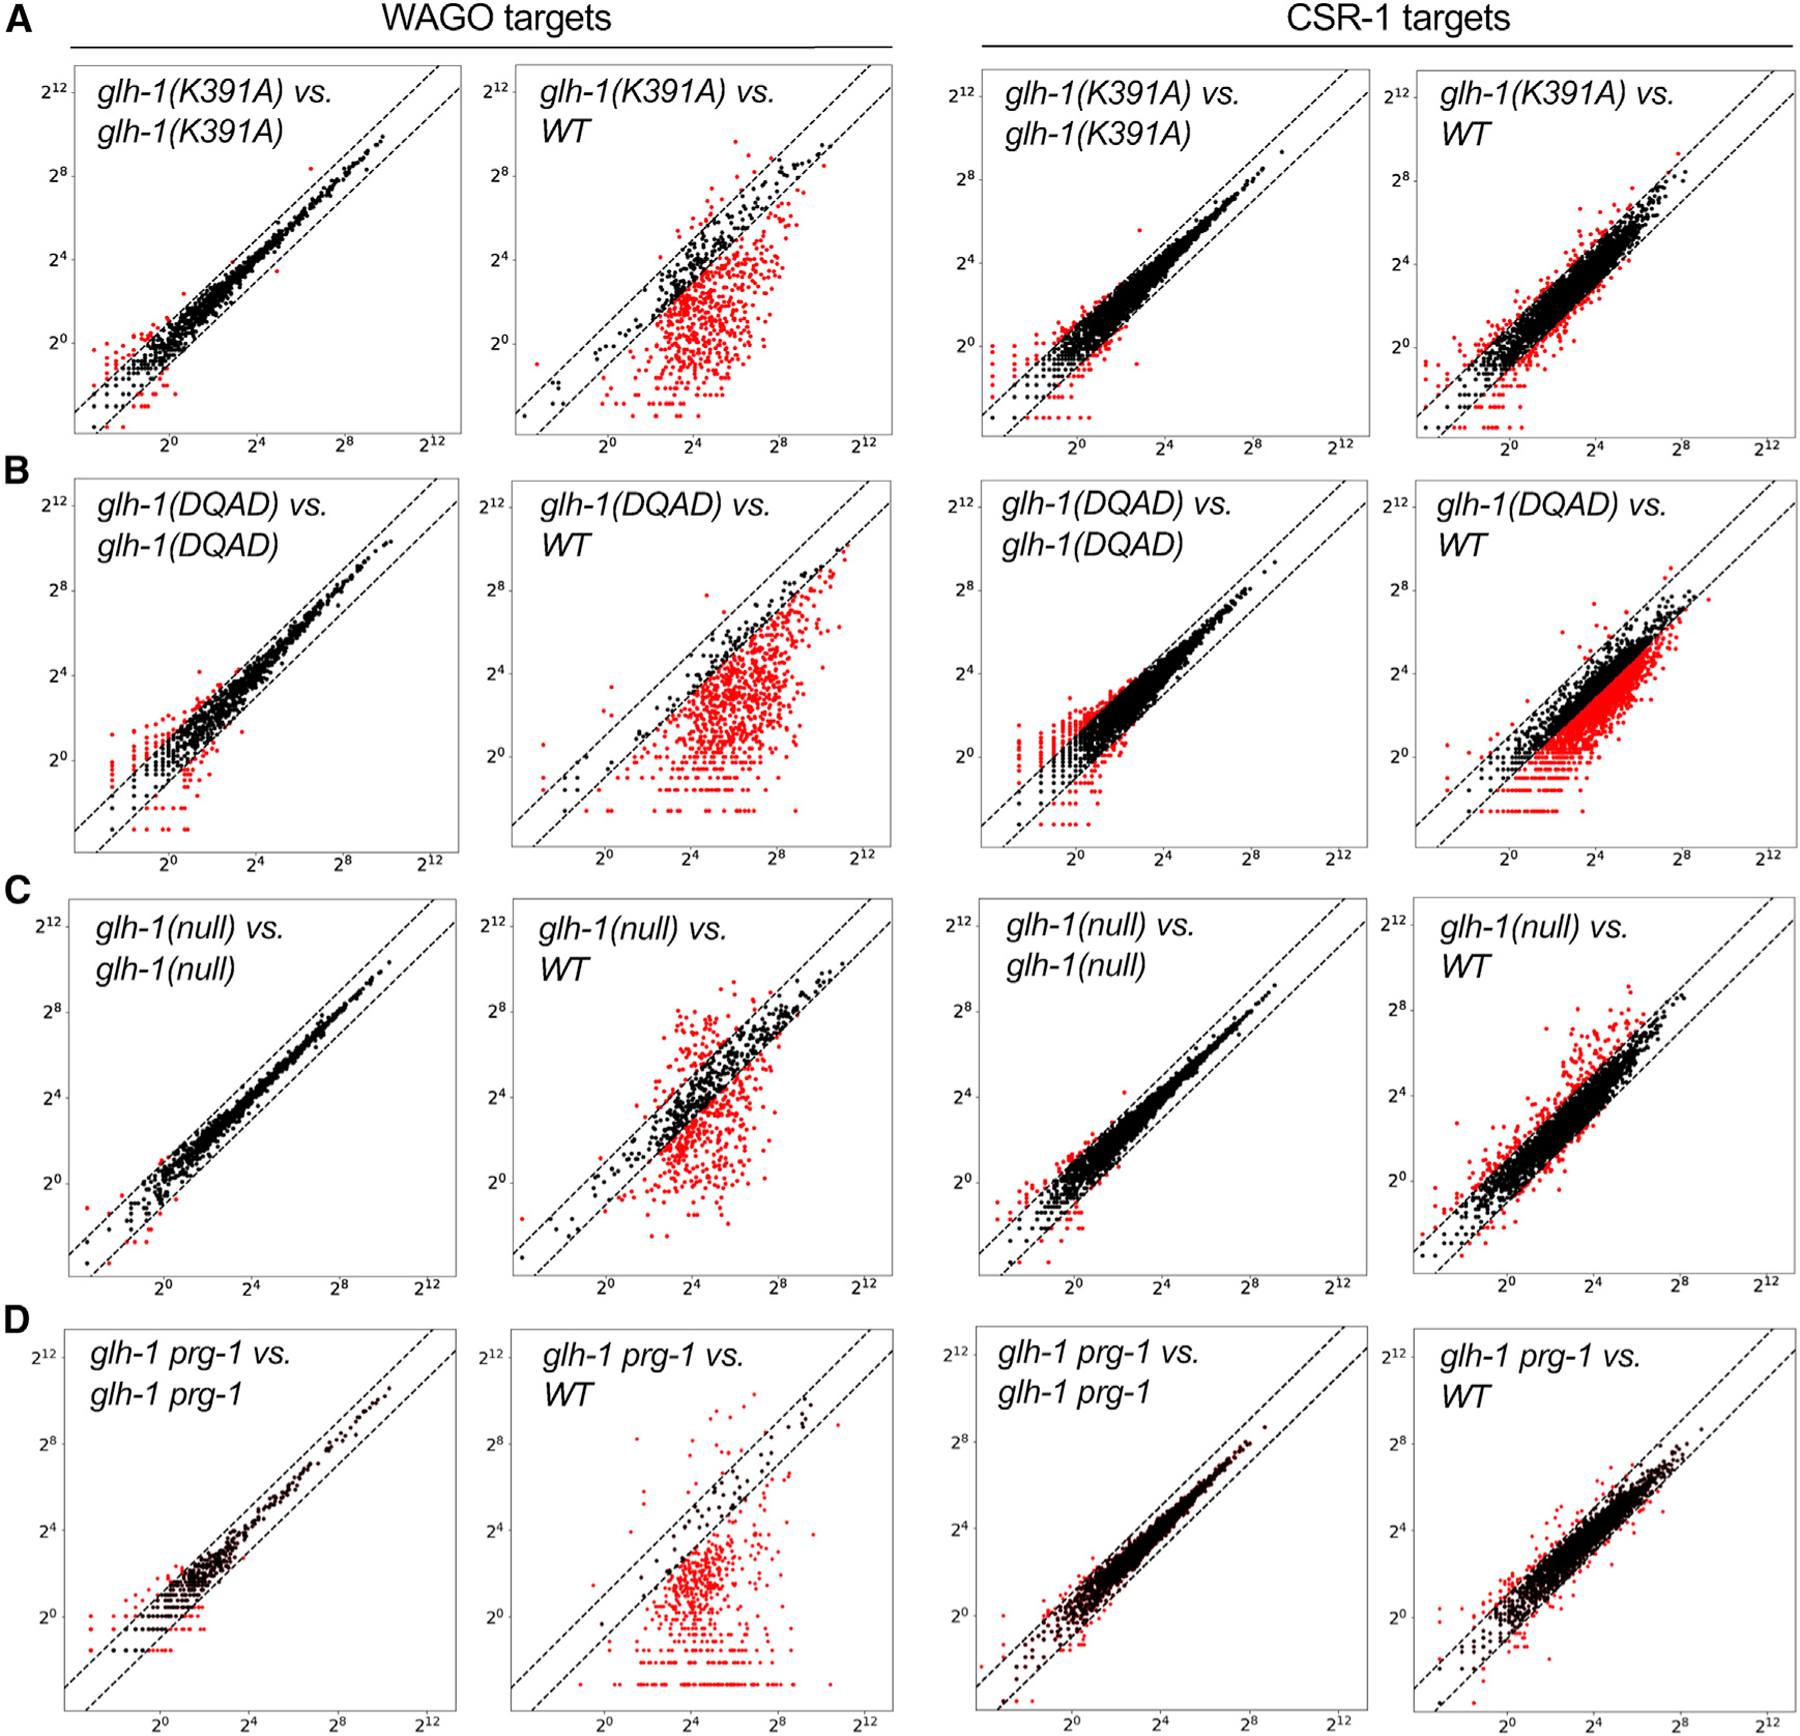
*glh-1* mutants alter secondary small-RNA levels on mRNA targets Scatterplots comparing the levels of small RNAs on WAGO or CSR-1 targets in wild-type (WT) with those in (A) *glh-1*(*K391A*), (B) *glh-1*(*DQAD*), (C) *glh-1-*null, or (D) *glh-1-*null *prg-1* mutants. In (D), the degron tag coding sequence was fused to the *prg-1* locus to deplete PRG-1 from *glh-1-*null worms in the presence of auxin. Each dot represents normalized total 22G-RNA reads per million for a WAGO or CSR-1 target gene. Red dots represent genes whose small RNAs increase or decrease in abundance by at least 2-fold in the mutant compared with the wild type. Dotted lines indicate 2-fold threshold.

**Figure 4.**
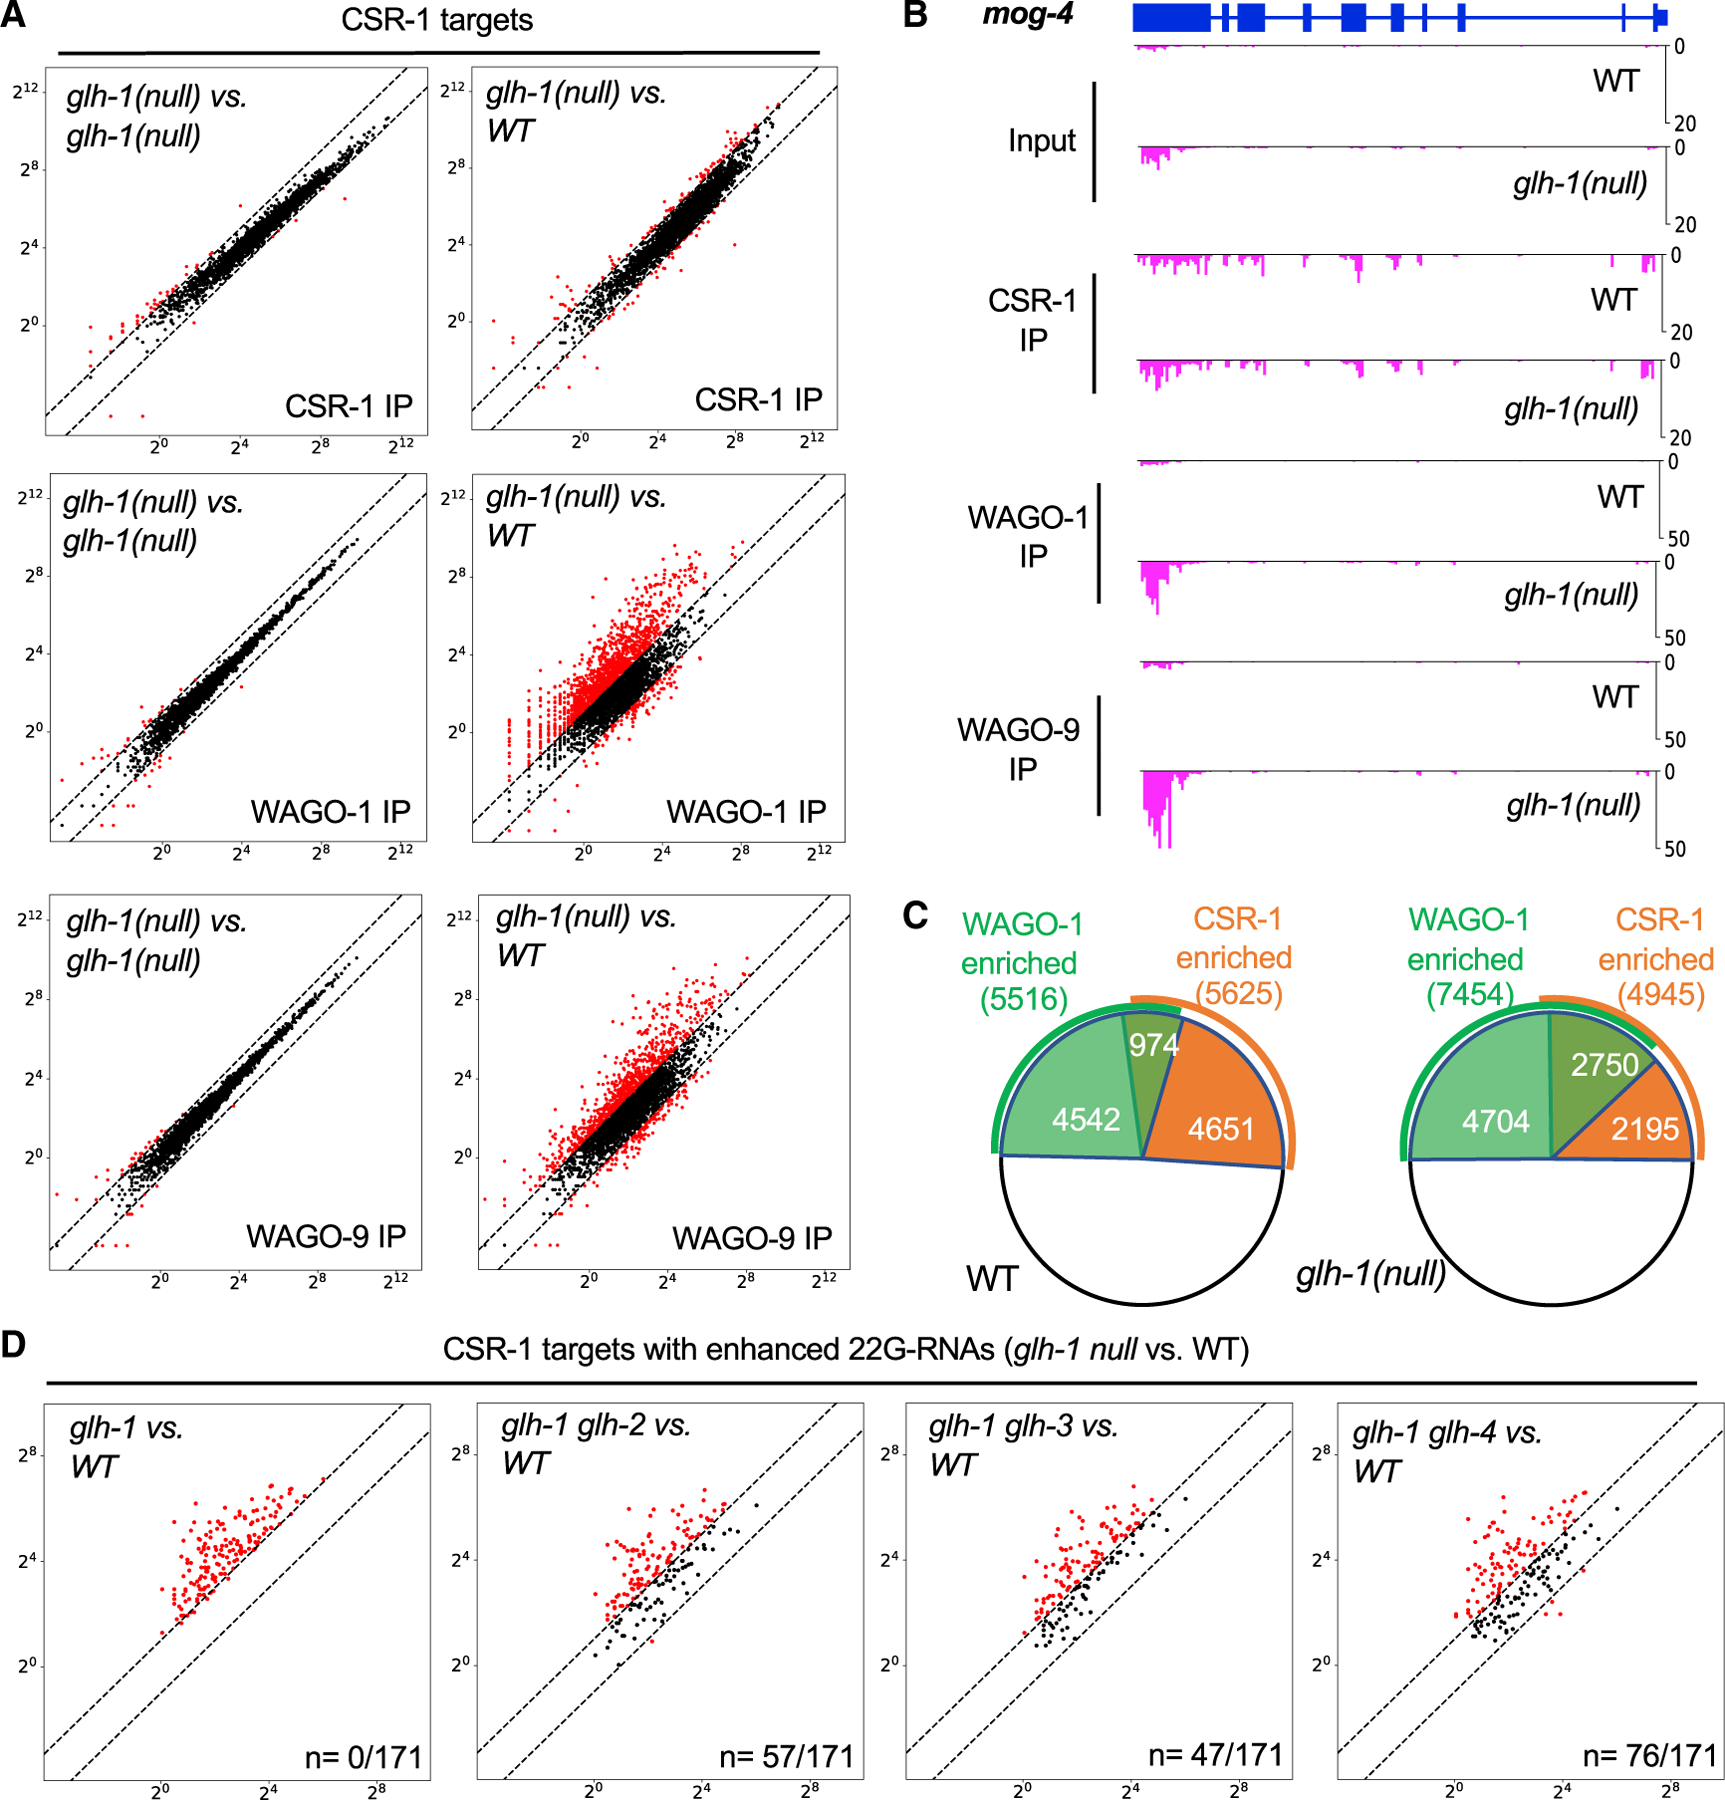
GLH paralogs promote ectopic WAGO 22G-RNA biogenesis (A) Scatterplots comparing the levels of small RNAs on CSR-1 targets recovered in CSR-1, WAGO-1, and WAGO-9 IPs cloned from wild-type (WT) or *glh-1-*null worms, as in Figure 3. (B) Genome browser view of *mog-4* 22G-RNAs in CSR-1, WAGO-1, and WAGO-9 IPs from WT and *glh-1-*null animals. y axis, normalized number of 22G-RNAs reads per million. (C) Pie charts depicting the numbers of genes whose small RNAs are enriched by CSR-1 or WAGO-1 IPs from WT or *glh-1-*null worms. (D) Scatterplots showing suppression of ectopic 22G-RNAs on 171 CSR-1 targets in *glh-1*-null mutant by depleting GLH-2, GLH-3, or GLH-4. The degron tag coding sequence was fused to the *glh-2*, *glh-3*, or *glh-4* locus to deplete each GLH paralog from *glh-1-*null worms in the presence of auxin.

**Figure 5.**
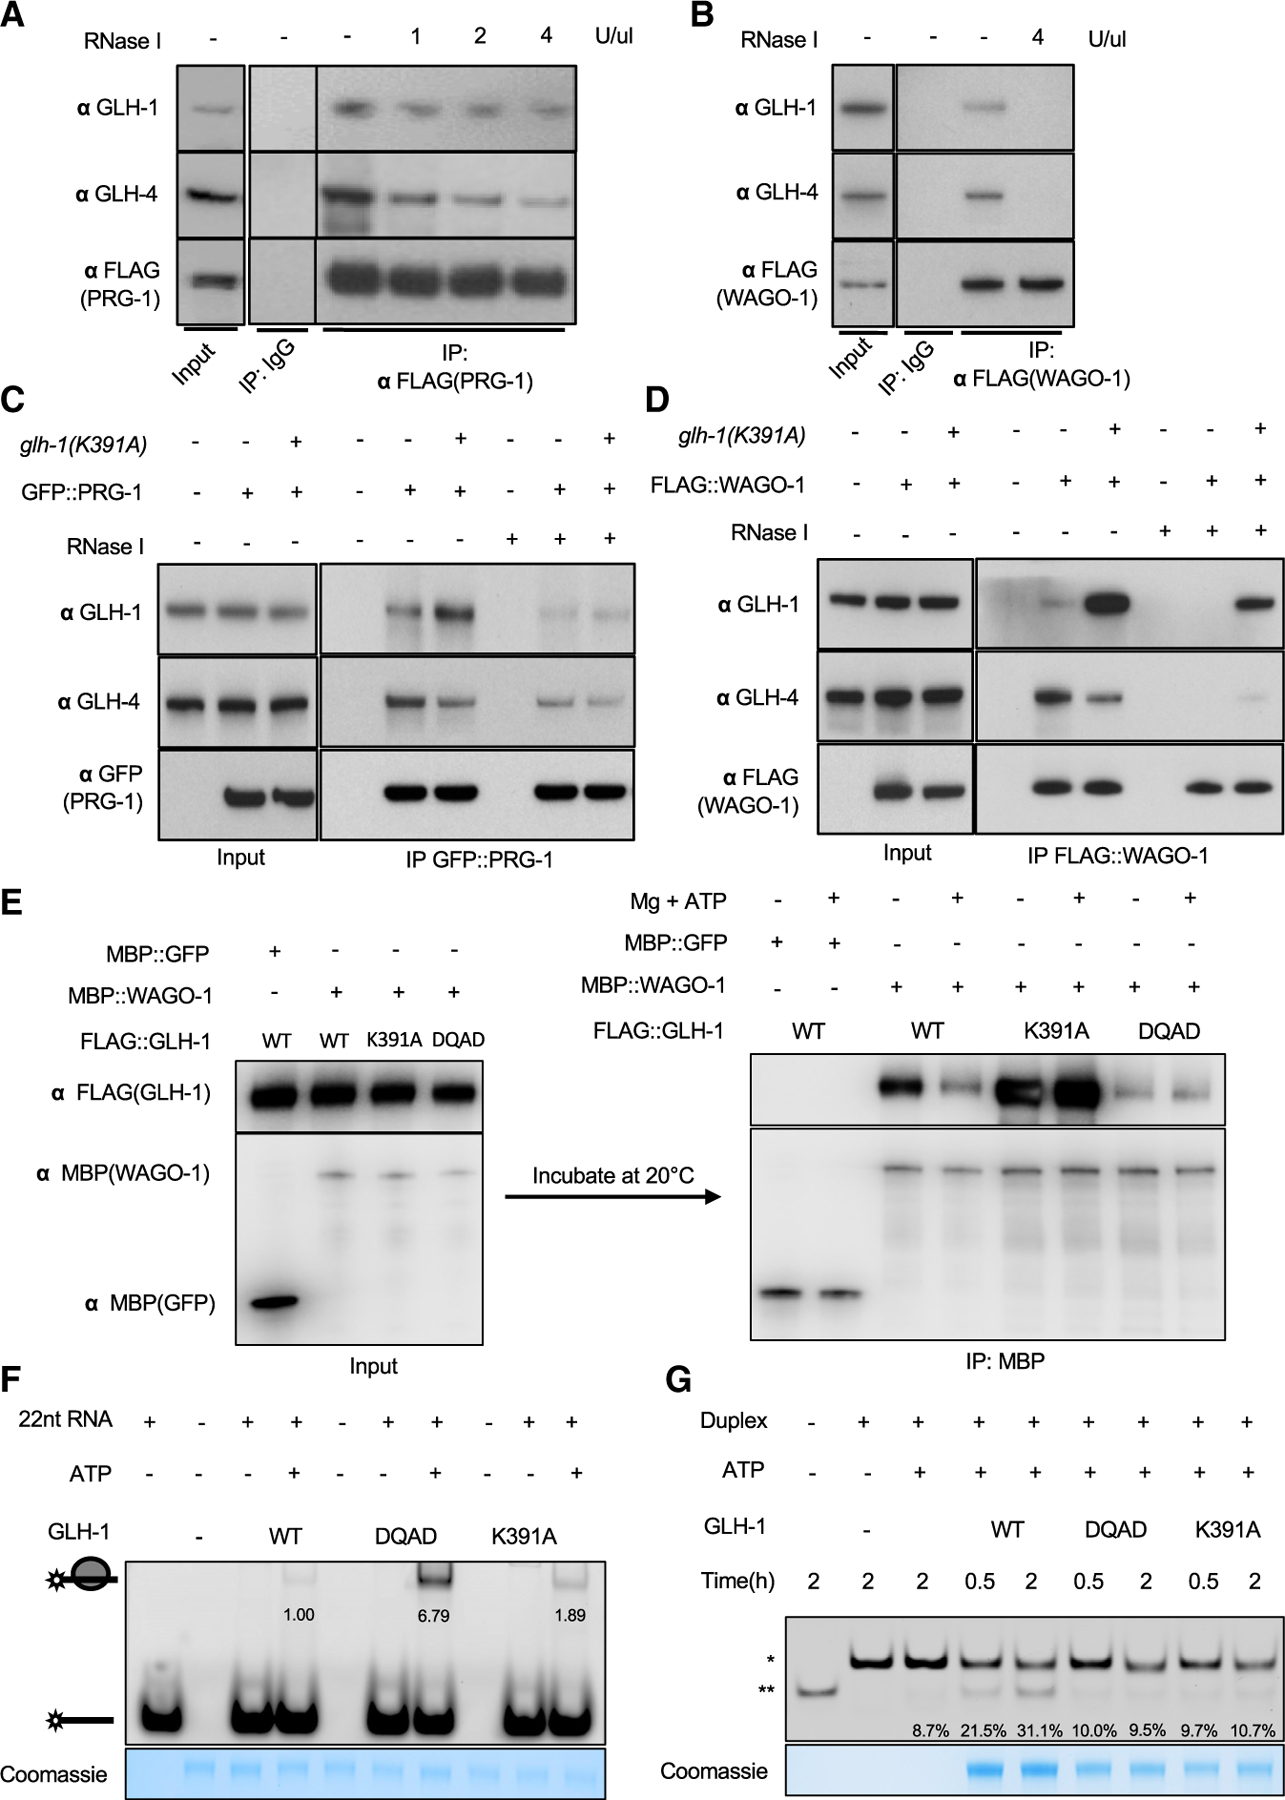
GLH-1(K391A) exhibits enhanced binding to Argonautes both *in vivo* and *in vitro* (A and B) Western blot analyses of co-IP experiments showing that PRG-1 (A) and WAGO-1 (B) physically interact with GLH-1 and GLH-4. Lysates from *FLAG*::*prg-1* or *FLAG*::*wago-1* worms were incubated with mouse IgG or FLAG-M2 antibodies in the absence (−) or presence of RNase I (concentration indicated). Blots were probed with GLH-1, GLH-4, or FLAG-M2 antibodies. (C) Western blot analysis of co-IP experiment showing PRG-1 interactions with GLH-1 or GLH-4 in wild-type (−) or *glh-1*(*K391A*) mutant (+) worms. Samples treated with RNase I indicated by +. GFP:PRG-1 was immunoprecipitated using GFP nanobody, and eluted fractions were resolved by SDS-PAGE. Blots were probed with anti-GLH-1, GLH-4, or GFP antibodies. (D) Western blot analysis of co-IP experiment showing WAGO-1 interactions with GLH-1 or GLH-4 in wild-type (−) or *glh-1*(*K391A*) mutant (+) worms, as in (C). (E) *In vitro* interactions between MBP:WAGO-1 and FLAG:GLH-1. MBP:WAGO-1 (or MBP:GFP) and FLAG:GLH-1 (WT or mutants) were expressed in *E*. *coli*. Lysates containing MBP:WAGO-1 (or MBP:GFP) were combined with the lysates containing FLAG:GLH-1 (WT or mutants). MBP fusions were captured on MBP affinity resin and incubated with Mg^2+^ and ATP at 20°C for 20 min. Complexes were resolved by SDS-PAGE and analyzed by western blot using anti-FLAG or anti-MBP antibodies. Presence (+) or absence (−) of Mg and ATP are indicated. (F) Gel-shift analyses showing binding of synthetic RNA oligos by recombinant GLH-1 (WT, DQAD, or K391A) proteins. Recombinant GLH-1 was incubated with 22-nt 5′ FAM-labeled ssRNA for 30 min at room temperature. Samples were resolved by native PAGE and visualized using a Bio-Rad imager. (G) *In vitro* unwinding assays. Recombinant GLH-1 (WT, DQAD, or K391A) proteins were incubated with 11-nt-long RNA duplex with 11-nt 3′ extension for 0.5 or 2 h. Products were resolved by native PAGE, and fluorescence signals were visualized using a Bio-Rad imager. Single asterisk indicates RNA duplex, and double asterisk unwound ssRNAs.

**Figure 6.**
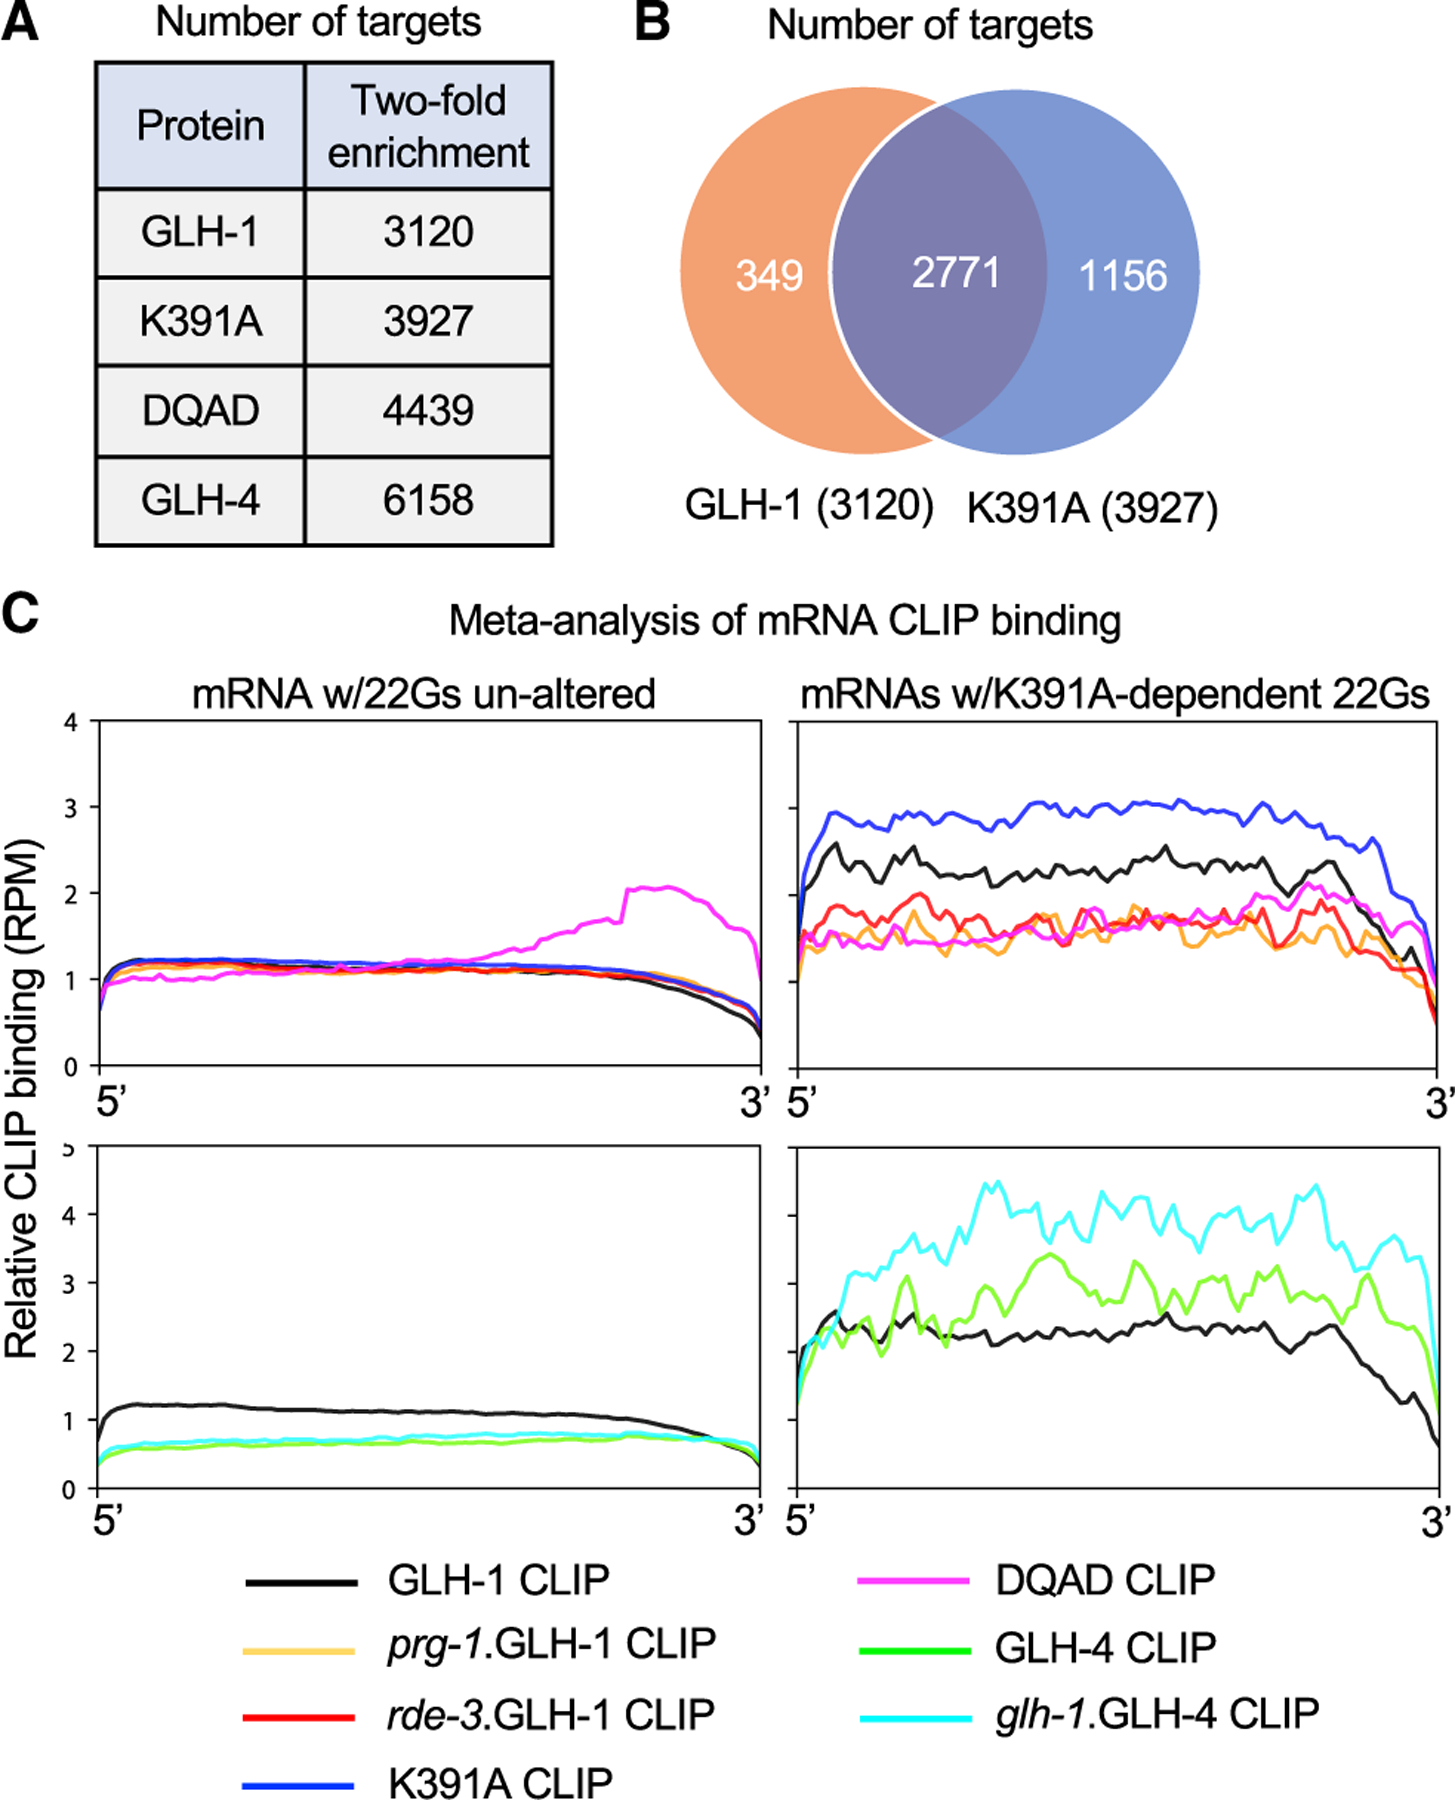
GLH-1 and GLH-4 associate with overlapping sets of WAGO target mRNAs (A) Table depicting the number of genes whose mRNAs are enriched at least 2-fold in GLH-1, GLH-1(K391A), GLH-1(DQAD), and GLH-4 CLIP compared with controls. (B) Venn diagram showing the overlap between GLH-1 (orange) and GLH-1 K391A (blue) enriched CLIP targets. (C) Metagene analysis of GLH-1 or GLH-4 binding on mRNAs whose 22G-RNAs were depleted in *glh-1*(*K391A*) worms (2-fold reduction and >5 RPM) compared with control mRNAs whose 22G-RNA levels were unaffected in *glh-1*(*K391A*) worms. Samples included: GLH-1 CLIP in WT (black), *prg-1* (yellow), or *rde-3* (red) worms; GLH-1(K391A) CLIP (blue), GLH-1(DQAD) CLIP (magenta); and GLH-4 CLIP in WT (green) or *glh-1-*null (turquoise) worms. y axis indicates averaged CLIP reads along each mRNA as a percentage of the mRNA length. The aggregate binding to each interval was plotted from 0% (5′) to 100% (3′) along the length of the transcript.

**Figure 7.**
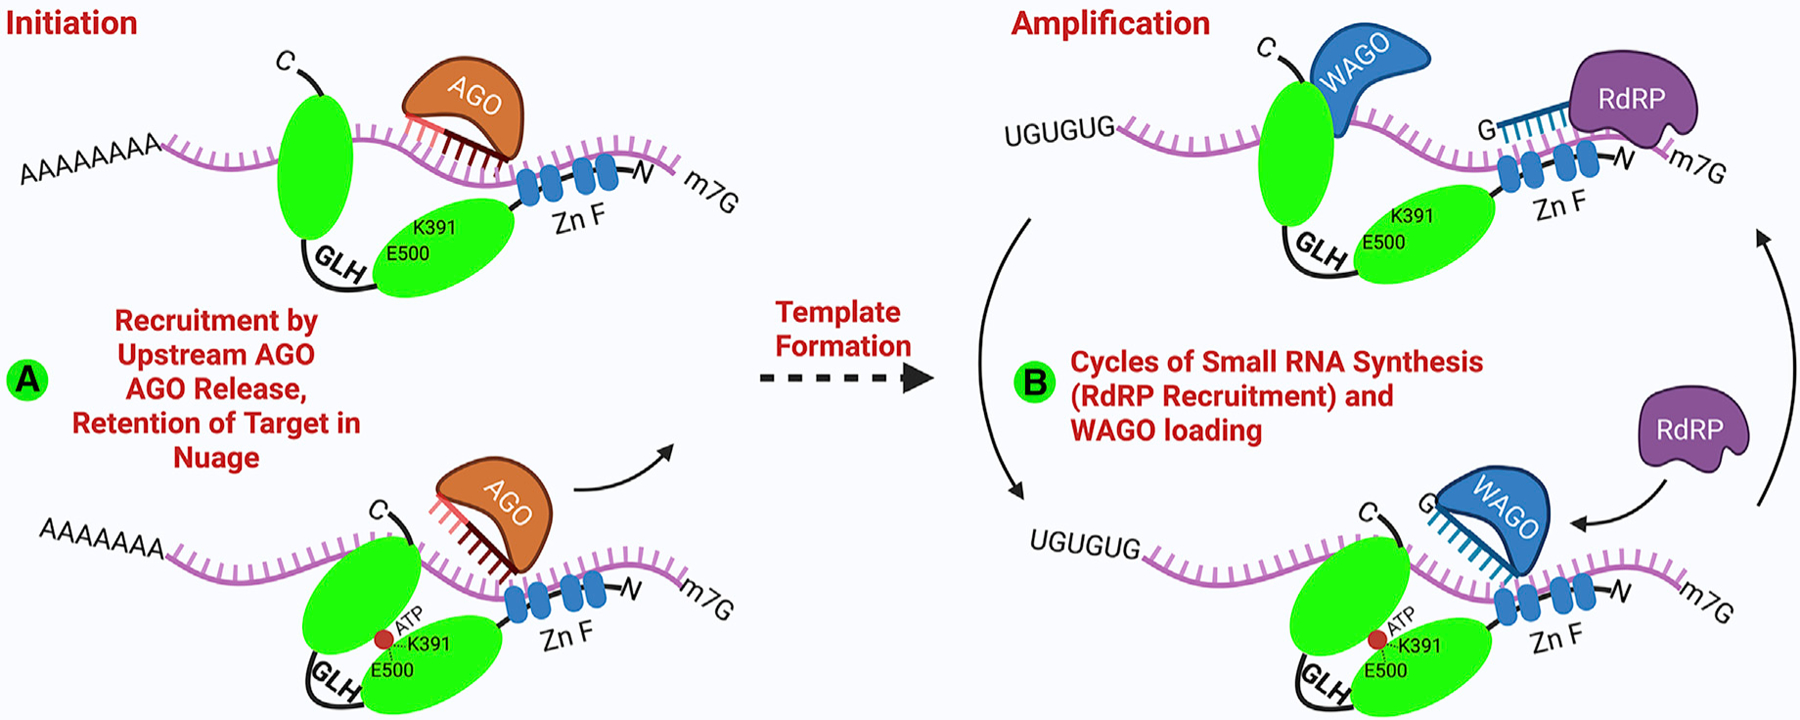
Model illustrating possible roles for GLH-1 in promoting transgenerational silencing GLH-1 is recruited to target mRNA within nuage by an upstream Argonaute; once bound the GLH protein could use its helicase activity to help the upstream Argonaute release to find new targets (A). GLH-1 could then remain bound to template RNA, retaining it within nuage to promote successive rounds of *de novo* small-RNA synthesis and WAGO loading (B). Together, these activities could program the nuage-localized and nuclear-localized WAGO Argonautes that promote transgenerational inheritance.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		

Anti-FLAG M2 antibody	Sigma-Aldrich	Cat# F1804; RRID:AB_262044
Anti-GLH-1 rabbit antibody	Gift from Karen Bennett lab	N/A
Anti-GLH-4 rabbit antibody	Gift from Karen Bennett lab	N/A
Anti-PRG-1 polyclonal antibody	Abcam	Cat# Ab15826; RRID:AB_777426
Anti-MBP mAb	MBL International	Cat# M091–3, RRID:AB_592157
Anti-GFP antibody	FUJIFILM Wako Shibayagi	Cat# 018–20463, RRID:AB_10659145
Anti-V5 Tag antibody	Abcam	Cat# ab27671, RRID:AB_471093
Anti-FLAG HRP-conjugated antibody	Sigma-Aldrich	Cat# A8592, RRID:AB_439702
Anti-DDDDK-Tag HRP-conjugated antibody	ABclonal	Cat# AE024, RRID:AB_2769864

Bacterial and virus strains		

*E*. *Coli*: OP50	CGC	Wormbase: OP50
*E*. *Coli*: HT115	CGC	Wormbase: HT115

Chemicals, peptides, and recombinant proteins		

Indole-3-acetec acid, IAA	Alfa Aesar	A10556
TRI Reagent	Sigma Aldrich	T9424
RNase If	NEB	M0243
MBP Resin	GE health	28,935,597
Maltose monohydrate	Sigma	6363–53-7
ATP, [γ-32P]- 6000Ci/mmol 10mCi/mL	Perkin Elmer	BLU002Z250UC
Dynabeads Protein G	Thermo	10003D
GFP nanobody	Chromotek	M-270

Critical commercial assays		

Pierce™ Silver Stain Kit	Thermo	24,612
*mir*Vana™ miRNA Isolation Kit	Thermo	AM1560

Deposited data		

Small-RNA seq and CLIP-seq data	This study	GEO: GSE195536 and GSE198101

Experimental models: Organisms/strains		

Strains used in this study	This paper	Table S3

Oligonucleotides		

Oligos used in this study	This paper	Table S4

Recombinant DNA		

pETDuet-1-his::MBP::TEV::WAGO-1	This paper	EZP0183
pETDuet-1-his::MBP::TEV::EGFP	This paper	EZP0184
pETDuet-1-FLAG::GLH-1	This paper	EZP0119
pETDuet-1-FLAG::GLH-1K391A	This paper	EZP0122
pETDuet-1-FLAG::GLH-1E550Q	This paper	EZP0243

Software and algorithms		

ImageJ	NIH	https://imagej.net/Welcome
Bowtie2	Bioconda	http://bowtie-bio.sourceforge.net/
STAR	Bioconda	https://github.com/alexdobin/STAR
Python3	Python.org	https://www.python.org
Pandas	Conda	https://pandas.pydata.org
Matplotlib	Conda	https://matplotlib.org
HTseq	PIP	https://htseq.readthedocs.io/
Deeptools	Bioconda	https://deeptools.readthedocs.io
BioRender	BioRender Team	https://biorender.com

# Supplementary material for: A family of C. elegans VASA homologs control Argonaute pathway specificity and promote transgenerational silencing
**Source:** Cell Rep. Author manuscript; Available in PMC 2023 Jan 31.
**Supplement:** 1

**Cell Reports, Volume 40**

## **Supplemental information**

**A family of *C. elegans* VASA homologs  
control Argonaute pathway specificity  
and promote transgenerational silencing**

**Siyuan Dai, Xiaoyin Tang, Lili Li, Takao Ishidate, Ahmet R. Ozturk, Hao Chen, Altair L. Dude, Yong-Hong Yan, Meng-Qiu Dong, En-Zhi Shen, and Craig C. Mello**

Figure S1

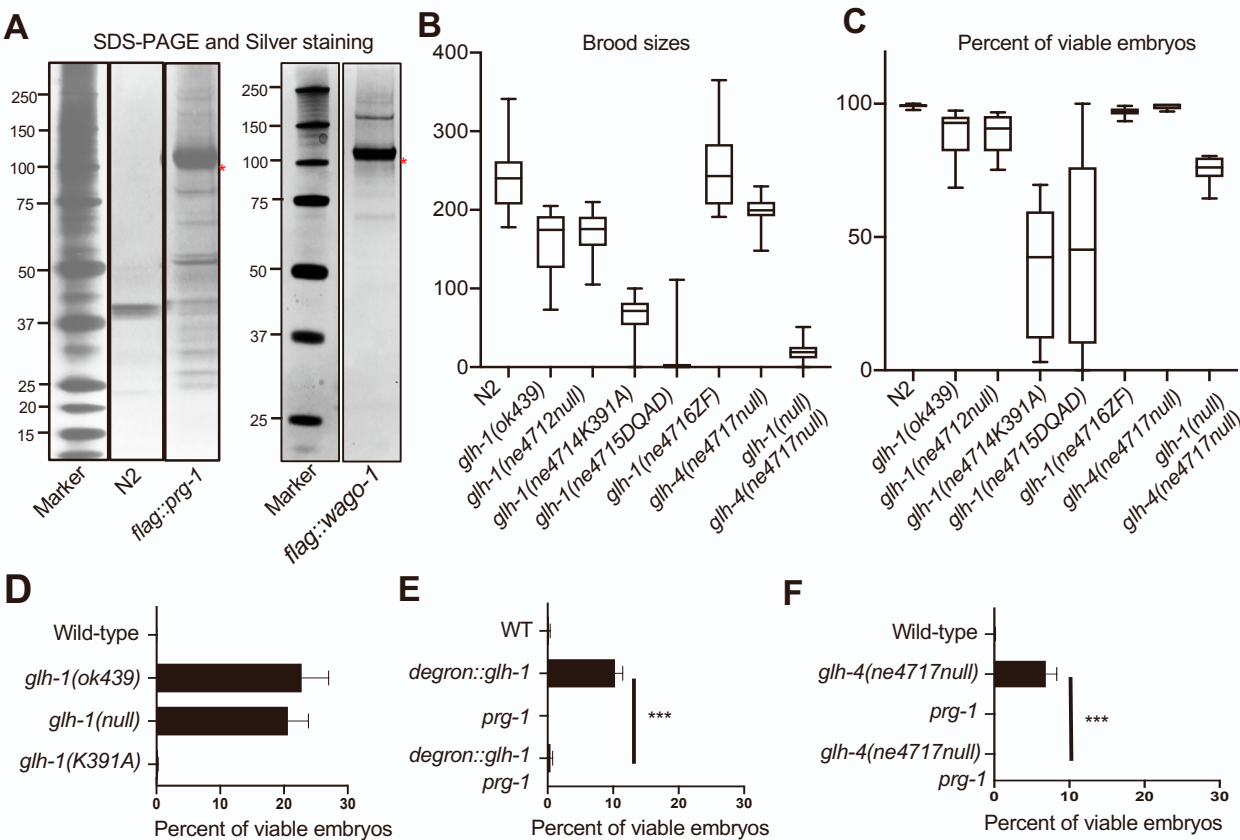

**Figure S1: Identification of PRG-1 and WAGO-1 associated proteins. Fertility of *glh-1* mutant strains. *glh* mutants exhibited cold-sensitive phenotypes.**

(A): Purification of PRG-1 and WAGO-1 proteins: 3XFLAG-tagged PRG-1 and WAGO-1 was immune-precipitated and resolved by SDS-PAGE. Proteins were visualized by silver staining. Immuno-precipitated PRG-1 and WAGO-1 were indicated as red asterisks.

(B, C): Brood sizes (B) and percent of viable embryos (C) for each indicated strain. Error bars indicate standard deviation from the mean.

(D) *pos-1* RNAi assay for wild-type, *glh-1(ok439)*, *glh-1(null)* and *glh-1(K391A)* animals. Worms are fed with *pos-1* RNAi from L1 stage at 15°C and percentage of their viable offspring was monitored. More than 300 eggs were scored for each strain.

(E, F) *pos-1* RNAi assay for auxin-depleted GLH-1 or *glh-4* null animals double with *prg-1* mutant. Worms were fed with *pos-1* RNAi on plates containing both auxin and IPTG at 15°C. Over 300 eggs were scored. \*\*\*,  $P < 0.001$  (t-test)

Figure S2

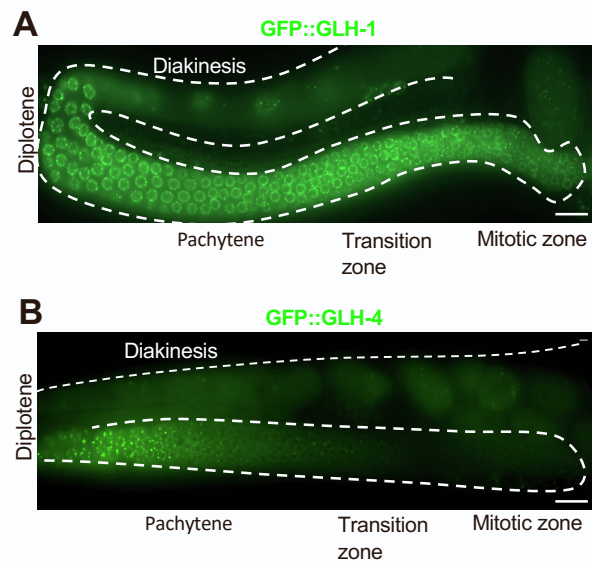

**Figure S2: GLH-1 and GLH-4 exhibit distinct expression patterns.**

(A, B) Fluorescence microscopy showing GLH-1 and GLH-4 localization within one side of worm gonad. Scale bar, 20um.

Figure S3

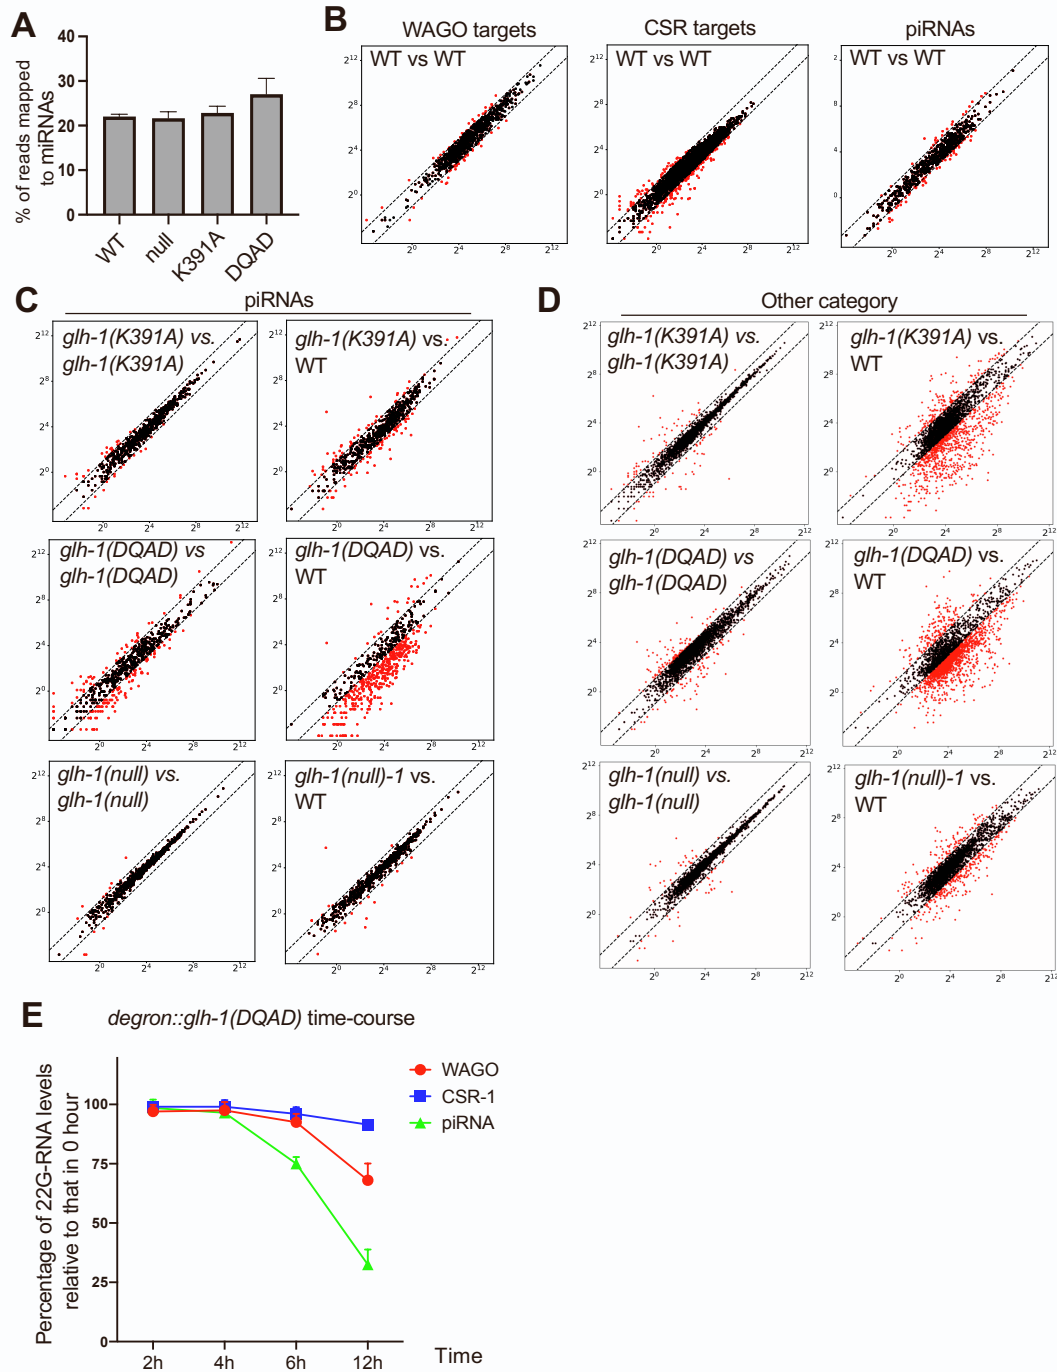

**Figure S3: Abundance of various classes of small RNAs in *glh-1* mutant animals.**

(A) Percent of reads mapped to annotated miRNAs out of total small-RNA sequencing reads.

(B) Scatterplots comparing the numbers of small-RNAs for WAGO targets (1118 genes), CSR-1 targets (3206 genes) and abundant piRNAs (621 genes) between two biological replicates cloned from wild-type worms. Dotted lines indicate two-fold threshold.

(C) Scatterplots comparing the numbers of abundant piRNAs between two biological replicates and cloned from wild-type, *glh-1(K391A)*, *glh-1(DQAD)* and *glh-1(null)* animals. Dotted lines indicate two-fold threshold.

(D) Scatterplot comparing the numbers of small-RNAs for other categories (Excluding WAGO and CSR-1 targets) between two biological replicates and cloned from wild-type, *glh-1(K391A)*, *glh-1(DQAD)* and *glh-1(null)* animals. Dotted lines indicate two-fold threshold.

(E) Relative abundance of different classes of small-RNAs (22G-RNAs on WAGO targets, 22G-RNAs on CSR-1 targets and piRNAs) over the time with *de novo* expression of GLH-1(DQAD).

Figure S4

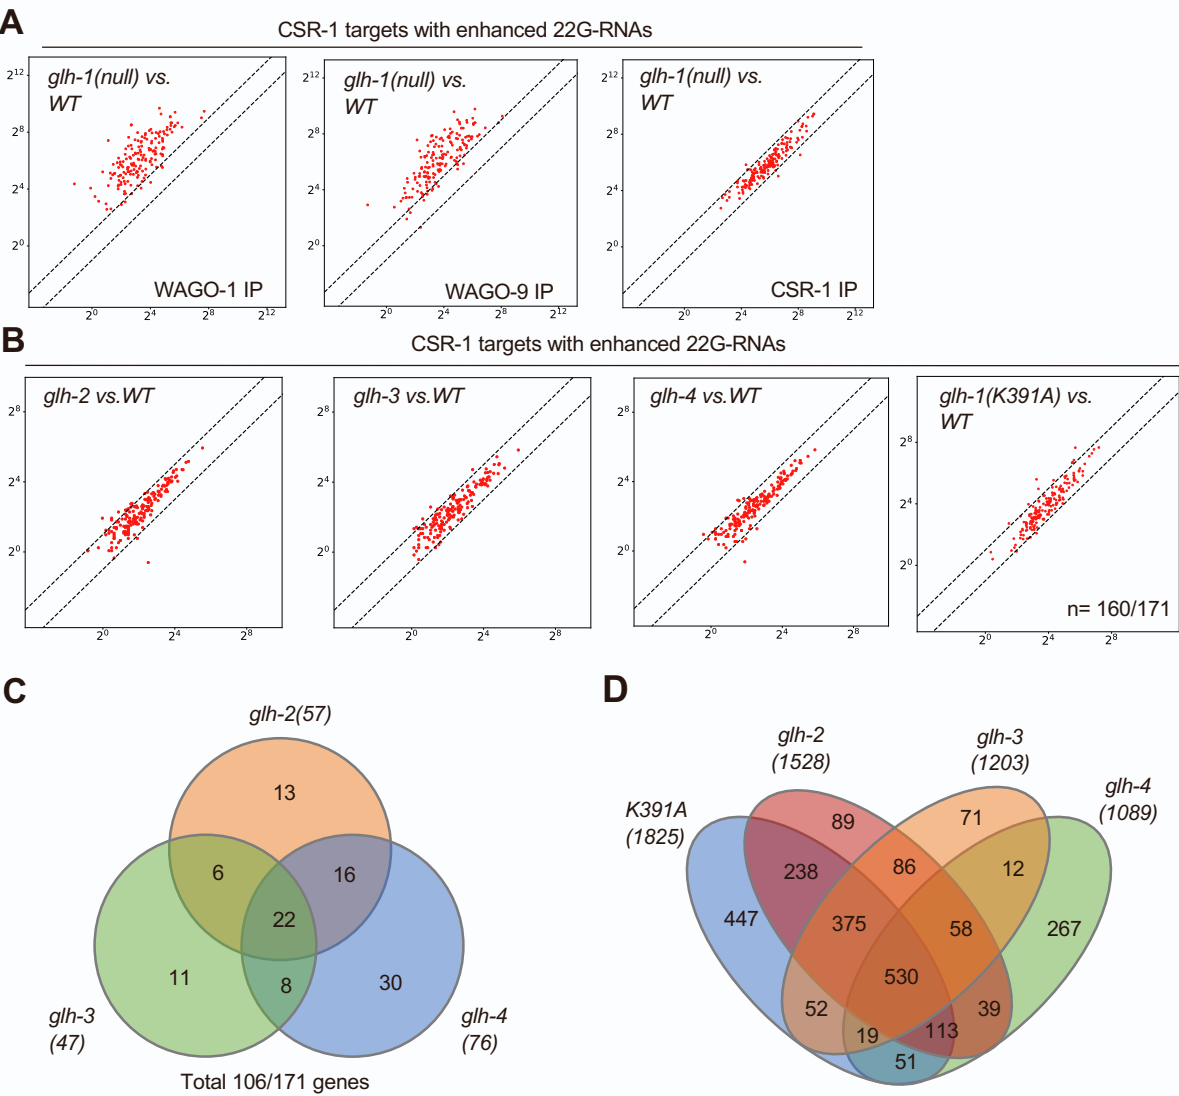

**Figure S4: Ectopic WAGO 22G-RNAs in *glh-1* mutant are suppressed in the mutants of *glh* paralogs.**

(A): 171 CSR-1 targets with enhanced WAGO 22G-RNAs. Scatterplot depicting 22G-RNAs cloned via WAGO-1, WAGO-9 and CSR-1 IP from WT and *glh-1(null)* animals on 171 targets. Dotted lines indicate two-fold threshold.

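On auxin, the mean levels of 3 of the 171 genes of Table S2 in *degron*::*glh-4* and 23 in *degron*::*glh-3* were at least 2-fold above wild type, and the medians of the log2 ratio over the list were −0.07 and 0.48. In *degron*::*glh-3* the median log2 fold change over all genes was 0.48 as well, the list stood at percentile 18.1 of 10000 random lists, 95% of which had medians between 0.42 and 0.63, and 2 of its genes were at least 2-fold higher with TMM factors and 2 with DESeq2's size factors. In *degron*::*glh-2*, the mean was at least 2-fold above wild type for 119 genes, but the libraries behind it differed, with 144 genes in replicate 1 and 8 in replicate 2. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0, 1 and 0 of these genes higher in the single strains of *glh-2*, *glh-3* and *glh-4*, and 103, 21 and 2 were at an unadjusted p under 0.05. Over all genes, 668, 362 and 599 were at least 2-fold lower in these strains and 1624, 1866 and 881 higher. The single libraries labelled *degron*::*glh-2* had 1969 and 490 lower genes and 2448 and 732 higher genes.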

(B): Scatterplots showing 22G-RNAs cloned from WT and *glh-2*, *glh-3*, *glh-4* and *glh-1(K391A)* animals. Dotted lines indicate two-fold threshold.

(C): Venn diagram depicting the numbers of CSR-1 targets with marked reduction of ectopic 22G-RNAs in *glh-1* double mutants. *degron::glh-2;glh-1* (orange), *degron::glh-3;glh-1* (green), *degron::glh-4;glh-1* (blue).

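By the rule that a suppressed gene is under 2-fold above wild type, 10 of the 171 genes were suppressed in all 3 doubles. Another 21 were suppressed in the *glh-2* double alone, 2 in the *glh-3* double alone and 35 in the *glh-4* double alone. The parts with the *glh-2* double rest on a mean of libraries that differed. In these, 13 and 137 of the 171 genes were at least 2-fold above wild type, so the 21 genes are not read as specific to *glh-2*. The pairs shared 1 gene (*glh-2* and *glh-3*), 20 genes (*glh-2* and *glh-4*) and 5 genes (*glh-3* and *glh-4*).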

(D): Venn diagram depicting the numbers of genes (all) with more than 2-fold reduced 22G-RNAs in *glh-1(K391A)* (blue), *degron::glh-2;glh-1* (red), *degron::glh-3;glh-1* (orange) and *degron::glh-4;glh-1* (green) animals.

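Of the genes with at least 2-fold lower 22G-RNAs than wild type, 153 were lower in the *glh-2* double alone, 434 in the *glh-3* double alone and 653 in the *glh-4* double alone. Of these, 57, 222 and 178 were also lower in K391A. The *glh-2* and *glh-3* doubles shared 113 genes, the *glh-2* and *glh-4* doubles 53, and the *glh-3* and *glh-4* doubles 454, of which 63, 22 and 285 were lower in K391A. Of the 350 genes lower in all 3 doubles, 250 were lower in K391A. The parts with the *glh-2* double rest on a mean of libraries that differed, with 538 and 1879 lower genes.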

Figure S5

**Figure S5: K391A enhances GLH-1's binding to PRG-1 and WAGO-1 Argonautes.**

(A): Analysis of IP-MS results by immuno-precipitating GLH-1 WT and GLH-1 K391A protein. Peptide spectra counts for selected co-factors were shown in the table.

(B, C): Replication of Co-IP and WB experiments for Fig 5A and Fig 5B.

(D): A reciprocal Co-IP experiment showing interactions between GLH-1 and PRG-1 or GLH-4 in WT or mutant animals expressing GLH-1(K391A) protein. Presence (+) or absence (-) of RNase I were indicated.

(E): A repeat of Co-IP and WB experiment for Figure 5D. Blots depict the interactions between WAGO-1 and GLH-1 WT or GLH-1 K391A. Presence (+) or absence (-) of RNase I were indicated.

(F, G, H): 280/260 UV absorbance graph was shown to indicate the amounts of proteins of different molecular weights separated by size exclusion chromatography. Protein aggregates (aggr) and monomers (mono) were outlined in the graphs. The collected fractions were resolved by SDS-PAGE and stained with Coomassie Blue.

Figure S6

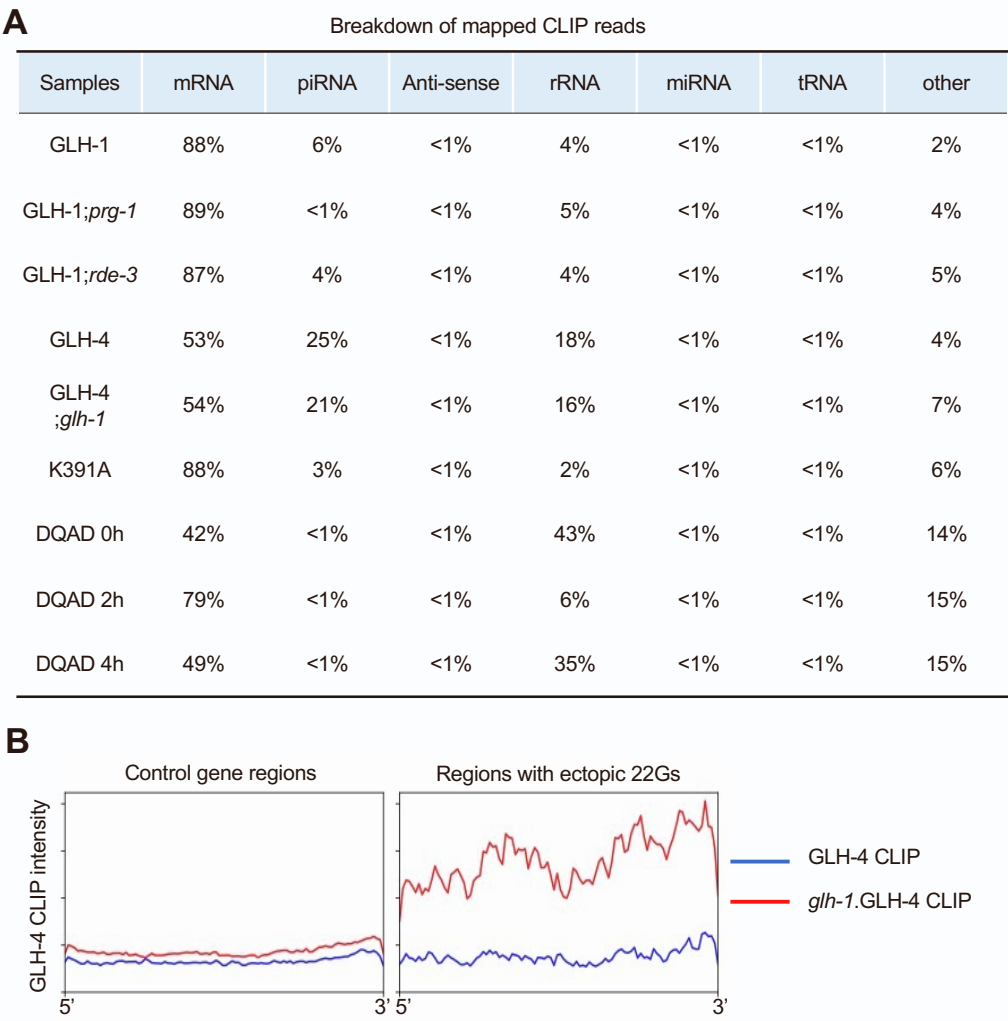

**Figure S6: GLH-1-associated RNAs are predominantly mRNAs. Enhanced binding of GLH-4 to mRNAs in *glh-1(null)* mutant correlate with ectopic WAGO 22G-RNAs.**

(A): Table depicting the fractions of CLIP reads mapped to each RNA class (mRNAs, piRNAs, ribosomal RNAs, micro RNAs, transfer RNAs and other categories).

(B): Metagene analysis of GLH-4 CLIP in WT and *glh-1(null)* mutants over control gene regions and gene regions with ectopic 22G-RNAs. Y-axis indicates relative GLH-4 CLIP intensity.

**Table S1, IP-Mass Spectrometry results, Related to Figure 1.**

**PRG-1 IP-MS:**

| Gene     | Gene ID   | Description                                |
|----------|-----------|--------------------------------------------|
| wago-1*  | R06C7.1   | Argonaute                                  |
| cpz-1    | F32B5.8   | Cysteine proteinase                        |
| glh-4*   | T12F5.3   | RNA helicase                               |
| pab-1*   | Y106G6H.2 | Poly-adenylate binding protein             |
| C37A2.7* | C37A2.7   | ribosomal protein lateral stalk subunit P2 |
| rla-1*   | Y37E3.7   | ribosomal protein lateral stalk subunit P1 |
| rps-21*  | F37C12.11 | Ribosomal protein small subunit            |
| glh-1*   | T21G5.3   | RNA helicase                               |
| hsp-6*   | C37H5.8   | Heat shock protein                         |
| rps-12   | F54E7.2   | Ribosomal protein small unit               |
| rpl-36*  | F37C12.4  | Ribosomal protein large unit               |
| aldo-1   | T05D4.1   | Fructose-bisphosphate aldolase class-I     |
| pck-2    | R11A5.4   | phosphoenolpyruvate carboxykinase          |
| hda-10   | Y51H1A.5  | histone deacetylase                        |
| rpl-3*   | F13B10.2  | Ribosomal protein large unit               |
| nol-58*  | W01B11.3  | ribonucleoprotein                          |
| pdi-3    | H06O01.1  | protein disulphide isomerase               |
| wago-4*  | F58G1.1   | Argonaute                                  |
| rpl-12*  | JC8.3     | Ribosomal protein large unit               |
| rps-11*  | F40F11.1  | Ribosomal protein small unit               |
| pdi-1    | C14B1.1   | protein disulfide isomerase                |
| rbm-3.2  | R09B3.3   | RNA binding motif protein 3                |
| pars-1   | T20H4.3   | glutamyl-prolyl-tRNA synthetase            |
| tbb-1    | K01G5.7   | Prolyl Amino-acyl tRNA Synthetase          |
| hsp-4*   | F43E2.8   | heat shock protein                         |
| vgl-1    | C08H9.2   | high density lipoprotein binding protein   |
| pdi-6    | B0403.4   | protein disulfide isomerase                |
| sip-1    | F43D9.4   | heat shock protein                         |
| ubl-1*   | H06I04.4  | ubiquitin-Like protein                     |
| gst-36   | R07B1.4   | glutathione peroxidase                     |
| rpl-16   | M01F1.2   | Ribosomal protein large unit               |
| rla-0    | K01G5.7   | ribosomal protein lateral stalk subunit P0 |

**WAGO-1 IP-MS:**

| Gene     | Gene ID    | Description                         |
|----------|------------|-------------------------------------|
| F46G10.1 | F46G10.1   | ortholog of human KCTD18            |
| wago-5   | ZK1248.7   | Argonaute                           |
| pab-1    | Y106G6H.2  | Poly-adenylate binding protein      |
| pgl-1    | ZK381.4    | P-granule component                 |
| fib-1    | T01C3.7    | ortholog of human FBL (fibrillarin) |
| rps-2    | C49H3.11   | ribosomal protein small unit        |
| eef-1A.2 | R03G5.1    | elongation factor                   |
| rps-4    | Y43B11AR.4 | ribosomal protein small unit        |
| T23E7.2  | T23E7.2    | ortholog of human FAM186A           |

|              |            |                                                             |
|--------------|------------|-------------------------------------------------------------|
| rps-4        | C23G10.3   | ribosomal protein small unit                                |
| glh-4        | T12F5.3    | RNA helicase                                                |
| ddx-17       | F58E10.3   | RNA helicase                                                |
| daf-21       | C47E8.5    | heat shock protein                                          |
| deps-1       | Y65B4BL.2  | P-granule component                                         |
| rps-8        | F42C5.8    | ribosomal protein small unit                                |
| nol-58       | W01B11.3   | ribonucleoprotein                                           |
| rps-11       | F40F11.1   | ribosomal protein small unit                                |
| hrpf-1       | F58D5.1    | heterogeneous nuclear ribonucleoprotein R                   |
| pab-2        | F18H3.3    | Poly-adenylate binding protein                              |
| nol-56       | K07C5.4    | ribonucleoprotein                                           |
| C27B7.5      | C27B7.5    | nucleic acid binding activity and zinc ion binding activity |
| pgl-3        | C18G1.4    | P-granule component                                         |
| ppw-2/wago-3 | Y110A7A.18 | Argonaute                                                   |
| rpl-4        | B0041.4    | ribosomal protein large unit                                |
| rps-14       | F37C12.9   | ribosomal protein small unit                                |
| rla-1        | Y37E3.7    | ribosomal protein lateral stalk subunit P1                  |
| rps-1        | F56F3.5    | ribosomal protein small unit                                |
| unc-54       | F11C3.3    | myosin heavy chain                                          |
| lfi-1        | ZC8.4      | ciliary rootlet coiled-coil, rootletin                      |
| rpl-21       | C14B9.7    | ribosomal protein large unit                                |
| rps-5        | T05E11.1   | ribosomal protein small unit                                |
| rpl-23       | B0336.10   | ribosomal protein large unit                                |
| rpl-10       | F10B5.1    | ribosomal protein large unit                                |
| vit-2        | C42D8.2    | vitellogenin structural genes                               |
| car-1        | Y18D10A.17 | mRNA processing body assembly factor                        |
| prg-1        | D2030.6    | Argonaute                                                   |
| Y111B2A.3    | Y111B2A.3  | unannotated                                                 |
| atx-2        | D2045.1    | ataxin 2 like                                               |
| atp-1        | H28O16.1   | TP synthase F1 subunit alpha                                |
| rps-16       | T01C3.6    | ribosomal protein small unit                                |
| laf-1        | Y71H2AM.19 | RNA helicase                                                |
| rpl-3        | F13B10.2   | ribosomal protein large unit                                |
| perm-2       | C44B12.1   | PERMeable eggshell                                          |
| rpl-20       | E04A4.8    | ribosomal protein large unit                                |
| C37A2.7      | C37A2.7    | ribosomal protein lateral stalk subunit P2                  |
| rpl-18       | Y57G11C.16 | ribosomal protein large unit                                |
| rpl-11.1     | T22F3.4    | ribosomal protein large unit                                |
| rps-6        | Y71A12B.1  | ribosomal protein small unit                                |
| rpl-18       | Y45F10D.12 | ribosomal protein large unit                                |
| rpl-36       | F37C12.4   | ribosomal protein large unit                                |
| vbh-1        | Y54E10A.9  | RNA helicase                                                |
| wago-4       | F58G1.1    | Argonaute                                                   |
| gtbp-1       | K08F4.2    | G3BP stress granule assembly factor 1                       |
| rps-21       | F37C12.11  | ribosomal protein small unit                                |
| ima-3        | F32E10.4   | importin alpha                                              |
| Y42H9AR.1    | Y42H9AR.1  | golgi reassembly stacking protein                           |
| K01G5.5      | K01G5.5    | dyskerin pseudouridine synthase                             |

|          |            |                                                       |
|----------|------------|-------------------------------------------------------|
| fbxa-81  | T24C2.4    | F-box protein class A                                 |
| rpl-17   | Y48G8AL.8  | ribosomal protein large unit                          |
| dim-1    | C18A11.7   | myopalladin                                           |
| nono-1   | F25B5.7    | non-POU domain containing octamer binding             |
| K07H8.10 | K07H8.10   | RNA binding protein                                   |
| glh-1    | T21G5.3    | RNA helicase                                          |
| rps-23   | F28D1.7    | ribosomal protein small unit                          |
| rpl-9    | R13A5.8    | ribosomal protein large unit                          |
| cpf-1    | F28C6.3    | cleavage and polyadenylation factor                   |
| rpl-25.1 | F55D10.2   | ribosomal protein large unit                          |
| rps-27   | F56E10.4   | ribosomal protein small unit                          |
| hsp-4    | F43E2.8    | heat shock protein                                    |
| rpl-7A   | Y24D9A.4   | ribosomal protein large unit                          |
| abcf-2   | T27E9.7    | ABC transporter, class F                              |
| sqd-1    | Y73B6BL.6  | heterogeneous nuclear ribonucleoprotein A/B           |
| pqn-59   | R119.4     | ubiquitin associated protein 2                        |
| rps-15   | F36A2.6    | ribosomal protein small unit                          |
| vig-1    | F56D12.5   | Drosophila Vasa Intronic Gene                         |
| R148.3   | R148.3     | unannotated                                           |
| rpl-31   | W09C5.6    | ribosomal protein large unit                          |
| gld-1    | T23G11.3   | KH domain containing RNA binding                      |
| hsp-6    | C37H5.8    | heat shock protein                                    |
| hrpu-2   | Y71G10AL.1 | Heterogeneous nuclear RibonucleoProtein U             |
| idha-1   | F43G9.1    | socitrate dehydrogenase                               |
| vit-3    | F59D8.1    | vitellogenin structural genes                         |
| mek-5    | E02D9.1    | KH RNA binding domain protein                         |
| rpl-43   | Y48B6A.2   | ribosomal protein large unit                          |
| T28C6.7  | T28C6.7    | unannotated                                           |
| cey-2    | F46F11.2   | Y-box binding protein                                 |
| rpl-34   | C42C1.14   | ribosomal protein large unit                          |
| lrp-1    | F29D11.1   | LDL receptor related protein                          |
| cbd-1    | H02I12.1   | Chitin-Binding Domain protein                         |
| tiar-1   | C18A3.5    | TIA1 cytotoxic granule associated RNA binding protein |
| catp-7   | Y59H11AR.2 | Cation transporting ATPase                            |
| rps-13   | C16A3.9    | ribosomal protein small unit                          |
| rpl-12   | JC8.3      | ribosomal protein large unit                          |
| perm-4   | C44B12.5   | permeable eggshell                                    |
| xrn-2    | Y48B6A.3   | 5'-3' exoribonuclease                                 |
| rps-22   | F53A3.3    | ribosomal protein small unit                          |
| rps-20   | Y105E8A.16 | ribosomal protein small unit                          |
| Y37E3.8a | Y37E3.8    | ribosomal protein large unit                          |
| rpl-30   | Y106G6H.3  | ribosomal protein large unit                          |
| ant-1.4  | T01B11.4   | adenine nucleotide translocator                       |
| suca-1   | F47B10.1   | succinate-CoA ligase                                  |
| fbxa-101 | F08A8.7    | F-box protein class A                                 |
| vit-5    | C04F6.1    | vitellogenin structural genes                         |
| golg-2   | F33G12.5   | GOLGi associated coiled-coil protein                  |
| hsp-25   | C09B8.6    | heat shock protein                                    |

|          |           |                                                                   |
|----------|-----------|-------------------------------------------------------------------|
| rps-10   | D1007.6   | ribosomal protein small unit                                      |
| rpl-19   | C09D4.5   | ribosomal protein large unit                                      |
| rps-25   | K02B2.5   | ribosomal protein small unit                                      |
| ngp-1    | T19A6.2   | Nuclear/nucleolar GTP-binding Protein                             |
| rpl-28   | R11D1.8   | ribosomal protein large unit                                      |
| tps-2    | F19H8.1   | Trehalose 6-phosphate synthase                                    |
| elks-1   | F42A6.9   | ELKS/RAB6-interacting/CAST family member                          |
| mpz-1    | C52A11.4  | Multiple PDZ domain protein                                       |
| grdn-1   | Y51A2D.15 | coiled-coil domain containing protein                             |
| B0261.7  | B0261.7   | unannotated                                                       |
| imb-3    | C53D5.6   | importin beta                                                     |
| ifa-3    | F52E10.5  | Intermediate Filament                                             |
| eat-6    | B0365.3   | ATPase Na <sup>+</sup> /K <sup>+</sup> transporting subunit alpha |
| ubl-1    | H06I04.4  | ubiquitin associated protein                                      |
| phb-2    | T24H7.1   | Prohibitin                                                        |
| rpl-24.1 | D1007.12  | ribosomal protein large unit                                      |
| rpl-32   | T24B8.1a  | ribosomal protein large unit                                      |
| rbm-39   | Y55F3AM.3 | RNA binding motif protein 39                                      |
| mua-6    | W10G6.3   | lamin B2                                                          |
| pph-5    | Y39B6A.2  | protein phosphatase                                               |
| lev-11   | Y105E8B.1 | tropomyosin                                                       |

**Table S2. 171 CSR-1 targets exhibiting ectopic 22G-RNAs, Related to Figure 4.**

B0205.1, B0273.3, B0414.3, B0491.6, C03H5.3, C04A2.3, C04H5.6, C07H6.2, C09G12.8, C14B1.12, C14C11.2, C14C11.6, C15H11.5, C16C10.1, C17F4.5, C18E3.2, C26F1.3, C27B7.5, C27D9.1, C28D4.3, C29A12.1, C32D5.5, C33A12.3, C35D10.7, C37A2.4, C47B2.5, C47D12.6, C48A7.2, C49H3.3, D2005.4, F08G5.1, F10E7.5, F10E9.11, F17C11.8, F22B3.4, F22G12.4, F25D7.4, F26F4.11, F26G5.9, F26H11.2, F28F8.5, F28F8.6, F32A7.5, F32D1.1, F33H2.1, F33H2.3, F34D10.4, F35D11.5, F36H1.4, F37C12.13, F40F8.9, F40F9.7, F42A9.6, F42H11.2, F43D9.4, F52C6.11, F53F1.2, F53F8.5, F54D10.5, F55A3.3, F55C7.7, F55F8.6, F55G1.8, F57C7.1, F57C9.1, F58G1.1, F59A3.6, F59C6.4, F59E12.4, F59E12.5, H02I12.8, H06H21.11, H20J04.6, K03B4.1, K04F10.7, K05C4.2, K07C5.3, K08F11.5, K09H9.6, K10C3.2, K10C3.6, M04F3.1, R02F2.1, R05D11.6, R06C7.4, R07C3.2, R07E5.10, R107.5, R11A5.2, R12E2.12, R144.10, T03F6.2, T05B9.1, T06C12.4, T08D2.7, T10B11.8, T10C6.7, T10G3.5, T12C9.7, T16H12.11, T21B10.4, T23B5.1, T24H10.1, T24H10.3, T25E12.5, T26A8.4, T26C12.1, T28A8.4, T28A8.5, W01G7.4, W02B9.1, W02D3.11, W02D9.3, W02G9.3, W03F8.4, W03G9.2, W04A8.1, Y102A5C.1, Y111B2A.1, Y116A8C.12, Y116A8C.16, Y17G7B.15, Y24D9A.2, Y24D9A.8, Y37E11B.3, Y38A10A.7, Y38F2AR.3, Y39A1A.1, Y39E4B.2, Y39G10AR.13, Y39G10AR.14, Y41C4A.10, Y41D4B.13, Y41D4B.4, Y41E3.1, Y44E3A.6, Y45F3A.2, Y45G5AM.2, Y46G5A.1, Y46G5A.2, Y48A6B.3, Y48B6A.11, Y48B6A.3, Y48G1BL.1, Y48G1BM.1, Y48G1C.1, Y49E10.2, Y49F6B.9, Y51A2D.7, Y51H4A.15, Y53C12B.1, Y53C12B.2, Y54E5B.3, Y55B1AL.3, Y57A10A.19, Y57A10A.5, Y59A8B.13, Y60A3A.12, Y63D3A.5, Y66D12A.10, Y66D12A.9, Y69A2AR.6, Y71F9AL.18, Y73B3B.1, Y77E11A.1, Y94H6A.3, ZC155.3, ZC317.7, ZK418.5, ZK637.5, ZK652.6

**Table S3, C. elegans strains, Related to STAR methods:**

| Strain name: | Genotype                                                                                                    | Methods/reference                 |
|--------------|-------------------------------------------------------------------------------------------------------------|-----------------------------------|
| N2           | Wild-type                                                                                                   | CGC                               |
| WM604        | <i>prg-1(ne4484[flag::tev::prg-1]) I</i>                                                                    | CRISPR. Ishidate et al., 2018     |
| WM603        | <i>wago-1(ne4585[3Xflag::TEV::SNAP::WAGO-1])I</i>                                                           | CRISPR Ishidate et al., 2018      |
| WM531        | <i>neSi12[cdk-1::gfp; Cbr-unc-119(+)] II; unc-119(ed9) III; [21ux-1 (anti-gfp) (ne4561)] X</i>              | MosSCI, CRISPR, Shen et al., 2018 |
| WM241        | <i>neSi11[gfp::cdk-1(RNAe), cb-unc-119(+)] II; unc-119(ed3) III</i>                                         | MosSCI, Shirayama et al., 2012    |
| WM791        | <i>glh-1(ok439) I; neSi11 [gfp::cdk-1(RNAe), cb-unc-119(+)] II; unc-119(ed3) III</i>                        | Cross                             |
| WM792        | <i>glh-1(ne4712[null]) I; neSi11 [gfp::cdk-1(RNAe), cb-unc-119(+)] II; unc-119(ed3) III</i>                 | CRISPR                            |
| WM793        | <i>glh-1(ne4714[K391A]) I; neSi11 [gfp::cdk-1(RNAe), cb-unc-119(+)] II; unc-119(ed3) III</i>                | CRISPR                            |
| WM794        | <i>glh-1(ne4715[DQAD]) I; neSi11 [gfp::cdk-1(RNAe), cb-unc-119(+)] II; unc-119(ed3) III</i>                 | CRISPR                            |
| WM795        | <i>glh-1(ne4716[Zinc finger deletion]) I; neSi11 [gfp::cdk-1(RNAe), cb-unc-119(+)] II; unc-119(ed3) III</i> | CRSIPR                            |
| WM796        | <i>glh-4(ne4717[null]) I; neSi11 [gfp::cdk-1(RNAe), cb-unc-119(+)] II; unc-119(ed3) III</i>                 | CSRIPR                            |
| WM242        | <i>neSi12[cdk-1::gfp, cb-unc-119(+)] II; unc-119(ed3) III.</i>                                              | MosSCI                            |
| EZS314       | <i>glh-1(ne4891[null]) I; neSi12 [cdk-1::gfp, cb-unc-119(+)] II; unc-119(ed3) III</i>                       | CSRIPR                            |
| EZS176       | <i>glh-1(ne4892[K391A]) I; neSi12 [cdk-1::gfp, cb-unc-119(+)] II; unc-119(ed3) III</i>                      | CRSIPR                            |
| WM825        | <i>glh-1(ne4919[degron::glh-1]) I; neSi81(Psun-1::tir-1::mRuby::eft 3'utr) IV</i>                           | CRSIPR                            |
| WM826        | <i>glh-1(ne4919[degron::glh-1]) I; prg-1(ne4920); neSi81(Psun-1::tir-1::mRuby::eft 3'utr) IV</i>            | CRSIPR                            |
| WM161        | <i>prg-1(tm872) I;</i>                                                                                      | ENU                               |
| WM797        | <i>glh-4(ne4717[null]) prg-1(tm872) I</i>                                                                   | Cross                             |

|       |                                                                                                        |                             |
|-------|--------------------------------------------------------------------------------------------------------|-----------------------------|
| WM704 | <i>glh-1(ne4816[gfp::glh-1]) I</i>                                                                     | CRISPR                      |
| WM798 | <i>glh-1(ne4895[gfp::glh-1, K391A]) I</i>                                                              | CRISPR                      |
| WM799 | <i>glh-1(ne4896[gfp::glh-1, DQAD]) I</i>                                                               | CRISPR                      |
| WM801 | <i>glh-1(ne4898[null]) mcherry::pgl-1 I</i>                                                            | CRSIPR                      |
| WM802 | <i>glh-1(ne4899[gfp::glh-1, K391A]) mcherry::pgl-1 I</i>                                               | CRSIPR                      |
| WM803 | <i>glh-1(ne4900[gfp::glh-1, DQAD]) mcherry::pgl-1 I</i>                                                | CRSIPR                      |
| WM820 | <i>prg-1(ne4915[gfp::prg-1]) I; csr-1(ne4515[mcherry::csr-1]) IV;</i>                                  | CRSIPR                      |
| WM821 | <i>glh-1(ne4916[null]) prg-1(ne4915[gfp::prg-1]) I; csr-1(ne4515[mcherry::csr-1]) IV;</i>              | CRSIPR                      |
| WM822 | <i>glh-1(ne4917[gfp::glh-1, K391A]) prg-1(ne4915[gfp::prg-1]) I; csr-1(ne4515[mcherry::csr-1]) IV;</i> | CRSIPR                      |
| WM823 | <i>glh-1(ne4918[gfp::glh-1, DQAD]) prg-1(ne4915[gfp::prg-1]) I; csr-1(ne4515[mcherry::csr-1]) IV;</i>  | CRSIPR                      |
| WM607 | <i>wago-1(ne[gfp::wago-1]) I</i>                                                                       | CRISPR, Ghanta et al., 2019 |
| WM811 | <i>glh-1(ne4908[null]) gfp::wago-1 I</i>                                                               | CRSIPR                      |
| WM813 | <i>glh-1(ne4910[gfp::glh-1, K391A]) gfp::wago-1 I</i>                                                  | CRSIPR                      |
| WM815 | <i>glh-1(ne4912[gfp::glh-1, DQAD]) gfp::wago-1 I</i>                                                   | CRSIPR                      |
| WM800 | <i>glh-4(ne4897[gfp::glh-4]) I</i>                                                                     | CRISPR                      |
| WM812 | <i>glh-1(ne4909[null]) glh-4(ne4897[gfp::glh-4]) I</i>                                                 | CRSIPR                      |
| WM814 | <i>glh-1(ne4911[gfp::glh-1, K391A]) glh-4(ne4897[gfp::glh-4]) I</i>                                    | CRSIPR                      |
| WM816 | <i>glh-1(ne4913[gfp::glh-1, DQAD]) glh-4(ne4897[gfp::glh-4]) I</i>                                     | CRSIPR                      |
| WM824 | <i>glh-1(ne4894[gfp::degron::glh-1, DQAD]) I; neSi81(Psun-1::tir-1::mRuby::eft 3'utr) IV</i>           | CRSIPR                      |
| WM521 | <i>wago-9(ne4336[flag::tev::wago-9]) III;</i>                                                          | CRSIPR                      |
| WM804 | <i>glh-1(ne4712[null]) I; wago-9(ne[flag::wago-9]) III;</i>                                            | Cross                       |
| WM806 | <i>glh-1(ne4712[null]) I; csr-1(ne4520[flag::csr-1]) IV</i>                                            | Cross                       |
| WM805 | <i>glh-1(ne4901[null]) wago-1(ne4585[flag::wago-1]) I;</i>                                             | CRSIPR                      |

|        |                                                                                                              |        |
|--------|--------------------------------------------------------------------------------------------------------------|--------|
| EZS292 | <i>glh-1(ne4712[null]) prg-1(ne4921[degron::prg-1]) I; neSi82(Psun-1::tir-1::mRuby::sun-1 3'utr) II</i>      | CRSIPR |
| EZS219 | <i>glh-2(ne4922[flag::tev::degron::glh-2]) I; neSi82(Psun-1::tir-1::mRuby::sun-1 3'utr) II</i>               | CRSIPR |
| EZS243 | <i>glh-1(ne4926) glh-2(ne4922[flag::tev::degron::glh-2]) I; neSi82(Psun-1::tir-1::mRuby::sun-1 3'utr) II</i> | CRSIPR |
| EZS244 | <i>glh-3(ne4923[flag::tev::degron::glh-3]) I; neSi82(Psun-1::tir-1::mRuby::sun-1 3'utr) II</i>               | CRSIPR |
| EZS220 | <i>glh-1(ne4926) glh-3(ne4923[flag::tev::degron::glh-3]) I; neSi82(Psun-1::tir-1::mRuby::sun-1 3'utr) II</i> | CRSIPR |
| EZS146 | <i>glh-4(ne4924[flag::tev::degron::glh-4]) I; neSi82(Psun-1::tir-1::mRuby::sun-1 3'utr) II</i>               | CRSIPR |
| EZS149 | <i>glh-1(ne4926) glh-4(ne4924[flag::tev::degron::glh-4]) I; neSi82(Psun-1::tir-1::mRuby::sun-1 3'utr) II</i> | CRSIPR |
| WM806  | <i>glh-1(ne4902[K391A]) I; wago-1(ne4585[flag::wago-1]) I;</i>                                               | CRSIPR |
| WM827  | <i>wago-1(ne4585[3Xflag::TEV::SNAP::WAGO-1]) glh-1(ne4809[V5::aid::glh-1]) I</i>                             | CRSIPR |
| WM828  | <i>wago-1(ne4585[3Xflag::TEV::SNAP::WAGO-1]) glh-1(ne4925[V5::aid::glh-1, K391A]) I</i>                      | CRSIPR |
| WM808  | <i>glh-1(ne4903[3Xflag::tev::glh-1]) I;</i>                                                                  | CRSIPR |
| WM810  | <i>glh-1(ne4904[3Xflag::tev::glh-1, K391A]) I;</i>                                                           | CRSIPR |
| WM817  | <i>glh-1(ne4903[3Xflag::tev::glh-1]) prg-1(ne4906) I</i>                                                     | CRSIPR |
| WM818  | <i>glh-1(ne4903[3Xflag::tev::glh-1]) I; rde-3(ne4907) III</i>                                                | CRSIPR |
| WM809  | <i>glh-4(ne4905[3Xflag::tev::glh-4]) I</i>                                                                   | CRSIPR |
| WM819  | <i>glh-1(ne4914[null]) glh-4(ne4905[3Xflag::tev::glh-4]) I;</i>                                              | CRSIPR |

**Table S4, CRISPR Oligos, Related to STAR methods:**

| name                    | sequence                                                                                     | gene  | usage                                            |
|-------------------------|----------------------------------------------------------------------------------------------|-------|--------------------------------------------------|
| DS3_glh-1N_sgRNA        | TTTTCTGCGAAAATGTCTGA                                                                         | glh-1 | <i>glh-1(null), GFP::GLH-1, FLAG::tev::glh-1</i> |
| DS10_glh-1C_sgRNA       | TCCCTCAAGATGAAGAAGGC                                                                         | glh-1 | <i>glh-1(null)</i>                               |
| DS16_glh1K391A_sgRNA    | GACGAGTCATGATAGGCAGA                                                                         | glh-1 | <i>glh-1 K391A</i>                               |
| DS19_glh1DQA D_sgRNA    | TCAATTATGACAGTATGCCG                                                                         | glh-1 | <i>glh-1 DQAD</i>                                |
| DS27_glh1ZF_sgRNA       | CCCTTGGCTTGGCTGGATTG                                                                         | glh-1 | <i>glh-1 Zinc finger deletion</i>                |
| DS8_glh4N_sgRNA         | tctgtatcgtatcaacgATG                                                                         | glh-4 | <i>glh-4 null, flag::tev::glh-4</i>              |
| DS23_glh4C_sgRNA        | tctgtatcgtatcaacgATG                                                                         | glh-4 | <i>glh-4 nul</i>                                 |
| SD111_gfpglh1 AID_sgRNA | ggaggttggctggatctt                                                                           | glh-1 | <i>gfp::degron::glh-1</i>                        |
| DS58_prg1N_sgRNA        | taatattttcaggttaataA                                                                         | prg-1 | <i>degron::prg-1, prg-1 mutant</i>               |
| DS69_glh-2N_sgRNA       | gttcgaagATGTCTGACGAT                                                                         | glh-2 | <i>Flag::tev::degron::glh-2</i>                  |
| DS85_glh-3N_sgRNA       | agttaaacggcacggaataA                                                                         | glh-3 | <i>Flag::tev::degron::glh-3</i>                  |
| DS81_rde3N_sgRNA        | GGACTTCGCTGATCTTTATT                                                                         | rde-3 | <i>rde-3 mutant</i>                              |
| name                    | sequence                                                                                     | gene  | usage                                            |
| DS11_glh-1null_donor    | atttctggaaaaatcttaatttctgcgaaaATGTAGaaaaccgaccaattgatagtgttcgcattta                          | glh-1 | <i>glh-1 null</i>                                |
| DS18_glh-1K391A_donor   | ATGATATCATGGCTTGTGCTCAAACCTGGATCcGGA gct<br>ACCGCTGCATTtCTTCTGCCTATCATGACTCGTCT              | glh-1 | <i>glh-1 K391A</i>                               |
| DS9_glh4_null_donor     | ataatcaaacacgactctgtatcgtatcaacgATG CACCACCACCACCACCAC<br>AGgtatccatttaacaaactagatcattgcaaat | glh-4 | <i>glh-4 null</i>                                |

|                         |                                                                                                                                                                                                               |       |                          |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------------------------|
| DS21_glh-1Nflag_donor   | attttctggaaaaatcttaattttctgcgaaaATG<br>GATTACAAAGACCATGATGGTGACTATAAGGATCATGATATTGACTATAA<br>AGACGATGACGATAAG GAGAACCTCTACTTCCAATCG<br>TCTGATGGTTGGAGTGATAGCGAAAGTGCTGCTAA                                    | glh-1 | <i>flag::tev::glh-1</i>  |
| DS121_glh-1NV5_donor    | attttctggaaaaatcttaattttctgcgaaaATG<br>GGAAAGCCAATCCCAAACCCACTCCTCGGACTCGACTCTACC<br>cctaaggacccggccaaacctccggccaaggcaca                                                                                      | glh-1 | <i>V5::degron::glh-1</i> |
| DS107_prg1Ndegron_donor | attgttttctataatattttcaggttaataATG<br>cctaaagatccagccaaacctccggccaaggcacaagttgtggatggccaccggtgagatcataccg<br>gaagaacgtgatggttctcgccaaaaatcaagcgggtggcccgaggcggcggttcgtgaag<br>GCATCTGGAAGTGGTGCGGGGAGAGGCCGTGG | prg-1 | <i>Degron::prg-1</i>     |
| DS_rde3indel_donor      | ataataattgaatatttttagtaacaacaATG<br>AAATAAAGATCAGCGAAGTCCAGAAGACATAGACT                                                                                                                                       | rde-3 | <i>rde-3 mutant</i>      |

How the deposited data were processed for this re-analysis (not part of the article)

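Small RNAs from young adult worms were examined in 2 experiments. The first compared wild type with *glh-1*-null, K391A and DQAD, and the second compared wild type with *glh-1*-null, the *glh-2*, *glh-3* and *glh-4* degron strains and the 3 doubles on auxin. Together they hold 24 libraries in 12 groups of 2 replicates. For both experiments, the authors deposited counts of each distinct 22-nt antisense read with its position and gene, after trimming the adaptor and aligning with Bowtie2 to WormBase releases WS262 and WS272, and without normalization. Libraries of Argonaute immunoprecipitates and of GLH CLIP, the PRG-1 depletion and the DQAD time course were not analysed here, and neither were microRNAs, piRNAs or lists of WAGO and CSR-1 targets. The samples whose title names a *glh-1* degron, with a strain label that names *glh-1* alone, were taken as *glh-1*-null on auxin, after Fig. 4D and its legend. Every title of the auxin experiment has the word degron, wild type included. The DQAD samples, labelled as grown on auxin and then taken off it, were taken as the DQAD libraries of Fig. 3B. The libraries were kept under their deposited labels throughout.

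Counts were summed per gene with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. The files name 18252 genes, of which 17835 were matched by sequence name to the WBcel235 annotation of Ensembl release 115, and 417 were not. In the first experiment every sequence was listed at 1 place. In the second, a sequence listed at several places was counted at each, as the files give it. RPM was computed from the total of each file, because the total reads of each sample, by which the authors normalized, are not given in the paper's text. The files hold 1 class of small RNA, so their totals are not the depth of the libraries, and RPM shows the distribution of 22G-RNAs over genes and not their amount. File totals ranged from 1755061 to 6052558 in the first experiment and from 311595 to 1164376 in the second. Floors of detection were set at 3 reads and Wilson intervals at 95%, which cover counting error only.

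The paper gives a 2-fold difference as its criterion and, in the legend of its metagene analysis, more than 5 RPM. Both were applied to means of the 2 replicates, since the text does not say how replicates were combined. For counts over the 171 genes of Table S2, no minimum was applied. Genes were also tested with edgeR 4.0.16 in R 4.3.3, with a quasi-likelihood model over all groups of an experiment, the file totals as library sizes, a filter on low counts by group (filterByExpr) and Benjamini-Hochberg adjustment at 0.05. Exact permutation of 2 against 2 libraries cannot give a two-sided p under 0.333, so it was not used for genes. Overlaps were tested with Fisher's exact test in scipy 1.17.1, across genes. The list of 171 genes was compared with 10000 random lists, each gene drawn from the 50 genes on either side in mean level over the 2 groups compared. Figures were drawn with matplotlib 3.10.9.

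The edgeR test was tested on simulated data with 200 changed genes in each design. In the design of the first experiment, 91 of the changed genes were called (45.5%) along with 3 unchanged genes, and of the 56 genes changed 4-fold with at least 20 RPM, 54 were called. In the second, 36 changed genes (18%) and 1 unchanged gene were called, and 32 of the 74 genes changed 4-fold with at least 20 RPM. The 2-fold criterion counted 118 unchanged genes in the first design and 1171 in the second. Every simulated library was given the same spread, estimated over all libraries of its experiment. In the second experiment, the chi-square per gene between replicates was 31.7 and 29.1 in the *glh-2* strains. It was between 1.46 and 1.82 in the others, so the simulated values for the second design may not hold for them.

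The groups, tests, alternatives and the rule for naming genes were fixed before the data were examined. The genes named are *mog-4*, *glh-1* to *glh-4*, *prg-1*, *csr-1*, *wago-1* and *hrde-1*, which the paper names. Added to them, for each *glh-1* allele, are the 3 genes with the largest increase and the 3 with the largest decrease in edgeR's log2 fold change, among genes with an adjusted p under 0.05, at least 10 RPM in the higher group and no overlap between the groups. The alternatives were edgeR's TMM factors, DESeq2 1.42.0 and its size factors, minimum levels of 0 and 1 RPM, thresholds of 1.5-fold and 3-fold, a pseudocount of 1 RPM, and reads that start with G. For the edgeR test they were no filter, a mean of at least 5 RPM, a model of only the 2 groups compared, and a replicate block. The block used the replicate numbers of the deposited labels as pairs, which is where the pairing comes from. Each replicate was also left out in turn. A further pair of alternatives, sequences listed at 1 place only and primary alignments only, was chosen after seeing the data. With 2 replicates in a group, other splits of the samples and a test for outlying samples do not apply. The sharing of reads was measured in wild type on auxin as the percentage of a gene's reads whose sequence is listed at more than 1 place.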

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

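Of the tests given here, the comparisons of the counts under DESeq2's size factors and under TMM factors, the share of reads on the genes with most reads, and the wild-type counts on genes with few shared reads were chosen as tests only after the result was seen, although both scalings were among the alternatives fixed earlier.

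The paper discusses the 22G-RNAs lost in K391A and DQAD, and it states that K391A had no ectopic 22G-RNAs on CSR-1 targets. Its text gives no count of all genes on which they rose in these mutants. At least 2-fold higher levels were found on 1220 genes in K391A and on 1497 genes in DQAD, while 621 genes at most differed this much in 1 direction between the wild-type libraries. These genes are singled out because the paper's text does not count them. Of the 171 genes of Table S2, 11 were higher in K391A and 76 in DQAD. The K391A genes were largely not those of the other alleles: 246 were also higher in *glh-1*-null and 257 in DQAD.

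Several technical explanations were tested for the 1220 genes in K391A. With DESeq2's size factors 1269 genes were higher, but these factors moved the median log2 fold change of all genes from −0.08 to 0.02, and a move up by itself raises the count. With TMM factors, which gave a median of −0.07, 1147 genes were higher. Both counts stayed above the 621 genes between the wild-type libraries, which were counted with the file totals. If the smaller K391A libraries were the source, the wild-type libraries reduced at random to the same depth would differ on as many genes, and they differed on 795. Without the 10 genes with most reads in each library, 20 genes in all, 1384 genes were higher. These 20 genes took 13.6% of the reads in K391A and 10.1% in wild type, so leaving them out raises the level of every other gene in K391A, and this test decides nothing. Of the 1220 genes, 868 shared at most 10% of their reads with other places in wild type on auxin. Counted on such genes alone, the wild-type libraries differed on 418 genes, and on 560 when reduced to the K391A depth. The median spliced length of the higher genes stood at percentile 25.7 of 1000 random lists matched on expression. The depth, shared reads and gene length do not by themselves account for the excess over the wild-type libraries. GC content and differences between the strains other than the allele were not tested. The tests of DESeq2's size factors and of the genes with most reads could not tell the pattern apart from these explanations, and neither of the scalings that were run removed the excess. A gain of 22G-RNAs on these genes through the K391A allele remains a hypothesis.

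For the 1497 genes in DQAD, the same tests gave 2358 genes with DESeq2's size factors, 686 genes between wild-type libraries reduced to the same depth, 1528 genes without the genes with most reads, and 1168 genes that shared at most 10% of their reads, against 418 such genes between the wild-type libraries and 464 at the reduced depth. The higher genes were shorter than the matched random lists, with a median spliced length of 1093 nt, at percentile 0 of the lists, 95% of which had medians between 1354 and 1470 nt. The pattern could therefore not be told apart from a bias by gene length. Because the values are shares of a class of reads, a loss of 22G-RNAs on other genes could also raise these shares with no gain on the genes themselves. The count of 2358 does not speak against this, because DESeq2's size factors moved the median of all genes from −0.74 to −0.10 and a move up by itself raises the count. GC content was not tested here either.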

How the results depend on the processing

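No test of an explanation is given in this part. The 52 counts, shares and spreads reported were each recomputed under some of the alternatives. This gave 352 comparisons of a result with its value under an alternative, other than leaving out a replicate. A result is called unchanged where a count stayed within 1.5 times its value, or another value moved by less than its replicate spread or 95% interval. By this rule, 227 comparisons were unchanged and 125 changed. A pseudocount of 1 RPM (25 results), reads that start with G (11), suppression defined against *glh-1*-null (4) and an adjusted p joined to a 2-fold change (15) changed none. For each change below, the cause was not tested.

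With a minimum of 1 RPM, the genes at least 2-fold lower were 3087 in *glh-1*-null, 3346 in K391A, 1585, 2366 and 2470 in the doubles of *glh-2*, *glh-3* and *glh-4*, and 3887 in any double, with a share of 41.3% in K391A. Higher were 2343 in K391A and 2286 in DQAD. The genes within 2-fold between replicates were 82.8% in wild type, 88.0% in *glh-1*-null, 81.5% in K391A and 81.3% in DQAD. On auxin they were 79.3% in wild type, 63.4% in *glh-1*-null, 44.6%, 76.5% and 74.1% in the *glh-2*, *glh-3* and *glh-4* singles, and 44.2%, 68.1% and 72.9% in the doubles. With no minimum, 5458 genes were lower and 2964 higher in *glh-1*-null, 5869 and 3342 in K391A, and 7101 and 3729 in DQAD. The doubles then had 3131, 3938 and 3689 lower genes, 6069 in all, with a share of 43.1%.

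With a 3-fold threshold, 1281 genes were lower and 644 higher in *glh-1*-null, 764 higher in K391A, 2130 lower in DQAD, 226, 803 and 891 lower in the doubles and 1289 in any, with a share of 51.1%. With a 1.5-fold threshold, 1596 genes were higher in *glh-1*-null and 1957 in K391A, and 1436 and 2344 were lower in the *glh-2* and *glh-4* doubles. Of the 171 genes, 44 were then higher in K391A, 71 in the *glh-3* single and 15 in the *glh-4* single. Suppressed were 24, 7 and 43 in the doubles and 58 in any.

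With TMM factors, 2096 genes were lower and 2270 higher in DQAD, and 1025 and 2044 lower in the *glh-2* and *glh-3* doubles, with a share of 43.5%. Of the 171 genes, 2 were higher in the *glh-3* single and 50 suppressed in the *glh-3* double. The edgeR test called 2557 genes lower in DQAD and 1 in the *glh-2* double. Of the list, it called 5 lower than *glh-1*-null in the *glh-3* double, and with adjustment over the list alone 23 in the *glh-2* double and 5 in the *glh-3* double. The replicate agreement moved to 90.4% in wild type, 94.5% in K391A and 88.7% in DQAD, and on auxin to 90.8% in wild type, 75.6% in *glh-1*-null, 88.3% and 86.0% in the *glh-3* single and double, and 85.9% in the *glh-4* single. With DESeq2's size factors, 1956 genes were lower and 2358 higher in DQAD, 1130 and 2353 lower in the *glh-2* and *glh-3* doubles, with a share of 40.9%. Of the list, 2 were higher in the *glh-3* single and 96 in its double, and 79 and 75 were suppressed in the *glh-2* and *glh-3* doubles.

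DESeq2's test called 2125 genes lower in DQAD, 50 in the *glh-2* double and 996 in the *glh-3* double. Of the list, it called 23, 13 and 29 lower than *glh-1*-null in the doubles, and 31, 13 and 37 with adjustment over the list alone. Without a filter on low counts, 42 genes were called lower in the *glh-2* double. Of the list, 12 and 36 were called in the *glh-2* and *glh-4* doubles, and 18, 6 and 48 over the list alone. In a model of only the 2 groups compared, 1222 and 1695 genes were called lower in the *glh-3* and *glh-4* doubles. Of the list, 0 were then called in the *glh-2* double by either adjustment (10 at an unadjusted p under 0.05), 46 in the *glh-3* double by either, and 85 and 87 in the *glh-4* double. With a mean of at least 5 RPM, 0 were called in the *glh-3* double (10 unadjusted).

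With the replicate block, which pairs libraries by replicate number, 2 and 0 of the 171 genes were called lower than *glh-1*-null in the *glh-2* and *glh-3* doubles (31 and 9 unadjusted). The block called 1903 genes lower and 1071 higher in *glh-1*-null, 2085 and 1224 in K391A, and 4173 and 1578 in DQAD, of which 1883, 1035, 2062, 1206, 4134 and 1563 were also called without it. To check the pairing, the difference between replicates in a mutant was correlated across genes with that in its control, and the correlations lay between −0.062 and 0.05. Where both replicate pairs had to pass, 152 and 896 genes were lower in the *glh-2* and *glh-3* doubles. Of the list, 10, 12 and 1 were higher in the *glh-2*, *glh-3* and *glh-4* singles and 16 in the *glh-2* double, and 27 and 11 were suppressed in the *glh-2* and *glh-3* doubles.

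The following were chosen after seeing the data. With sequences listed at 1 place only, 1031 genes were lower in the *glh-2* double, the share was 43.2%, 13 and 8 listed genes were higher in the *glh-3* and *glh-4* singles, 50 were suppressed in the *glh-3* double and 3 were called lower there over the list alone. With primary alignments only, these were 1064, 43.8%, 13 in the *glh-3* single and 40.

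Of the 116 comparisons that each left out one replicate, 106 were unchanged and 10 changed. Lower genes in the *glh-2* double ranged from 538 to 1879, and the share in K391A from 46.2% to 49.3%. Listed genes with higher levels ranged from 10 to 20 in K391A, 8 to 144 in the *glh-2* single, 13 to 137 in its double and 2 to 6 in the *glh-4* single. Suppressed genes ranged from 34 to 158 in the *glh-2* double and 84 to 159 in any double.

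The log2 fold changes of named genes gave 477 further comparisons over 45 results: 452 unchanged, 13 weaker, 2 stronger, 1 moved and 9 reversed. The reversed ones all had small changes. In *glh-1*-null they were *glh-3* with TMM factors (0.073) and DESeq2 (0.125), and *hrde-1* with DESeq2 (0.005). In DQAD they were *glh-1* (0.318 and 0.390), *glh-4* (0.113 and 0.181) and *wago-1* (0.181 and 0.247), each with TMM factors and DESeq2. On auxin, the floor of 3 reads lay above the 5 RPM minimum in 8 libraries, from 5.33 to 9.63 RPM: *glh-1*-null replicate 2, *degron*::*glh-2* replicate 1, and both replicates of the *glh-2* double, of *degron*::*glh-3* and of the *glh-3* double. Levels near that minimum rest on fewer than 3 reads in these libraries.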

Differences from the paper's values

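The paper's Fig. 4D shows about 47 of the 171 genes, read by eye, as suppressed in *degron*::*glh-3 glh-1*-null, against 18 here. Of the alternatives set before the data were examined, edgeR's TMM factors came near the figure's value, with 50 genes. The others did not: DESeq2's size factors gave 75 genes, a threshold of 1.5-fold 7, a pseudocount of 1 RPM 18, a definition of at least 2-fold below *glh-1*-null 18, a rule that both replicate pairs pass 11, and the fits that each left out one replicate from 15 to 23. Counting sequences listed at 1 place only gave 50 genes and primary alignments only gave 40, both chosen after seeing the values. With these settings only 147 and 155 of the 171 genes were at least 2-fold above wild type in *glh-1*-null to begin with. A gene is counted whether or not it was raised there, so these counts alone do not close the gap. The paper's methods keep uniquely mapped reads, whereas the file totals here count a sequence at every listed place. Sequences listed at 1 place held 632559 of 1164376 and 553734 of 1000116 counts in wild type. In this double they held 347668 of 501886 and 316674 of 455629. For genes with few shared reads, that difference by itself lowers the number suppressed in the double. The gap may therefore come in part from the scaling, but how much of it does was not tested. The TMM count does not decide this. TMM factors moved the median log2 fold change of all genes in this double from 0.55 to 0.15. A move down by itself raises the number of genes under 2-fold.

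The paper's Fig. S4D shows about 1500 genes, read by eye, with lower 22G-RNAs in *degron*::*glh-2 glh-1*-null, against 669 here. Of the alternatives set before the data were examined, the value came within 1.5 times of the paper's with a minimum of 1 RPM (1585 genes), TMM factors (1025), DESeq2's size factors (1130), a threshold of 1.5-fold (1436) and without replicate 1 of this double (1879). It did not with no minimum (3131), a threshold of 3-fold (226), a pseudocount of 1 RPM (596), reads that start with G (770), both replicate pairs (152), without replicate 2 of this double (538), or without either wild-type replicate (767 and 783). Counting sequences listed at 1 place only gave 1031 genes and primary alignments only 1064, both chosen after seeing the values and both within 1.5 times of the paper's value. The settings applied to every double moved the others away from the same figure, which shows about 1200 genes for the *glh-3* double and about 1100 for the *glh-4* double, read by eye, against 1351 and 1510 here. A minimum of 1 RPM gave 2366 and 2470 genes, TMM factors 2044 and 1854, DESeq2's size factors 2353 and 1788, a threshold of 1.5-fold 1980 and 2344, sequences listed at 1 place only 1870 and 1908, and primary alignments only 1968 and 1978, all more than 1.5 times the paper's values. No setting that was run for all doubles came within 1.5 times of the paper's value for each of them. The 669 genes come from a mean of libraries that differed and whose labels may have been exchanged. The library labelled *degron*::*glh-2* replicate 1 correlated with replicate 2 of this double at 0.916 and had 1969 lower genes. An exchange of labels may therefore account for this gap, but no count was made with exchanged labels.

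The paper states that most genes lower in at least 1 double were among the genes lower in K391A. Here the share was 48.7%, and it was above 50% with a threshold of 3-fold (51.1%), with a threshold of 1.5-fold (50.02%) and where both replicate pairs had to pass (50.4%). No setting that was run gave the paper's share. The paper shows *degron*::*glh-2* worms near wild type on the 171 genes in Fig. S4B, where the library labelled replicate 2 had 8 genes at least 2-fold above wild type, the library labelled replicate 1 had 144, and their mean had 119. The paper ranks K391A and DQAD above *glh-1*-null in their effect. With DESeq2's size factors, 2019 genes were lower in K391A, 1674 in *glh-1*-null and 1956 in DQAD, so DQAD no longer had the most genes with lower levels, and with TMM factors these were 2133, 1787 and 2096. Higher levels were then found on more genes in DQAD than in K391A with both scalings, 2358 against 1269 with DESeq2's size factors and 2270 against 1147 with TMM factors.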

Other observations

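Of the tests given here, those of exchanged labels and of library size for the *glh-2* libraries, those of an allele that keeps the 5′ part of *glh-1*, and that over the 171 genes for the position of reads were chosen only after the result was seen.

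The libraries labelled *degron*::*glh-2* and *degron*::*glh-2 glh-1*-null differed from their own replicates more than those of any other strain on auxin. Across genes above 5 RPM on average, which are not independent replicates, the log2 RPM of replicates 1 and 2 correlated at 0.696 for *degron*::*glh-2* and 0.694 for its double, and between 0.91 and 0.958 for the other strains. A candidate explanation is a mislabelled sample. Replicate 1 of *degron*::*glh-2* correlated with replicate 2 of the double at 0.916, and replicate 2 of *degron*::*glh-2* with replicate 1 of the double at 0.925, which is the range of true replicates. A difference in library size does not account for it, since the *glh-1*-null libraries, one of which has the fewest reads of all, correlated at 0.91. Reads shared between copies of a gene do not account for it either, since on sequences listed at 1 place the correlations were 0.652 and 0.647, with no other strain below 0.874. The share of reads on the 171 genes was 4.60% and 1.37% in the libraries labelled *degron*::*glh-2*, and 1.41% and 4.56% in those labelled as the double. Replicate 2 of *degron*::*glh-2* and replicate 1 of the double correlated with wild type replicate 1 at 0.939 and 0.928, whereas replicate 1 of *degron*::*glh-2* and replicate 2 of the double correlated with *glh-1*-null replicate 1 at 0.882 and 0.884. An exchange of the labels of replicate 1 may explain the pattern, if this double resembles *glh-1*-null as the *glh-3* and *glh-4* doubles did, whose replicates 1 correlated with it at 0.891 and 0.871. The biological alternative, that each strain varied between its replicates in opposite ways, was not tested. No result was recomputed with exchanged labels.

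The libraries of untreated *glh-1*-null worms held reads of *glh-1*, of which 0.78% started at or after position 1700 of the spliced mRNA, against 22.69% in wild type. This may reflect an allele that keeps the 5′ part of the gene. Sharing with a paralog does not account for the reads, because 83.65% of those whose sequence is listed in the auxin experiment are listed there at *glh-1* alone, against 88.88% in wild type. The DQAD libraries, too, had 0.183% and 0.45% of their *glh-1* reads in that part, and 0 of 454 and 1 of 301 of their *glh-2* reads at or after position 2300 of the *glh-2* mRNA, where *glh-1*-null had 140 and 91. No explanation was tested for the DQAD reads, and these positions were chosen after the profiles were seen.

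The libraries labelled *glh-1*-null on auxin also held reads of *glh-1*, and there 14.29% lay at or after position 1700, against 22.83% in wild type. An allele that keeps only the 5′ part would leave few reads there, so it does not account for these reads. On sequences listed at 1 place, *glh-1* had 223.2 RPM, from 142 and 46 reads, against 360.4 RPM in wild type, so sharing with a paralog does not account for them either. Table S3 lists a *degron*::*glh-1* strain, whose intact gene could give reads along its whole length. The titles of these samples name a *glh-1* degron, but the wild-type titles of this experiment have the word degron too. The titles therefore do not show that *glh-1* carried a degron. The samples were taken as *glh-1*-null after Fig. 4D, and whether they are that degron strain was not tested. Reads of *glh-1* were also found in the doubles, at 360 and 188 RPM in the *glh-2* double, where wild type had 246 and 266, at 110 and 127 RPM in the *glh-3* double and 73.4 and 60.4 RPM in the *glh-4* double, with 26.6% and 24.2%, 27.3% and 20.7%, and 41.0% and 32.6%, at or after position 1700. Table S3 gives the doubles a *glh-1* allele whose lesion it does not name, unlike the alleles that it lists as null. Which part of the gene that allele keeps cannot be told from the paper. A mixed sample was not tested, and neither was a biological explanation.

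Antisense reads lay further toward the 3′ end of genes in K391A than in wild type. On a scale from 0 at the 5′ end to 1 at the 3′ end, the median over the 171 genes of each gene's median position was 0.601 in K391A, as the mean of its libraries, and 0.502 in wild type. Because each gene counts once in this median, a few genes with many reads do not account for it. Over 5074 other genes, the median was 0.614 in K391A and 0.507 in wild type, and 0.505 in wild-type libraries reduced at random to the depth of K391A, so library size does not account for it. Among reads that start with G, as 22G-RNAs do, it was 0.602 in K391A and 0.499 in wild type, so fragments other than 22G-RNAs are an unlikely source. The shift was not confined to K391A, since the other genes stood at 0.547 in both *glh-1*-null libraries and at 0.586 and 0.615 in the DQAD libraries. On the 171 genes, *glh-1*-null stood at 0.483 and 0.481 and DQAD at 0.509 and 0.528. Against the 0.502 of wild type, *glh-1*-null was thus lower and DQAD little higher. A change in where 22G-RNAs are made along mRNAs is a hypothesis that the K391A values may fit on both sets of genes. The values of *glh-1*-null and DQAD may fit it on the other genes only. A difference between library batches could not be tested, since neither the labels nor the paper give one.

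The 171 genes were selected by the paper for increased 22G-RNAs in *glh-1*-null and do not stand for CSR-1 targets in general. In DQAD, 76 of them were at least 2-fold above wild type and 20 were at least 2-fold lower, and 56 of the 76 were also higher in untreated *glh-1*-null. The median log2 ratio over the list was 0.69, where 95% of the random lists had medians between −0.91 and −0.36. The list took 6.66% and 6.60% of all reads in DQAD. The paper does not report the list in DQAD.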
